# Identification of the stress granule transcriptome via RNA-editing in single cells and *in vivo*

**DOI:** 10.1016/j.crmeth.2022.100235

**Published:** 2022-06-20

**Authors:** Wessel van Leeuwen, Michael VanInsberghe, Nico Battich, Fredrik Salmén, Alexander van Oudenaarden, Catherine Rabouille

**Keywords:** stress granules, RNA, RNA-editing, hyperTRIBE, S2 cells, single cell, neurons, *Drosophila*, VASA-seq

## Abstract

Stress granules are phase-separated assemblies formed around RNAs. So far, the techniques available to identify these RNAs are not suitable for single cells and small tissues displaying cell heterogeneity. Here, we used TRIBE (target of RNA-binding proteins identified by editing) to profile stress granule RNAs. We used an RNA-binding protein (FMR1) fused to the catalytic domain of an RNA-editing enzyme (ADAR), which coalesces into stress granules upon oxidative stress. RNAs colocalized with this fusion are edited, producing mutations that are detectable by VASA sequencing. Using single-molecule FISH, we validated that this purification-free method can reliably identify stress granule RNAs in bulk and single S2 cells and in *Drosophila* neurons. Similar to mammalian cells, we find that stress granule mRNAs encode ATP binding, cell cycle, and transcription factors. This method opens the possibility to identify stress granule RNAs and other RNA-based assemblies in other single cells and tissues.

## Highlights

• Identification of stress granule (SG) RNAs using the RNA-editing method hyperTRIBE
• FMR1-ADAR fusion targets editing of SG transcripts after arsenite treatment
• Application to single and bulk *Drosophila* S2 cells and neurons
• Suitable for single-cell profiling of SG RNAs from small amounts of tissue

## Motivation

Sequencing-based methods for identifying stress granule RNAs (Khong et al., 2017; Namkoong et al., 2018; Padrón et al., 2019) have typically required large amounts of input material and can therefore be challenging for single-cell studies on low-volume, heterogeneous tissues. To address this limitation, we have developed an application of hyperTRIBE that allows the identification of stress granule RNAs in single cells and *Drosophila* neurons.

## Introduction

Non-membrane-bound compartments represent an important aspect of cell organization. They are formed by phase separation, where solution of seemingly diffuse macromolecules segregates into two distinct phases (Hyman et al., 2014; Gomes and Shorter, 2018). Interestingly, cellular stress induces the formation of many of these compartments (van Leeuwen and Rabouille, 2019), including stress granules (Anderson and Kedersha, 2002; Aulas et al., 2017) that formed around mRNAs after cells have been subjected to many cellular stresses.

The protein content of stress granules has been extensively studied (Jain et al., 2016; Youn et al., 2019; Markmiller et al., 2019; Aulas et al., 2017). The biophysical principles underlying stress granule phase separation has also been elucidated *in vitro* using purified RNA-binding proteins (RBPs) and their RNA binding domains (Patel et al., 2015; Murray et al., 2017; Molliex et al., 2015).

Recently, RNAs have also been shown to be structural components of stress granules (Zhang et al., 2015; Van Treeck et al., 2018) both *in vitro* and *in vivo*. This is sustained by the demonstration that elements in RNA secondary structure are conducive to phase separation (Langdon et al., 2018). This renders the identification of stress granule RNAs an important biological question.

This has recently been performed in mammalian cultured cells after stress granule core isolation (Namkoong et al., 2018; Khong et al., 2017), cross-linking and immunoprecipitation (Anders et al., 2018), and proximity biotinylation of RNAs (Padrón et al., 2019). These studies revealed that stress granules mainly harbor longer mRNAs that are thought to be more poorly translated by ribosomes. Furthermore, even though a clear enrichment in adenylate-uridylate-rich elements (AREs) has been established in endoplasmic reticulum-stress driven stress granule mRNAs (Namkoong et al., 2018), a true recruitment motif has yet to be identified, although recent efforts show that AREs and Pumilio recognition elements increase mRNA partitioning into stress granules (Matheny et al., 2021).

However valuable, these techniques are somewhat limited by the step of cell fractionation and stress granule purification or by RNA pulldown. Consequently, they require a substantial amount of input materials (Wheeler et al., 2016; Jain et al., 2016), thus preventing the analysis of limited/small tissues and single cells. This represents a critical step, as there are now indications that the RNA content of stress granules might be heterogeneous within a cell population (Khong et al., 2017). Furthermore, it might be important to properly compare the differential response to stress of a given cell in its environment (Aulas et al., 2017).

Here, we adapted a method to identify RNAs that are recruited to stress granules, which does not require fractionation and isolation, and that works in single cells and in tissue in a cell-type-specific manner. This method is based on TRIBE (Target of RNA-binding proteins Identified by Editing) first established by the Rosbash group (McMahon et al., 2016). There, a given RBP is fused to the catalytic domain of the DNA/RNA-editing enzyme ADAR (ADARcd) that deaminates adenosine-to-inosine on RNA molecules, which is read out as A-to-G mutations by sequencing. This method has been used to successfully identify the RNA targets of several RPBs in *Drosophila* neurons (McMahon et al., 2016). An activating mutation in ADARcd (TRIBE) has since been shown to increase the editing efficiency of ADARcd by 400% when compared with the original (Xu et al., 2018). The purification-free method we adapted from TRIBE enables the identification of stress granule RNAs in single tissue cultured cells, and in specific tissues, the neurons of the *Drosophila* larval brain.

## Results

### Predictions and experimental setup

To identify the RNA content in stress granules, we adapted the TRIBE method (Xu et al., 2018; McMahon et al., 2016) in such a way that most of the RNA editing takes place in stress granules. The prediction is that the more an RNA is found specifically edited in stress conditions (here arsenite treatment), the more likely it is recruited in stress granules (Figure 1A). As in TRIBE (Xu et al., 2018), we used the RBP FMR1 tagged to ADARcd-V5 (FMR1-ADARcd-V5). Endogenous (Aguilera-Gomez et al., 2017) and GFP-tagged FMR1 (Zacharogianni et al., 2014) are efficiently recruited to stress granules on arsenite stress. FXR1, the mammalian homolog of *Drosophila* FMR1, is largely immobile within stress granules (Marmor-Kollet et al., 2020), in a similar manner to FMR1 (Zacharogianni et al., 2014), potentially reducing its dynamics in and out of the stress granules. Last, fusing ADARcd to FMR1 did not appear to disrupt FMR1 function and its binding to other RBPs and RNAs (Xu et al., 2018). In addition, ADARcd remained functional when fused to FMR1 (Xu et al., 2018).

**Figure 1:**
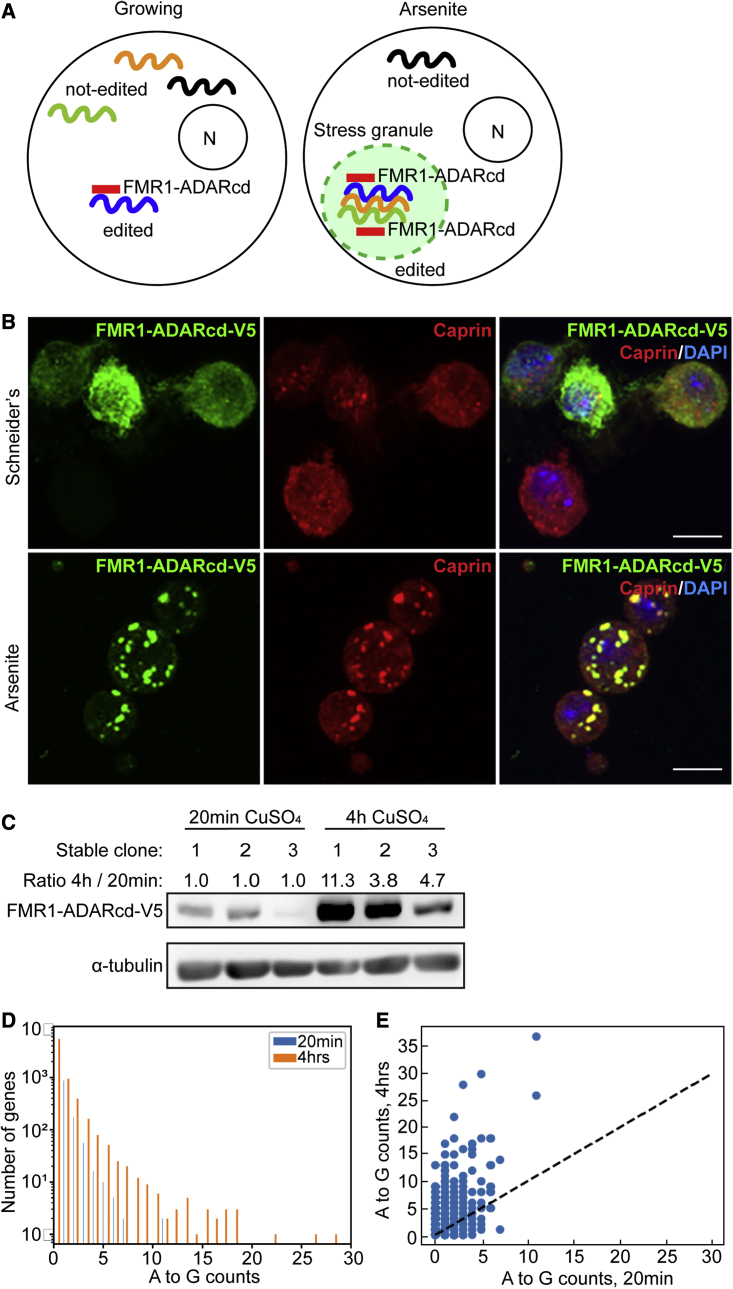
Adaptation of HyperTRIBE using FMR1-ADARcd-V5 to detect stress granule RNAs (A) Schematic overview of our HyperTRIBE adaptation strategy using FMR1-ADARcd-V5 to predict stress granule RNAs. In growing cells, FMR1-ADARcd-V5 binds to its own client RNAs that can be edited in the cytosol. Upon arsenite stress, FMR1-ADARcd-V5 is recruited to stress granules. Allowing ADARcd to edit stress granule RNAs, its clients as well as other stress granule RNAs that are in close proximity. (B) Immunofluorescence visualization of FMR1-ADARcd-V5 (using anti-V5, green) in S2 cells in Schneider’s and in arsenite (0.5 mM for 4 h) leading to localization of FMR1-ADARcd-V5 with the known stress granule marker Caprin (red). (C) Western blot of S2 cell extract after 20 min and 4 h induction (+CuSO4) of different clones expressing FMR1-ADARcd-V5 using an anti-V5 antibody. This number indicated is the ratio “4 h/20 min induction” of the ratio “FMR1-ADARcd-V5/tubulin” for each clone (20 min is therefore 1). (D and E) Graph displaying the frequency (D) and total (E) of A>G editing events in S2 cells in which the expression of FMR1-ADARcd-V5 was induced for 20 min and 4 h. Scale bar: 10 μm (B).

These edited RNAs (predicted to be in stress granules) will likely include FMR1 clients, but we hypothesize that they will also include RNAs that are clients of other stress granule RBPs that would then be edited in *trans*.

To achieve this, we first verified that FMR1-ADARcd-V5 is indeed efficiently recruited in arsenite-induced stress granules. S2 cell clones stably expressing FMR1-ADARcd-V5 showed its 8.3 ± 2.6-fold concentration in foci also positive for the RBP Caprin, a known marker of stress granules, in 90% of the cells (Figures 1B and S1A, *A’*). Arsenite treatment of S2 cells for 4 h is longer than normally used for mammalian cells but we show that it does not result in cell death. S2 cells are still viable after this treatment and grow again when the stress is removed, despite a loss of 20% (Figure S1B). Interestingly, stress granule dissolution occurs before cells start growing again (Figures S1B and S1C), suggesting that stress granule dissolution precedes growth recovery after stress relief.

Second, to detect a significant differential RNA editing in stress conditions, the RNA editing in basal conditions (non-stressed cells during which FMR1-ADARcd-V5 can edit FMR1 clients independently of their further recruitment in stress granules) should be kept as low as possible. The notion was to find a tradeoff in producing enough of chimeric protein to lead to RNA editing in stress granules without generating a high background in non-stressed conditions. To do so, we expressed FMR1-ADARcd-V5 (which is under control of a copper sulfate inducible metallothionein promoter) for 20 min and 4 h before applying the stress. Four hours of induction of clone 1 resulted in 11.3-fold higher FMR1-ADARcd-V5 expression compared with 20 min (Figure 1C).

Last, we verified that the induction of FMR1-ADARcd-V5 in clone 1 is able to produce detectable editing on transcripts. To detect these, we used a variant caller that locates specific base changes on the transcripts (McKenna et al., 2010) (see method details section, and below). We identified 1,727 RNAs displaying edited bases. As expected, most of the filtered *de novo* variants detected were A-to-G events (Figure 1D), while other possible nucleotide changes were hardly detected (Figures S2A*–*S2C). Since the levels of RNA editing after a 4 h induction showed a clear increase when compared with 20 min (Figures 1D and 1E), we chose a 4 h induction of clone 1 in the rest of the experiments.

### RNA editing through ADAR predicts the stress granule transcriptome in S2 cells

To identify RNAs present in stress granules, we used the setup conditions described above (4 h induction in basal condition, i.e., Schneider’s) followed by cell incubation with arsenite for 4 h (Figure 2A). Control cells were maintained in Schneider’s for the same length of time. An uninduced sample was also included as a control for endogenous editing. 

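S2 cells, a cell line derived from Drosophila embryos, carried the inducible fusion of FMR1 to the catalytic domain of ADAR, an enzyme that deaminates adenosine to inosine, which is read as guanosine after sequencing. The libraries analysed here were 3 replicates kept in Schneider's medium, 3 replicates treated with 0.5 mM arsenite for 4 h, both after 4 h of induction with 1 mM copper, and 1 uninduced sample. The authors trimmed the reads, removed ribosomal RNA, mapped the rest to the BDGP6 genome with STARsolo, kept uniquely mapped reads, collapsed reads with the same molecular identifier and called variants with GATK over all libraries together. They kept A-to-G positions with a call quality above 250 and an allele frequency under 0.95, and excluded known variants. They deposited the average editing frequency of 5003 genes in each sample, as a fraction from 0 to 1, and the reads with each base at every variant position. From these reads, 32874 A-to-G positions in 5004 genes passed the filters, and the average editing frequency recomputed from them equalled the deposited one within 1e-06 in all 14 bulk samples for 4998 genes. The reads at these positions, counted after the collapse of molecular identifiers, set the depth. The uninduced sample had 401441 of them, the 3 Schneider's replicates between 407499 and 458176 with a median of 446621, and the 3 arsenite replicates between 381559 and 412534 with a median of 412038. The read depth that the paper states covers all mapped reads and is another measure. A position had a median of 8 to 10 reads in a sample of these S2 libraries, so the frequency of an RNA with few positions moved in large steps. RNAs were compared between the arsenite and the Schneider's replicates with limma (lmFit and eBayes, two-sided) on the untransformed average editing frequency, without a covariate. The 4589 RNAs with a frequency above 0 in at least 1 of the 6 induced samples were tested, and an RNA was called more edited where p was under 0.01 and the mean was higher in arsenite. The choices most open to change were the weight given to each position, the reads required and the samples that set the spread. Intervals and upper limits given for single values cover counting error only.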

Total RNAs from triplicate experiments were generated and sequenced using the new sequencing method VASA-seq (Hollfelder et al., 2022). VASA-seq does not rely on primers binding to the 3′ or 5′ end of the transcripts. It allows the sequencing of the full transcript and permits the detection of mutations throughout the RNA sequence. This is critical, as editing by ADAR might not be limited to the 3′ and 5′ UTR due to FMR1 binding its RNA clients mainly in their coding region (Li et al., 2020).

**Figure 2:**
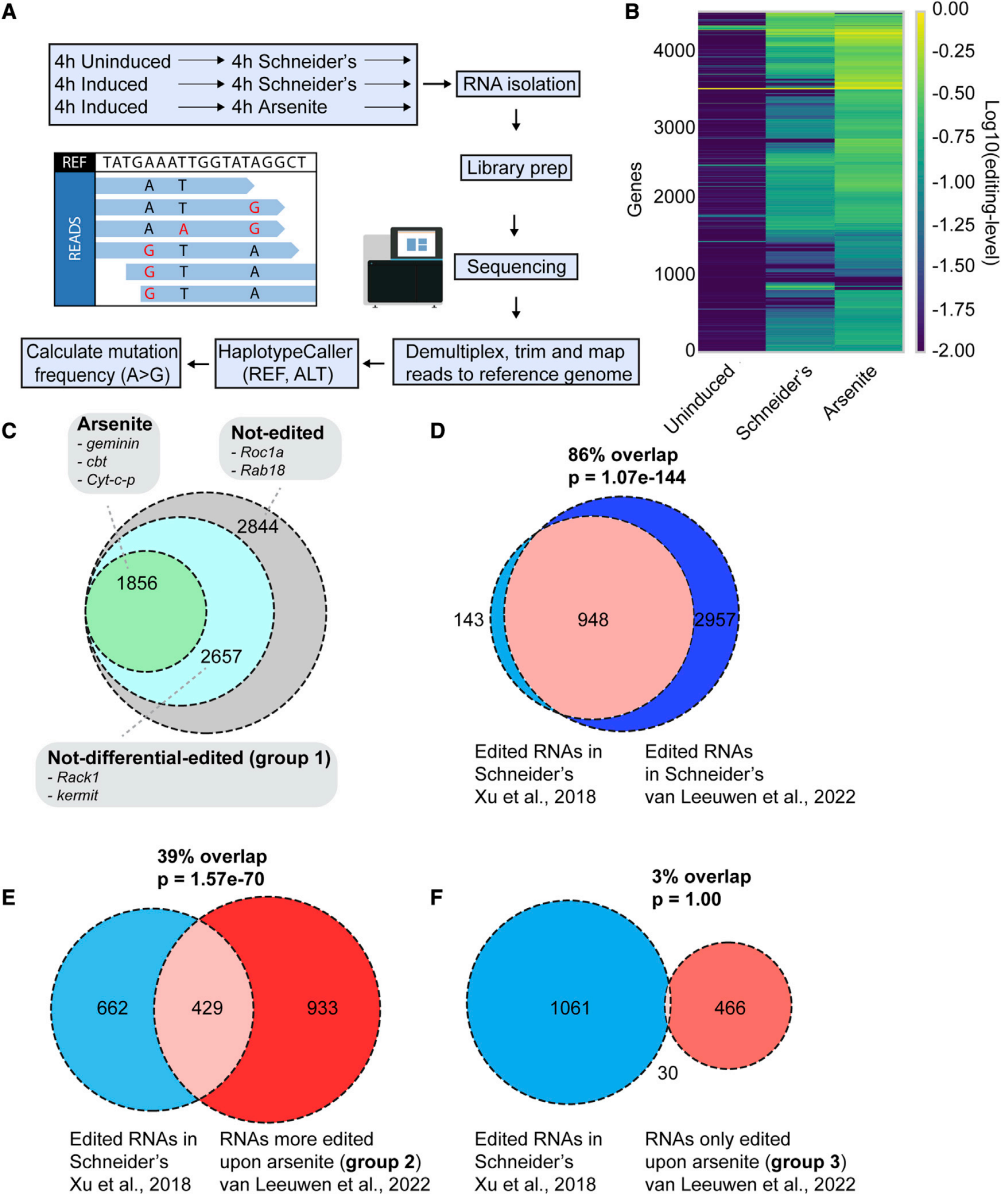
RNA editing through ADAR predicts the stress granule transcriptome in S2 cells (A) Schematic overview of the workflow. After induction of the FMR1-ADARcd-V5 expression for 4 h in Schneider’s, cells were either maintained in Schneider’s or treated with 0.5 mM arsenite for 4 h. RNA was isolated, and libraries were generated and sequenced. Reads were processed by demultiplexing, trimming and mapping to the reference genome. The mapped reads were consequently subjected to a haplotype caller to detect base editing events (see Figure S4). The frequency of A>G editing events is calculated per gene, per sample and per condition. (B) Heatmap displaying the editing level per gene and per condition. (C) Venn diagram depicting the number of RNAs that were significantly (p < 0.01) more edited upon arsenite after applying the Empirical Bayes statistical test. (D) Venn diagram depicting the percentage of RNAs that are edited in Schneider’s and that overlap with the established FMR1 clients (1,091) (Xu et al., 2018). The overlap (p value) was calculated using a Hypergeometric test. (E and F) Venn diagram depicting the percentage of RNAs that were more edited in Schneider’s and more edited upon arsenite (group 2, E), RNAs that were only edited upon arsenite (group 3, F) and that overlap with the established FMR1 clients (Xu et al., 2018).

Mapping the reads (read depth of 1∗10^7^ reads) to the *Drosophila* genome (Figure 2A) revealed that over all conditions 7,357 RNAs were detected with an expression level higher than one transcript per million. Lower expression was deemed too low and those were removed. Pairwise correlation analysis of the expression level of the (total and edited) transcriptome between samples and within triplicates revealed proper clustering (Figures S3A and S3B), indicating a high reproducibility between libraries.

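The correlation of the average editing frequency was computed across the 2604 genes with at least 20 reads at their variant positions in each S2 sample. These coefficients run across genes, which are not independent replicates. Pairs of Schneider's replicates had a Pearson coefficient between 0.709 and 0.737, and pairs of arsenite replicates between 0.652 and 0.667. The 9 pairs of a Schneider's and an arsenite replicate lay lower, between 0.518 and 0.575. The uninduced sample reached 0.326 to 0.341 with the Schneider's replicates and 0.197 to 0.232 with the arsenite replicates. Over all 4589 tested RNAs, whatever their reads, the pairs within Schneider's fell to between 0.466 and 0.500 and those within arsenite to between 0.361 and 0.404, against 0.311 to 0.364 between the 2 conditions. The uninduced sample there reached 0.377 to 0.410 with the Schneider's replicates, as high as pairs of arsenite replicates, so its place in the order depends on the genes used.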

We noticed FMR1-ADARcd edits at select sites rather than uniformly across a given transcript. 

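The A-to-G positions were few within each gene. The median was 4 positions per gene, 1270 genes had 1 position and the highest number was 103. The base on the 5′ side of the edited adenosine was thymidine at 36.2% of positions and guanosine at 4.93%, and the base on the 3′ side was guanosine at 50.0%.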

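Reads were pooled over the replicates of each condition at the 15178 positions with at least 10 reads in each of the 3 S2 conditions. An edited read was seen at 5.63% of these positions in the uninduced sample, at 79.2% in Schneider's and at 97.1% in arsenite. Of the positions edited in Schneider's, 98.2% were also edited in arsenite, and of those edited in arsenite, 80.1% were edited in Schneider's. The positions were called from these same libraries together, and the arsenite samples held the most edited reads. The 97.1% and 98.2% therefore follow in part from how positions were chosen. The uninduced share rests on 1 library against 3 pooled in the other conditions. The edited share of reads at a position correlated between Schneider's and arsenite with a Pearson coefficient of 0.761 across positions, which are not independent replicates.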

When comparing the conditions (uninduced, Schneider’s, and arsenite), the same adenosine appear to be edited. For example, along the 500-nt region in the *pzg* transcript, only five of the 147 adenosines exhibit an increase in mutation frequency between the conditions (vertical lines, Figure S4A). This non-randomness was observed for many of the edited transcripts and was confirmed by a genome wide examination of editing across conditions. This reveals that specific adenosines are moderately but specifically edited (Figure S4B).

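The gene pzg (FBgn0259785) lies on the forward strand of chromosome 3L of BDGP6 from 21286099 to 21290310. It held 31 A-to-G positions along its transcript of 4093 nt. Between nucleotides 2100 and 2600 of the transcript there were 6 of them, all in the coding sequence, at transcript positions 2217, 2316, 2419, 2474, 2519 and 2544. On the chromosome these are 21288375, 21288474, 21288577, 21288632, 21288677 and 21288702. None of the 6 had an edited read in the uninduced sample. In the pooled Schneider's and the pooled arsenite reads, the edited share was 2.86% and 24.2% at position 2217, 3.61% and 40.3% at position 2316, 9.72% and 40.0% at position 2474, 44.6% and 56.8% at position 2519, and 2.63% and 34.7% at position 2544. Position 2419 had no edited read in Schneider's and 11.1% in arsenite. Over the whole gene the average editing frequency was 7.77% ± 0.366 (SD, n = 3) in Schneider's and 25.4% ± 1.62 (SD, n = 3) in arsenite (limma, adjusted p = 0.018).

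**Figure D1:**
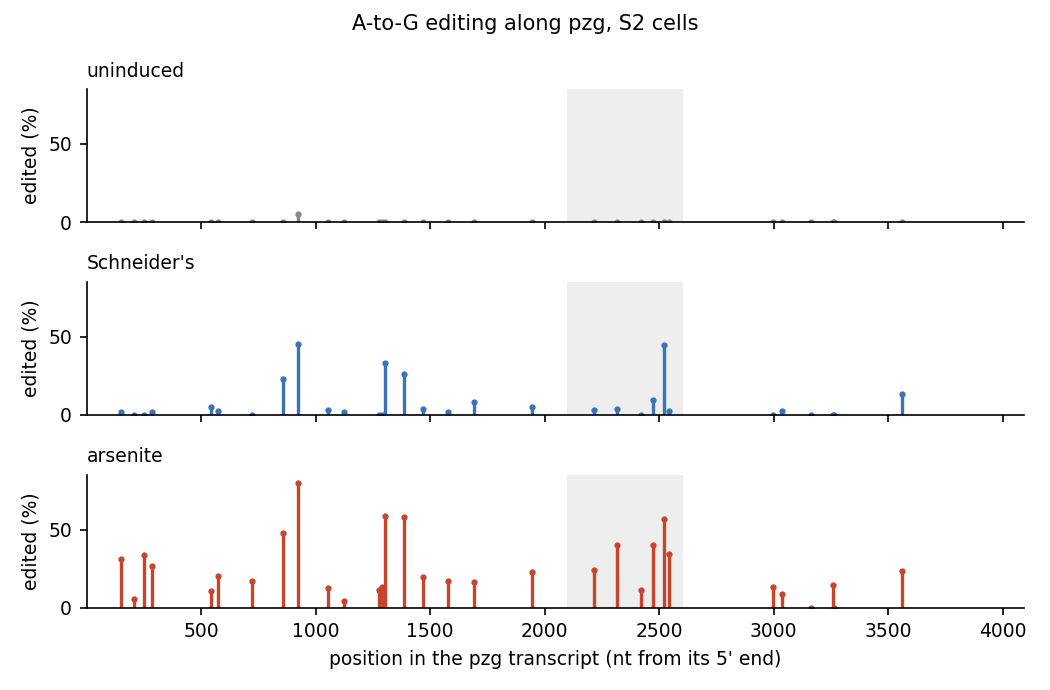
Edited share of reads (vertical axis, percent) at each of the 31 A-to-G positions against its position in the pzg transcript (horizontal axis, nucleotides from the 5′ end), with the reads of the S2 replicates of each condition pooled and the region from 2100 to 2600 shaded. The lines stand at the same positions in the 3 panels and reach 80.0% at position 924 in arsenite. They are higher in arsenite than in Schneider's except at positions 3163 and 3264, where neither had an edited read.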

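At the same 15178 S2 positions, the median edited share of reads was 4.55% in Schneider's and 14.3% in arsenite. A share between 10% and 90% was found at 30.0% of the positions in Schneider's and at 64.1% in arsenite, and a share above 90% at 0.178% in each. In 86.3% of the positions the share was higher in arsenite. By the Ensembl 115 annotation, 88.1% of the 32874 positions lay in coding exons, 5.94% in 3′ UTRs, 4.18% in 5′ UTRs and 0.672% in non-coding exons.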

Consequently, in order to determine the identity of the specific edited RNAs as well as the level of their editing, we used a variant caller (GATK [McKenna et al., 2010]). 

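The variant table of the bulk libraries was tallied by the base change in the orientation of the transcript. It covered the 14 bulk samples of S2 cells and brains together, and so has no replicates. Of 75586 single-base positions that passed the quality and frequency limits, 43.5% were A-to-G (95% Clopper-Pearson interval 43.1 to 43.8). A-to-C made up 32.8%, T-to-G 11.0%, C-to-A 5.99% and G-to-T 2.58%, and each of the others at most 1.05%. The choice that moved the share most was the call quality. Without a limit on it, A-to-G made up 21.9% of the positions, and with a limit of 1000 it made up 64.1%. In the S2 samples the share of reads with the changed base at A-to-G positions was 0.562% in the uninduced sample, 9.65% ± 0.0795 (SD, n = 3) in Schneider's and 18.3% ± 0.152 (SD, n = 3) in arsenite. At A-to-C positions it was 8.87%, 8.81% ± 0.0424 and 8.68% ± 0.122, and so did not rise with the fusion.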

For each of these specific edited positions, we extracted the total number of mutated bases in each sample in triplicate, and used these to calculate the editing frequency (e.g., 17 of the 53 bases at position 1 are “G,” giving a mutation frequency of 0.32 for arsenite) (Figure S4C). The editing frequency was calculated for each specific position across all conditions. All identified variant positions and their corresponding editing frequencies for a gene were then averaged (“average editing frequency”) to compare the average editing frequency between conditions (Figure S4C). Note that the calculation of the editing frequency could be done using alternative strategies (please see more in the limitations of the study and STAR Methods).

Using this workflow (Figure S4C), we first determined the level of endogenous editing by comparing the uninduced samples with those maintained in basal condition (Schneider’s). The Euclidean distance between samples was then calculated and visualized. 

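Of the 5003 genes in the deposited table, 4591 had an edited read in at least 1 of the 7 S2 samples and 412 had none. In the uninduced sample 956 genes had an edited read, with a mean average editing frequency of 5.97% among these genes. The uninduced sample was a single library, so its values have no replicate check.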

In total, we found 2,844 non-edited RNAs and 4,513 FMR1-ADARcd edited RNAs, including 905 RNAs endogenously edited at a low level (Figures 2B, Table S1, Figures S4A and S4B).

When comparing samples in Schneider’s with those treated with arsenite, we found that, as predicted, the editing extent was higher in arsenite stress than in Schneider’s (Figures 2B, S4A, and S4B). In addition, some genes appear only edited in arsenite and not in Schneider’s (Figure 2B). 

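Over the 4589 tested RNAs, the mean of the average editing frequency was 1.24% in the uninduced sample, 11.6% ± 0.255 (SD, n = 3) in Schneider's and 23.3% ± 0.151 (SD, n = 3) in arsenite. The difference of 11.7 percentage points was many times the spread between replicates and amounted to 2.01-fold. All 3 arsenite samples lay above all 3 Schneider's samples (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The alternative that moved the difference most was to divide the edited reads by all reads over all positions in place of averaging over positions and genes, which gave 8.68 percentage points.

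**Figure D2:**
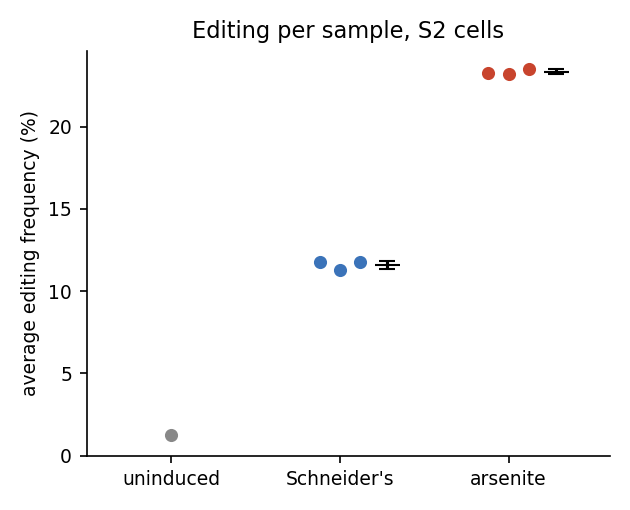
Mean of the average editing frequency over the 4589 tested RNAs (vertical axis, percent) in each S2 sample by condition, with black bars for the mean and SD of the 3 replicates. The Schneider's samples lie between 11.3% and 11.7%, the arsenite samples between 23.2% and 23.5%, and the uninduced sample at 1.24%.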

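In S2 cells 523 RNAs had an edited read in at least 1 arsenite replicate and in none of the Schneider's replicates, and in 186 of these all 3 arsenite replicates had one. Of the 523, 92 passed the test for a higher frequency in arsenite.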

To identify the RNAs only or more edited upon arsenite stress, we set that the average editing frequency of RNAs from the “arsenite” triplicates should be significantly higher than the average editing frequency in Schneider’s (basal condition) (p < 0.01) using the Empirical Bayes test. 

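In S2 cells 3506 of the 4589 tested RNAs were not called more edited in arsenite. Rack1 (FBgn0020618, chromosome 2L of BDGP6 from 7825347 to 7827315) had an average editing frequency of 8.46% ± 1.28 (SD, n = 3) in Schneider's and 5.98% ± 0.792 (SD, n = 3) in arsenite over 6 positions. The fall did not pass the threshold (limma, adjusted p = 0.34), although each arsenite replicate lay below each Schneider's replicate (exact permutation test, p = 0.1, the smallest possible). These values rest on 1065 reads in Schneider's and 1088 in arsenite. When the frequencies of each sample were divided by the mean of that sample, a scaling chosen after the data were examined, Rack1 was called lower in arsenite by limma. That scaling lowers any RNA that did not rise, so this call follows in part from its construction. The gene kermit (FBgn0010504, chromosome 2R from 8146918 to 8156654) had a single position with 20 reads in Schneider's and 18 in arsenite, of which 2 and 5 were edited. Its frequency was 10.4% ± 10.0 (SD, n = 3) in Schneider's and 30.6% ± 17.3 (SD, n = 3) in arsenite (limma, adjusted p = 0.18), a difference that was not detectable at this depth. The share of tested RNAs that were called grew with the reads behind them, from 9.49% of the 1148 RNAs with the fewest reads to 40.1% of the 1147 RNAs with the most.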

Using this definition, 2,657 RNAs (group 1), such as *Rack1* and *kermit*, were found not to be differentially edited (Figures 2C and Table S1).

Conversely, 1,856 RNAs were found to be more edited upon arsenite when compared with Schneider’s (Figures 2B and 2C and Table S1, see also alternative strategy in STAR Methods). These were divided into two groups. 

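By limma, 1083 of the 4589 RNAs tested in S2 cells had a higher average editing frequency in arsenite under the threshold of 0.01, and 4 had a lower one. With Benjamini-Hochberg adjustment at 0.05, 1250 were higher and 5 lower. The count moved most with the scaling by the mean of each sample, chosen after the data were examined. That scaling sets the mean change of all RNAs to 0, so the near balance of the 165 higher and 148 lower RNAs it left (52.7% higher in place of 99.6%) follows from its construction and does not say how many RNAs rose. With any single Schneider's replicate left out the count was between 520 and 546. In a simulation with 200 raised RNAs among 4098, the test recovered 55.0% of the raised RNAs, and 86.1% of the 79 with at least 50 reads in each sample, and it passed 1.10% of the unchanged RNAs. Among called RNAs with at least 3 positions the largest rises were in fzr, CG13933 and Pex6. The gene fzr (FBgn0262699, chromosome X from 4667290 to 4679537) rose to 83.9% ± 9.48 (SD, n = 3) from 0 of 22 reads, which allows a share of up to 13.6% (limma, adjusted p = 0.015). CG13933 (FBgn0035270, chromosome 3L from 1771809 to 1775147) rose from 20.9% ± 7.92 to 69.4% ± 22.3 (adjusted p = 0.039), and Pex6 (FBgn0033564, chromosome 2R from 10879974 to 10883202) from 2.78% ± 4.81 to 48.3% ± 2.89 (adjusted p = 0.016). All 3 of these RNAs had at most 53 reads in either condition, and CG13933 did not pass the threshold with any single Schneider's replicate left out. In the authors' deposited table fzr and CG13933 are under the threshold of 0.01, while Pex6 is not. The paper defines RNAs as more edited by a comparison of the same triplicates with the empirical Bayes test of the ebbr package, which is not the test used here, reasons that editing by the fusion rises where an RNA meets FMR1 in stress granules, and from it predicts that these RNAs are enriched there.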

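Of the 1083 called S2 RNAs, 991 (91.5%) had an edited read in Schneider's, with a mean average editing frequency of 8.95% in Schneider's and 26.3% in arsenite. The gene row (FBgn0033998, chromosome 2R of BDGP6 from 15206527 to 15213634) was edited at 9.36% ± 1.80 (SD, n = 3) in Schneider's and 28.2% ± 2.74 (SD, n = 3) in arsenite over 18 positions (limma, adjusted p = 0.018). Cyt-c-p (FBgn0284248, chromosome 2L from 16719932 to 16722644) went from 1.42% ± 0.494 to 11.4% ± 2.10 (adjusted p = 0.028). The gene cbt (FBgn0043364, chromosome 2L from 476446 to 479688) went from 2.93% ± 2.10 to 20.7% ± 2.68 (adjusted p = 0.019), and Khc (FBgn0001308, chromosome 2R from 16266960 to 16271971) from 2.23% ± 2.42 to 15.7% ± 1.98 (adjusted p = 0.023). The gene red (FBgn0285913, chromosome 3R from 14289071 to 14302276) went from 3.71% ± 3.71 to 15.9% ± 4.01 over 4 positions with 135 and 144 reads. It did not pass the threshold of 0.01 on the unadjusted p (limma, adjusted p = 0.046), so it was not among the calls here. With any single Schneider's replicate left out, Cyt-c-p did not pass the threshold. In all 5 genes each arsenite replicate lay above each Schneider's replicate. The lowest depth among the other 4 was 441 reads, for Khc in arsenite.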

Group 2 contains 1,362 RNAs (73%), such as *row*, *Cyt-c-p*, *red*, *cbt*, and *Khc*, that were also edited at low level in basal conditions. Conversely, group 3 (496 RNAs, 27%), which includes *geminin* and *Prosβ4*, were only edited under arsenite stress. 

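In S2 cells 92 called RNAs (8.49%) had no edited read in any Schneider's replicate. These RNAs had few reads there, with a median of 26 over the 3 Schneider's replicates against 299 for the called RNAs that were edited in Schneider's. Among the 993 called RNAs with at least 30 reads in Schneider's, a limit chosen after the data were examined, 42 (4.23%) had no edited read. Counting a mean frequency under 1% in Schneider's as not edited gave 109 RNAs (10.1%). The gene geminin (FBgn0033081, chromosome 2R of BDGP6 from 6655463 to 6656594) had 1 position, with 3 edited of 146 reads in Schneider's and 22 of 129 in arsenite, and its frequency went from 1.85% ± 3.21 (SD, n = 3) to 17.1% ± 2.41 (SD, n = 3) (limma, adjusted p = 0.023). It was called, and counted with the RNAs also edited in Schneider's. Prosbeta4 (FBgn0032596, chromosome 2L from 16731180 to 16732133) had 0 edited of 149 reads in Schneider's, which allows a share of up to 2.01%, and 9 of 151 reads in arsenite, a frequency of 6.46% ± 0.819 (SD, n = 3). Its unadjusted p was above the threshold of 0.01 (limma, adjusted p = 0.048).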

According to our predictions, groups 2 and 3 RNAs are predicted to be enriched in stress granules (see below).

We then compared the RNAs we found edited in Schneider’s with the list of FMR1 clients established by the Rosbash group (Xu et al., 2018), using a geometric test. The overlap was 86%, showing the reliability of our method in detecting FMR1-ADARcd editing (Figure 2D).

We then assessed whether the RNAs of groups 2 and 3 are FMR1 clients. As above, we compared these RNAs with the list of FMR1 clients established by the Rosbash group (Xu et al., 2018). Group 2 RNAs (edited in Schneider’s but more edited in arsenite) present a 39% overlap (429 RNAs) with these clients (Figure 2E, Table S2). Group 3 RNAs (only edited only upon arsenite) overlap with the list of the FMR1 clients by 3% (30 RNAs) (Figure 2F and Table S2). Altogether, only 25% (459 of the 1,856 RNAs) are FMR1 clients.

Taken together, these results show that we have potentially identified 1,856 RNAs that recruited to stress granules upon arsenite stress. Furthermore, the stress granule RNAs we retrieved do not appear to be simply FMR1 clients that are passively bound to FMR1-ADARcd upon its recruitment to the stress granules.

### Validation of identified stress granule transcriptome by smFISH

To validate our prediction, i.e., to show that group 2 and 3 RNAs are indeed localized and enriched to arsenite-induced stress granules, we used single-molecule fluorescence *in situ* hybridization (smFISH). Group 1 RNAs (such as *Kermit* and *Rack1)* are non-differentially edited upon arsenite, and are therefore predicted not to be enriched in stress granules. Indeed, only 2% of *Rack1* RNA and 29% of *kermit* RNA overlap with stress granules (Figures 3A and 3D). Interestingly, *Rack1* is a clear FMR1 client (Xu et al., 2018). Yet, *Rack1* is not recruited in stress granules upon coalescence of its RBP.

**Figure 3:**
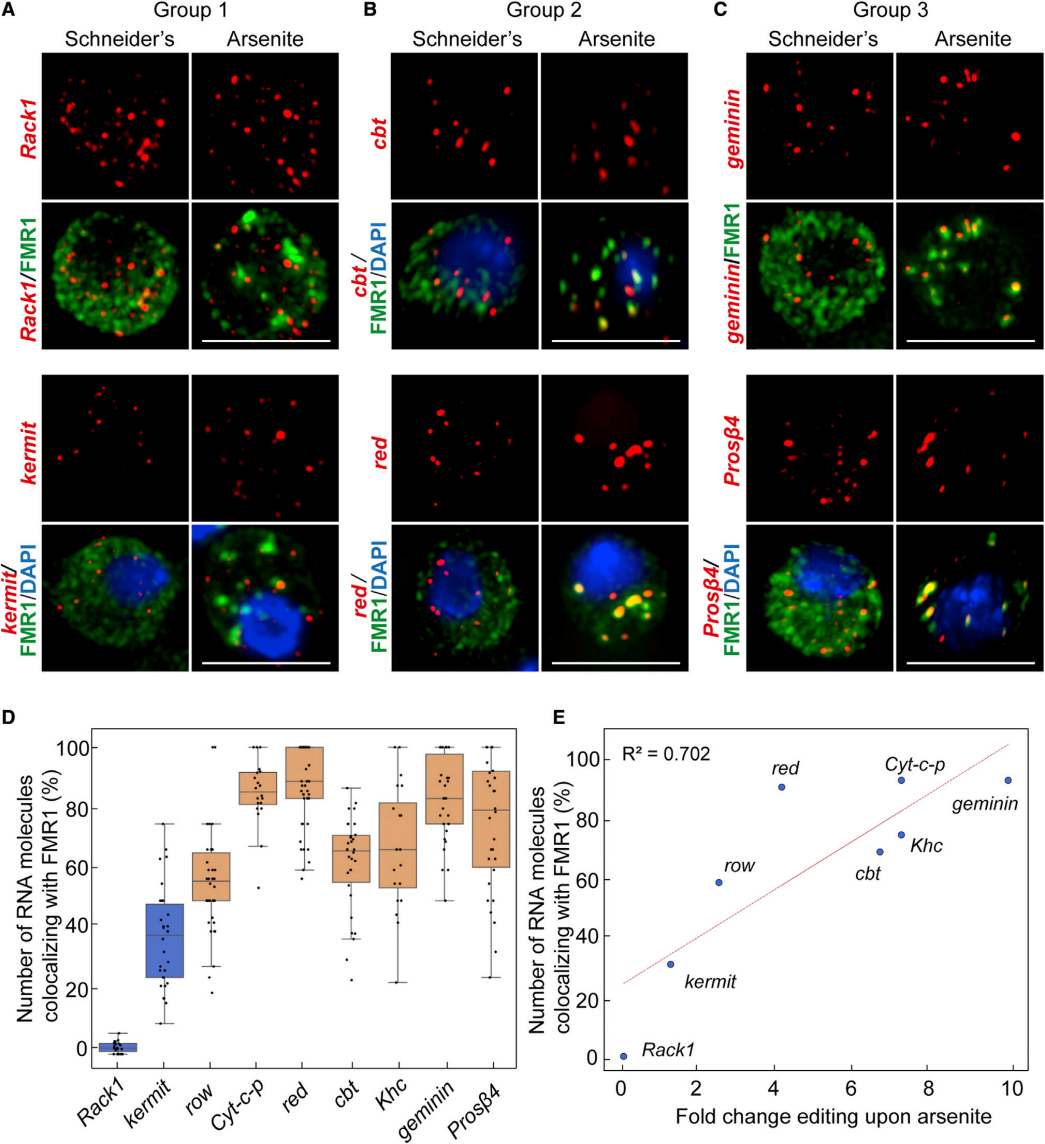
Potential stress granule RNAs identified by RNA editing are validated by single-molecule FISH (A) Visualization by smFISH of *Rack1* and *kermit* mRNAs (group 1). (B) Visualization by smFISH of *cbt* and *red* mRNAs (group 2). (C) Visualization by smFISH of *geminin* and *Prosβ4* mRNAs (group 3). (D) Quantification of the number per cell of RNA molecules in stress granules (colocalization with FMR1). (E) Scatterplot displaying the number of RNA molecules in stress granules (FMR1 positive) versus the fold change editing upon arsenite compared to Schneider’s. Scale bar: 10 μm (A, B, C).

Conversely, smFISH analysis revealed that RNAs of group 2 (such as *row*, *Cyt-c-p*, *red*, *cbt*, and *Khc*) and of group 3 (*geminin* and *Prosβ4*) all strongly co-localize (from 54% to 83%) with endogenous FMR1 in stress granules (Figures 3B, 3C, and 3D), validating their enrichment in stress granules.

Furthermore, we established a significant relationship between the fold change in editing frequency of a given RNA (between arsenite and Schneider’s) and the fraction of these RNA molecules localized in stress granules (quantified by smFISH). 

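The fold change in editing was taken as the mean average editing frequency of the 3 arsenite replicates over that of the 3 Schneider's replicates. It was 8.04 for Cyt-c-p, 7.04 for Khc, 4.28 for red, 3.01 for row, 2.95 for kermit and 9.25 for geminin. For the last 2 genes, with 2 and 3 edited reads in Schneider's, the ratio of the pooled shares was 2.78 for kermit (95% exact conditional interval 0.455 to 29.2) and 8.30 for geminin (2.49 to 43.3), and these intervals cover counting error only. With arsenite replicate 3 in place of replicate 2, the fold of kermit fell to 1.88 and that of geminin rose to 9.73. For Prosbeta4 no fold was computed, because it had no edited read in Schneider's. The folds of Khc, Cyt-c-p and red rest on 13, 9 and 6 edited reads in Schneider's. The fractions of RNA molecules in stress granules were counted by microscopy and are not analysed here.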

We observed an increased fold in editing that positively correlates with the localization in stress granules (*R*^2^ = 0.702, Figure 3E). For example, *cbt* is edited 6.7-fold higher in arsenite when compared with Schneider’s, and 62% of *cbt* RNA molecules localize to stress granules. Conversely, the fold change in editing for *Rack1* is 0.7 and the fraction of *Rack1* RNAs in stress granules is 2%. This strong correlation indicates that the higher the fold change in editing the most likely RNAs localize in stress granules.

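For cbt the ratio of the means was 7.04 over 11 positions, with 14 edited of 665 reads in Schneider's and 160 of 836 in arsenite. With arsenite replicate 3 in place of replicate 2 the ratio was 6.74, and with all reads of the gene pooled it was 9.09.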

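For Rack1 the ratio of the means was 0.707, and with all reads pooled 0.711, from 84 edited reads in Schneider's and 61 in arsenite. With arsenite replicate 3 in place of replicate 2 the ratio for Rack1 was 0.749.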

Overall, the successful smFISH validation of these 9 RNAs (all chosen randomly, except *Rack1*) in stress granules suggests that the 1,856 RNAs that are differentially edited upon arsenite are potentially enriched in stress granules (see discussion).

### Arsenite-induced stress granules contain long mRNAs that encode ATP binding, transcription, cell cycle, and splicing factors

We then asked whether the 1,856 predicted stress granule RNAs have common and specific features. First, we found that ∼99.6% are mRNAs and ∼0.4% are non-coding RNAs (ncRNAs) (Figure 4A). 

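By the biotypes in the gene names that the authors deposited, 1079 of the 1083 called S2 RNAs (99.6%, 95% Clopper-Pearson interval 99.1 to 99.9) were protein-coding and 4 (0.369%) were ncRNAs. Among all 4589 tested RNAs the protein-coding share was 99.2%, so the called RNAs differed little in type from those that could have been called.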

The stress granule transcripts are 1.3-fold longer than the mRNAs predicted not to be in stress granules (Figure 4B), an increase that is not specific to the coding sequence (CDS), 5′ UTR, and 3′ UTR (Figures 4C–4E). 

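Lengths were taken from the longest protein-coding transcript of each gene in the Ensembl 115 annotation. The median transcript was 2747 nt for 1069 called S2 RNAs and 2653 nt for 3839 other RNAs of the table, a ratio of 1.04 (permutation test of the log10 length, two-sided, p = 0.93). By the same permutation test, the coding sequence had medians of 1818 and 1710 nt (p = 0.089), the 5′ UTR 232 and 229 nt (p = 0.95) and the 3′ UTR 390 and 430 nt (p = 0.027). Adjusted over the 4 measures by Benjamini-Hochberg, the last p was 0.11. Genes are not independent replicates. The direction depended on the RNAs compared. Called RNAs had a median of 7 positions and 513 reads and the others 3 positions and 137 reads. Against 1068 other RNAs matched on positions and reads, the ratio of medians was 0.950 (permutation test, p = 0.0010).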

Finally, a gene ontology (GO) analysis on the stress granule mRNAs showed a gene enrichment in ATP binding (kinases, chaperones, and cytoskeleton), transcription factor, RNA splicing, and cell cycle factors (Figure 4F).

**Figure 4:**
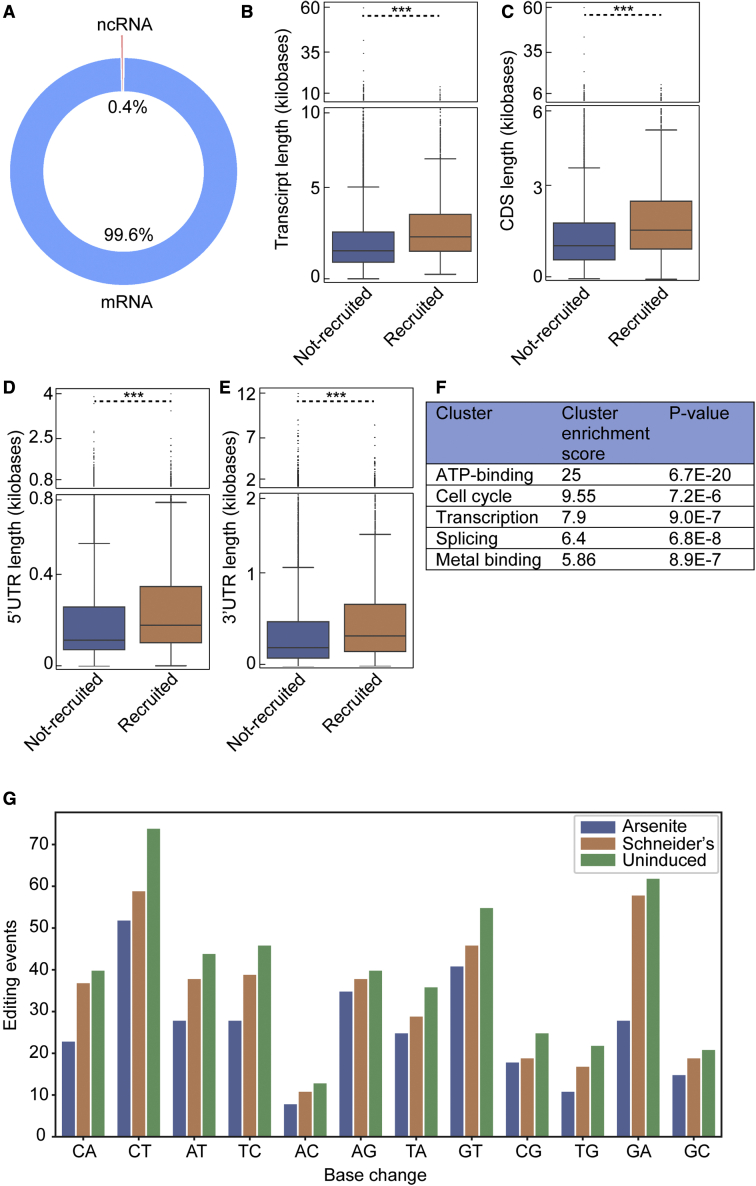
Features of the identified stress granule RNAs (A) Chart depicting the types of RNAs predicted to be in stress granules. (B–E) Boxplots displaying the length of transcripts (B), CDS (C), 5′UTRs (D), and 3′UTRs (E) of the mRNAs predicted to be in stress granules (recruited) and of the RNAs that were predicted not recruited. ∗∗∗p value < 0.001 (Mann-Whitney *U* test). (F) Gene enrichment analysis (using DAVID) of the RNAs predicted to be localized in stress granules upon arsenite. (G) Editing events per possible base change in intronic RNA sequences of bulk S2 cells.

Since VASA-seq is able to detect pre-mRNAs, we use the same variant caller approach as above on intronic RNA sequences. We found a low level of endogenous editing of these sequences. We also did not observe a significant increase in A-to-G editing between the uninduced and Schneider’s (Figure 4G), indicating that pre-mRNAs are not edited by FMR1-ADARcd-V5 in growing conditions. Moreover, A-to-G base changes were not dominantly present when compared with all other nucleotide base changes. Specific A-to-G editing also did not increase upon the arsenite condition. Therefore, we predict that pre-mRNAs are likely not present in stress granules in agreement with (Khong et al., 2017).

Together, these features suggest that stress granules may harbor and protect long mRNAs that encode proteins necessary for the cells to thrive once the stress is relieved.

### Identification of stress granule RNAs in single cells

There are clear indications that the RNA content of stress granules might be heterogeneous within a cell population (Khong et al., 2017). Our own smFISH data revealed that, overall, each cell does not have the same stress granule RNA enrichment as its neighbor (Figure S5A). The existing published techniques investigating the RNA content of stress granules require a substantial amount of material (see introduction), which makes single-cell analysis difficult. Given that our adapted hyperTRIBE technique does not require purification and pulldown, we tested the ability of this method (when combined with VASA-seq) (Hollfelder et al., 2022) to identify stress granule RNAs in single cells.

The editing efficiency in bulk S2 cells was high enough to attempt detecting RNA editing in single cells. The same procedures as above resulted an average read depth of 70,000 reads per cell. 

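Single S2 cells were sorted into 384-well plates after the same induction, and RNA from each well was sequenced with a barcode per well. On each of 2 plates, 96 wells held cells kept in Schneider's and 96 held cells treated with arsenite. The 384 wells of the other populations in the labels were not used here. The authors deposited the average editing frequency of 5705 genes per cell, as a fraction from 0 to 1, and a variant table with the reads of each well. The cells were 92 and 91 in Schneider's and 84 and 88 in arsenite on plates 1 and 2. The remaining 29 wells had a median of 2198 reads at A-to-G positions, and between 172 and 5022. The variant table held 93005 A-to-G positions in 6370 genes. At these positions the median depth per cell was 23088.5 and 21081 reads in Schneider's and 27129 and 22992 in arsenite, on plates 1 and 2, and a cell had between 4014 and 122099 reads. The depth that the paper states counts all reads of a cell. In the deposited table a gene without a read in a cell and a gene without an edited read are both listed at 0. Cells are not replicates, so edited and total reads were summed over the cells of each plate and condition, and the 4 sums were compared with limma as 2 plates against 2. RNAs with an edited read in at least 1 of the 4 sums were tested, 5979 in all.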

After applying the variant caller, we observed a significant enrichment in A-to-G editing compared with all other possible nucleotide base changes (Figure 5A), indicating that hyperTRIBE can be used to detect RNA editing in single cells (pseudobulk of combined 360 analyzed single cells). 

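In the single-cell variant table 104630 single-base positions passed the same limits on quality and frequency, and 88.9% of them were A-to-G (95% Clopper-Pearson interval 88.7 to 89.1). The next changes were T-to-C with 2.21%, C-to-T with 1.87% and G-to-T with 1.52%, and A-to-C made up 0.622%. With no limit on the call quality the A-to-G share was 65.9%, the alternative that moved it most.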

As in bulk (see above), we determined the mean editing frequency per gene per cell. Interestingly, as in bulk (Figures 2B, S4A, and S4B), the editing activity upon arsenite treatment was found significantly higher when compared with Schneider’s (Figure 5B). Yet, not all single cells display high levels of editing. 

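The mean over genes of the deposited average editing frequency was computed for each cell. In Schneider's it was 2.55% ± 2.35 (SD between 92 cells) on plate 1 and 2.44% ± 2.30 (SD between 91 cells) on plate 2. In arsenite it was 6.36% ± 6.34 (SD between 84 cells) and 6.26% ± 5.70 (SD between 88 cells). The difference was 3.81 percentage points on plate 1 and 3.82 on plate 2, so the plates differed by far less than the conditions. No p is given across cells, which are not replicates. The alternative that moved the difference most was to divide the edited reads by all reads of the cells together, which gave 7.05 percentage points as the mean of the plates.

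**Figure D3:**
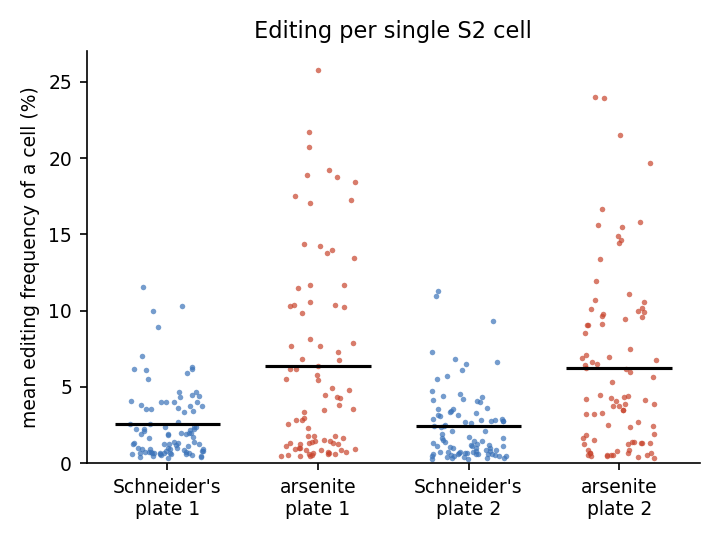
Mean editing frequency over genes (vertical axis, percent) of each single S2 cell, by plate and condition, with a black line at the mean of the cells. The means are 2.55% and 2.44% in Schneider's and 6.36% and 6.26% in arsenite, and cells near 0 are present in all 4 groups.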

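Cells with a mean editing frequency under 1% made up 34.8% and 35.2% of the cells in Schneider's on plates 1 and 2, and 20.2% and 18.2% of the cells in arsenite. The 10th percentile was at most 0.680% in the 4 groups, and the 90th percentiles were 5.85% and 5.54% in Schneider's and 17.2% and 14.7% in arsenite. A gene without a read counts as 0 in the mean editing frequency, so cells with few reads fall under 1% more easily. By the edited share of all reads of a cell, the 10th percentiles were 0.760% and 0.724% in Schneider's on plates 1 and 2, and 0.984% on both in arsenite.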

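Reads at the variant positions of Adar were counted in each cell, which come from the fusion and from the endogenous gene together. In Schneider's their median was 30 in the 32 cells of plate 1 with a mean editing frequency under 1% and 48 in its other cells. On plate 2 it was 27 in 32 such cells and 41 in the others. In arsenite the medians were 28 in 17 cells against 133 on plate 1, and 31.5 in 16 cells against 102.5 on plate 2. Cells with little editing thus had a lower median of Adar reads in each of the 4 groups. These numbers describe cells of 2 plates and carry no test. The Adar reads were not scaled to the depth of a cell, so depth may give a part of the difference.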

Some did not show editing, correlating with a very low expression of FMR1-ADARcd (Figure 5C).

**Figure 5:**
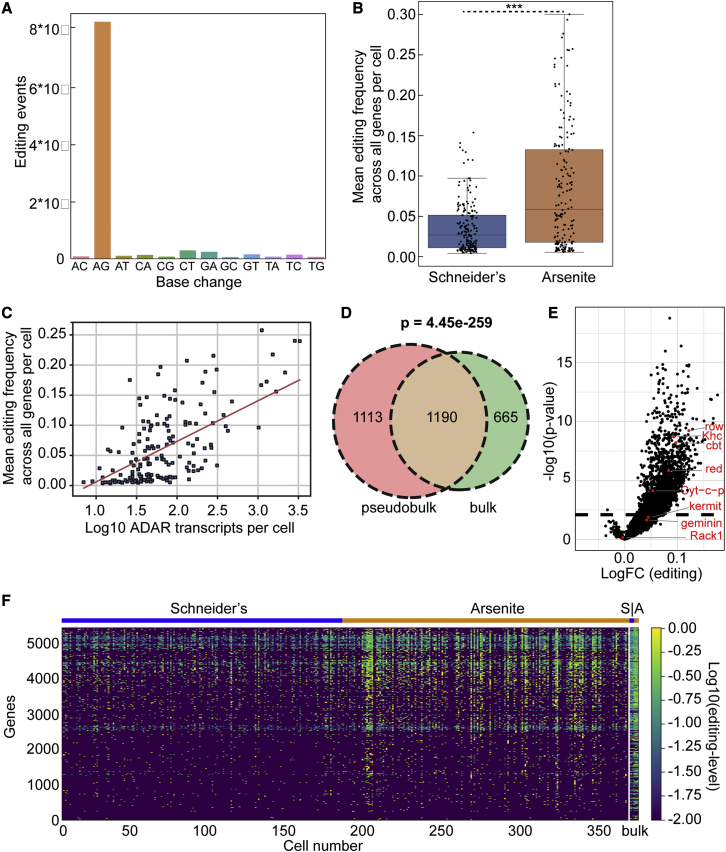
Identification of stress granule RNAs in single cells (A) Countplot displaying the number of editing events per possible base change in single cells. (B) Boxplot of the mean editing frequency of all genes per single cell for each condition. Each black dot represents a single cell. ∗∗∗p value < 0.001. (C) Scatterplot displaying the mean editing frequency (A-to-G) over all genes per single cell versus the number of ADAR transcripts per cell. (D) Venn diagram depicting the overlap of RNAs significantly (p < 0.01) more edited upon arsenite in bulk and in pseudobulk (pooled single cells). (E) Volcano plot depicting the log-fold change in editing and the significancy (p < 0.01, dashed line) for all detected RNAs in pseudobulk. (F) Heatmap of the editing level per gene per single cell (360 cells in total). The last column is from bulk sequencing (S = Schneider’s, A = arsenite).

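With reads summed over the cells of each plate and condition, limma called 697 of 5979 RNAs more edited in arsenite under the threshold of 0.01 and 7 less edited. After Benjamini-Hochberg adjustment at 0.05, 2 were higher and 2 lower. With 2 sums against 2, single plates decided the count. It was 1279 or 1513 without an arsenite sum and 22 or 21 without a Schneider's sum, and in the latter fits 50 or 58 RNAs were lower. Each plate held both conditions, and with the plate as a block 102 were higher and 4 lower. With the mean of the cells' frequencies in place of pooled reads, 1746 were higher and 0 lower. Of the 4377 RNAs tested in both bulk and single cells, 1071 were called in bulk S2 cells, 570 in the pooled cells and 223 in both, which is 20.8% of the bulk calls. Chance gives 139, so the overlap was 1.60-fold higher (hypergeometric, one-sided Fisher's exact test, p = 4.8e-17). With adjusted p no RNA was called in both, and with the mean of the cells' frequencies, a setting chosen after the data were examined for this overlap, 57.5% were, where chance gives 415 of 1070, so the overlap was 1.48-fold higher. Of the 1071 bulk calls, 1002 (93.6%) had a higher frequency in arsenite on both plates, against 69.2% of 4908 other RNAs. In bulk S2 cells the share of RNAs called grew with their reads. Among RNAs not called there, the share higher in arsenite also grew, from 78.3% at the fewest reads to 95.5% at the most. Neither these overlaps nor this contrast was set against RNAs with similar reads, so depth may give a part of both.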

In the pseudobulk, we identified 2,303 RNAs that were more edited upon arsenite, which show a significant overlap (64%) with the 1,856 RNAs found by bulk sequencing (Figure 5D). 

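In the pooled single cells, row was edited at 6.99% and 4.89% in Schneider's and at 21.2% and 20.5% in arsenite on plates 1 and 2, and Khc at 2.24% and 1.70% against 12.0% and 11.9%, and both passed the threshold of 0.01 by limma. These 2 were called, of the 7 RNAs that the paper names for groups 2 and 3 in bulk cells. The other 5 were higher in arsenite on both plates but did not reach the threshold. Adjusted for all RNAs tested by Benjamini-Hochberg, p lay between 0.084 and 0.13 for the 7. With the mean of the cells' frequencies, row, Khc, cbt, red, Cyt-c-p and geminin passed the threshold and Prosbeta4 did not. Rack1 was edited at 3.12% and 2.92% in Schneider's and at 3.01% and 2.59% in arsenite (limma, adjusted p = 0.91), and kermit at 5.68% and 0% against 17.6% and 10.8% (adjusted p = 0.13), with 88 to 142 reads per plate and condition.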

Notably, we found that most of the RNAs validated with smFISH to be enriched in stress granules were also significantly edited in pseudobulk, showing the reliability of the single-cell analysis (Figure 5E).

By comparing the editing frequency per gene in all cells, we observed the largest variation between conditions (Schneider’s and arsenite), not within a given condition. 

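For each gene above 0 in at least 10 cells of a plate, the variance of the deposited frequency across cells was split into a part between the conditions and a part within them. On plate 1, over 3047 genes, the part between the conditions had a median of 2.87% and a highest value of 18.7%. On plate 2, over 3000 genes, the median was 2.90% and the highest value 21.4%. No gene had more than 50% of its variance between the conditions. These shares include the counting error of single cells.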

There, only a small degree of variation in the editing level between the cells is observed, suggesting a low level of heterogeneity (Figure 5F). 

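Over the mean of all genes per cell, 14.2% of the variance lay between the conditions on plate 1 and 16.5% on plate 2, and the rest lay between cells of 1 condition. On plate 1, 40.5% of the arsenite cells were above the ninetieth percentile of the Schneider's cells and 39.3% were below their median, and on plate 2, 45.5% and 28.4%. With the edited share of all reads of a cell, the SD between cells was 4.63 and 4.95 percentage points in Schneider's and 10.8 and 9.96 in arsenite. From the variation it saw between cells of a condition, the paper proposes a low level of heterogeneity.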

Taken together, using our adaptation of the hyperTRIBE method, stress granule RNAs can be reliably identified in single cells, as they are similar to the stress granule RNAs found in bulk S2 cells.

### Identification of stress granule RNAs in *Drosophila* neurons

We then tested whether this hyperTRIBE-based method could be used to establish the RNA content of stress granules in specific cell types in primary tissues, and we focused on neurons of the *Drosophila* third instar larval brain. We sought to specifically express the FMR1-ADARcd-V5 fusion in *Drosophila* neurons, while allowing for precise temporal control to limit basal editing in unstressed conditions. To achieve this, we used the geneswitch/Gal4 system (Osterwalder et al., 2001) in which a modified Gal4/UAS system (Phelps and Brand, 1998) can lead to increased protein expression upon addition of the drug RU486 (here for 14 h). To limit the expression to neurons, we selected the pan-neuronal *elav*-geneswitch-Gal4. Thus, FMR1-ADARcd-V5 was specifically expressed in *Drosophila* neurons by bathing third instar larvae in RU486 (Figure 6A).

**Figure 6:**
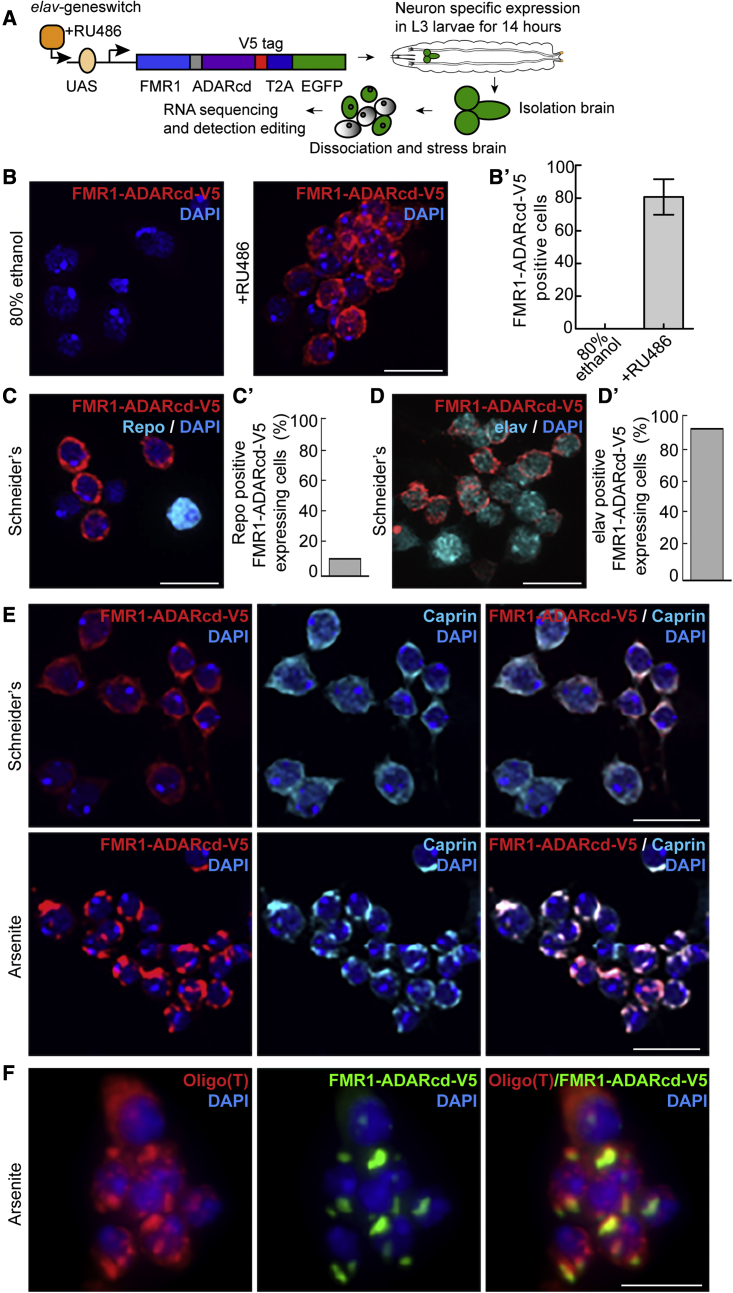
Stress granule formation in *Drosophila* neurons (A) Schematic overview of the workflow. *elav*-GeneSwitch-Gal4/FMR1-ADARcd-V5 expressing third instar larvae were exposed to RU486 by larval bathing to allow the expression of FMR1-ADARcd-V5 specifically in neurons. The dissociated brain cells were exposed to 0.5 mM arsenite for 4 h. Finally, the total RNA was isolated, sequenced, and the RNA editing analyzed. (B) Immunofluorescence visualization of FMR1-ADARcd-V5 (anti-V5, red) in dissociated *Drosophila* brain cells from mock (80% ethanol) and RU486 (3 mg/mL) bathed third instar larvae. Quantification in (B’). (C and D) Immunofluorescence visualization of FMR1-ADARcd-V5 (anti-V5, red), the glial cell marker Repo (cyan, C) and the neuronal marker Elav (cyan, D) in dissociated *Drosophila* brain cells. Quantification in (C’ and D’). (E) Immunofluorescence visualization of FMR1-ADARcd-V5 (anti-V5, red) in dissociated *Drosophila* brain cells upon incubation in Schneider’s and upon arsenite (0.5 mM for 4 h) leading to FMR1-ADARcd-V5 localization in stress granules together with Caprin (green). (F) Visualization of polyadenylated mRNAs (red) in arsenite-stressed (0.5 mM for 4 h) neurons by RNA FISH using an oligo(T) probe, in FMR1-ADARcd-V5 positive stress granules. Scale bar: 10 μm (B, C, D, E); 5 μm (F).

Dissection and dissociation of brains into isolated cells (neurons and glia) showed that 80% of them expressed FMR1-ADARcd-V5 (Figures 6B and 6B’), whereas there was no detectable expression in the absence of the drug. We confirmed that FMR1-ADARcd-V5 was solely expressed in neurons and not in glial cells. Indeed, FMR1-ADARcd-V5 was only expressed 9% in Repo positive (glial) cells (Figures 6C and 6C’), while 93% of the elav-positive cells did express FMR1-ADARcd-V5 (Figures 6D and 6D’). These data indicate that the *elav*-GeneSwitch-Gal4 driver allows the expression of FMR1-ADARcd-V5 specifically in neurons. Last, we tested whether dissociated neurons form FMR1-ADARcd-V5 positive stress granules upon arsenite treatment. Ninety-one percent of the dissociated neurons form stress granules (Caprin positive) very efficiently (i.e., they form at least one stress granule per cell) upon 4 h incubation with arsenite (Figure 6E). As expected, these stress granules contain polyadenylated RNAs as shown by RNA FISH using an oligo(dT) probe (Figure 6F). These results show that when stressed by arsenite, larva brain neurons form *bona fide* stress granules where FMR1-ADARcd-V5 is recruited, as in S2 cells.

### RNA editing through ADAR predicts the stress granule transcriptome of dissociated *Drosophila* neurons

We sequenced the total RNA isolated from biological triplicates of dissociated neurons from the uninduced, Schneider’s, and arsenite-stressed conditions. 

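The libraries analysed here were 3 replicates of dissociated brains kept in Schneider's, 3 treated with 0.5 mM arsenite for 4 h and 1 uninduced sample, each from 20 brains. Larvae of the first 2 groups had been bathed in 3 mg/mL RU486, the drug that switches on the fusion in neurons, 14 h before. The labels hold 1 uninduced brain sample, where the text speaks of triplicates of every condition. The deposited values were made as for the S2 cells, in the same variant calling run. The dissociated cells are neurons and glia, and the paper reports the fusion mainly in neurons, so reads from other cells enter the total reads of a gene. At the A-to-G positions the uninduced sample had 357339 reads. The 3 Schneider's replicates had 247153, 296544 and 367841 reads, and the 3 arsenite replicates 296209, 298324 and 340520. A position had a median of 5 to 8 reads in a sample. The test was fitted to the 6 induced brain samples alone and covered 4192 RNAs. In a simulation with 200 raised RNAs among 3539, it recovered 34.0% of them, and 48.8% of the 80 with at least 50 reads in each sample, and it passed 0.659% of the unchanged RNAs.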

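In the brain samples 4197 of the 5003 genes of the table had an edited read in at least 1 of the 7 samples and 806 had none, and 890 had one in the uninduced sample, with a mean of 7.46% among these. Over the 4192 tested RNAs the mean of the average editing frequency was 1.55% in the uninduced sample, 5.18% ± 0.678 (SD, n = 3) in Schneider's and 11.4% ± 2.11 (SD, n = 3) in arsenite. The difference was 6.22 percentage points, or 2.20-fold, with all 3 arsenite samples above all 3 Schneider's samples (exact permutation test, two-sided, p = 0.1, the smallest possible).

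**Figure D4:**
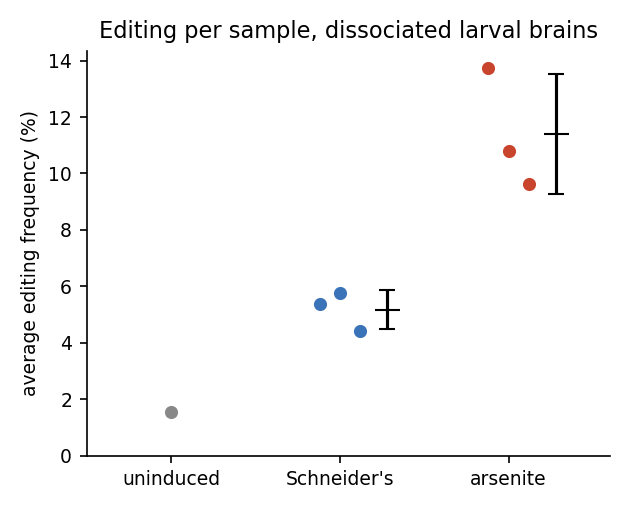
Mean of the average editing frequency over the 4192 tested RNAs (vertical axis, percent) in each brain sample by condition, with black bars for the mean and SD of the 3 replicates. The Schneider's samples lie between 4.43% and 5.75%, the arsenite samples between 9.63% and 13.7%, and the uninduced sample at 1.55%.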

Across all conditions, we detected the editing of 4,137 RNAs including 870 endogenous edited RNAs at very low levels (Figure 7A and Table S3). 

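In brains 3938 of the 4192 tested RNAs were not called more edited in arsenite. Rack1 was edited at 2.20% ± 0.617 (SD, n = 3) in Schneider's and 2.03% ± 0.882 (SD, n = 3) in arsenite, on 1226 and 1135 reads (limma, adjusted p = 0.95). The tubulin gene betaTub56D (FBgn0284243, chromosome 2R of BDGP6 from 19447319 to 19451600), was edited at 3.99% ± 0.940 and 3.78% ± 0.873 (adjusted p = 0.94), on 1271 and 1295 reads. Clc (FBgn0024814, chromosome 3L from 20241053 to 20243735) had no edited read among 58 in Schneider's and 50 in arsenite, and so was not tested.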

Of the 4,137 edited RNAs, 3,739 RNAs, such as *Rack1*, were not differentially edited (group 1) and are predicted not to be in stress granules (Figure 7B and Table S3). Conversely, 398 RNAs were significantly more edited upon arsenite stress (p < 0.01, Empirical Bayes test) and are predicted to be in stress granules (Figures 7B and Table S3).

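By limma, 254 of the 4192 RNAs tested in brains had a higher average editing frequency in arsenite under the threshold of 0.01 and 4 a lower one. After Benjamini-Hochberg adjustment at 0.05 only 1 remained higher and 0 lower, the alternative that moved the count most. The count was between 84 and 116 with a Schneider's replicate left out and between 263 and 392 with an arsenite replicate left out. Division of each sample by its mean, which by construction takes out the shared rise, left 83 higher and 57 lower (59.3% higher in place of 98.4%). The largest rises among called RNAs with at least 3 positions were in pad (FBgn0038418, chromosome 3R from 16342318 to 16345829), which went from 0 of 30 reads, which allows up to 10.0%, to 41.9% ± 17.0 (SD, n = 3; adjusted p = 0.13), in CG8060 (FBgn0034113, chromosome 2R from 16316313 to 16320732), from 22.2% ± 19.2 to 63.7% ± 5.13 (adjusted p = 0.15), and in Sec5 (FBgn0266670, chromosome 2L from 3457302 to 3460367), from 7.96% ± 7.17 to 41.7% ± 9.62 (adjusted p = 0.12). All 3 had at most 49 reads in either condition. They passed the threshold in 2, 3 and 4 of the 6 fits that left out 1 replicate. CG8060 was also edited at 33.3% in the uninduced sample, on 16 reads. For the RNAs it finds more edited in arsenite, the paper predicts that they are in the stress granules of neurons. In the authors' deposited table CG8060 is under the threshold of 0.01, while pad and Sec5 are not.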

**Figure 7:**
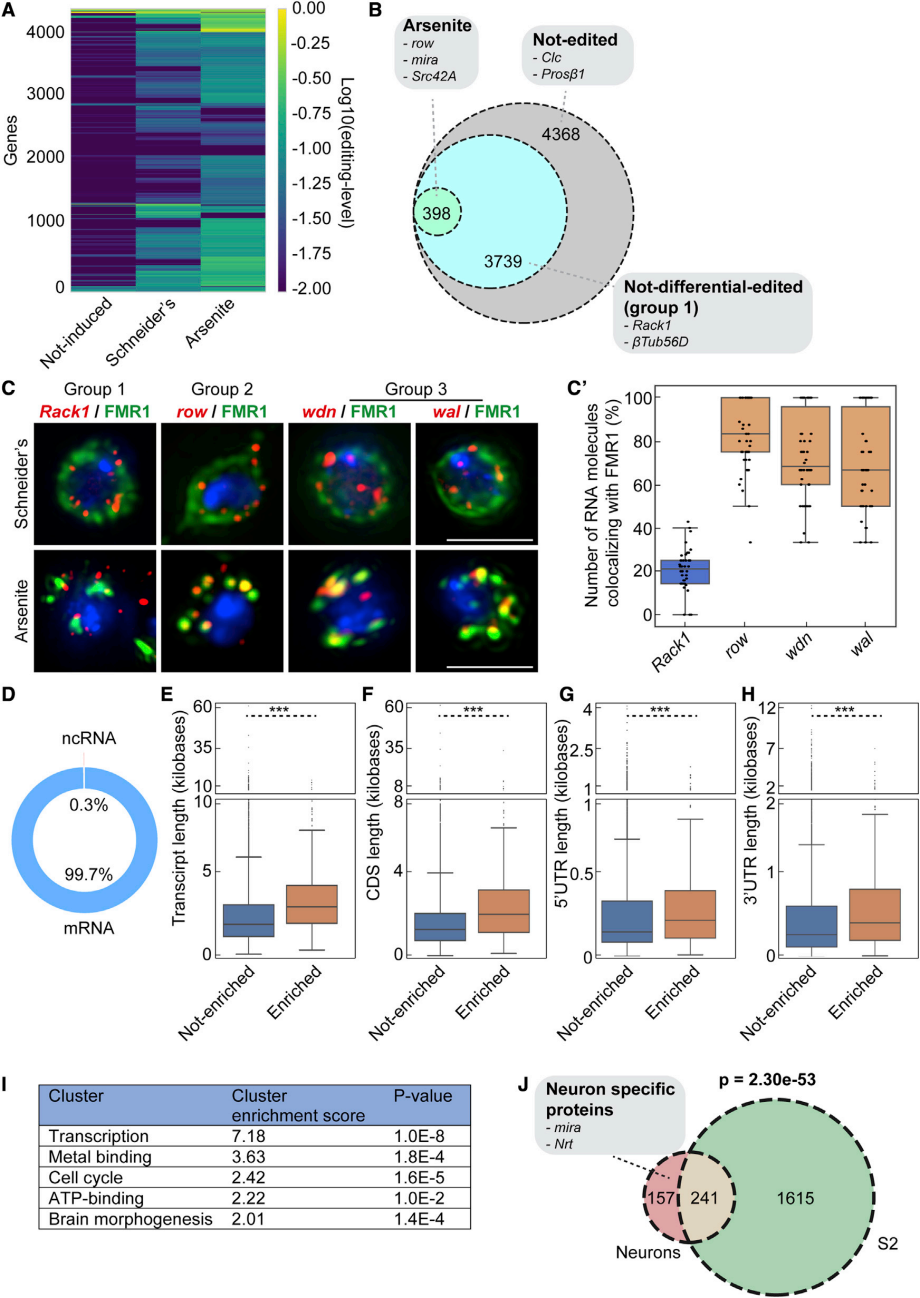
RNA editing through ADAR predicts the stress granule transcriptome of dissociated *Drosophila* neurons (A) Heatmap displaying the editing level per gene and per condition. (B) Venn diagram depicting the number of RNAs that were significantly (p < 0.01) more edited upon arsenite after applying the Empirical Bayes statistical test on the data set. (C) Visualization of *row*, *wdn*, *wal*, and *Rack1* mRNA (red) by smFISH in wild-type neurons. *Row*, *wdn*, and *wal* were all more significantly (p < 0.01) more edited upon arsenite compared with Schneider’s in neurons, while *Rack1* is not. Stress granules are marked with endogenous FMR1 (green). Quantification of the number of RNAs co-localizing with FMR1 (stress granules) in (C’). (D) Chart depicting the types of RNAs in stress granules. (E–H) Boxplots displaying the length of transcripts (E), CDS (F), 5′UTRs (G), and 3′UTRs (H) of the mRNAs predicted to be in stress granules (recruited) and of the mRNAs that were predicted not recruited in neurons. ∗∗∗p value < 0.001 (Mann-Whitney *U* test). (I) Gene enrichment analysis of the RNAs predicted to be localized in stress granules upon arsenite in neurons (cluster analysis using DAVID). (J) Venn diagram depicting the overlap of RNAs significantly (p < 0.01) more edited upon arsenite in S2 cells and in *Drosophila* neurons. Scale bar: 3 μm (C).

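In brains row was edited at 3.22% ± 0.888 (SD, n = 3) in Schneider's and 14.6% ± 2.39 (SD, n = 3) in arsenite (limma, adjusted p = 0.11). The gene wdn (FBgn0005642, chromosome 3R of BDGP6 from 28807983 to 28811337) went from 1.99% ± 0.853 to 16.0% ± 8.35 over 11 positions (adjusted p = 0.19), and did not pass the threshold. Without arsenite replicate 1, at 25.6% the highest, wdn passed it. The gene wal (FBgn0010516, chromosome 2R from 11688569 to 11690863) was edited at 8.91% ± 2.03 in arsenite (adjusted p = 0.13), but did not pass the threshold with any single Schneider's replicate left out. For all 3 genes each arsenite replicate lay above each Schneider's replicate.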

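Of the 254 called RNAs in brains, 198 (78.0%) had an edited read in Schneider's, with a mean average editing frequency of 3.94% in Schneider's and 17.9% in arsenite. The gene mira (FBgn0021776, chromosome 3R of BDGP6 from 19931799 to 19935120) went from 2.69% ± 0.985 (SD, n = 3) to 9.91% ± 0.733 (SD, n = 3) over 7 positions (limma, adjusted p = 0.14), and Src42A (FBgn0264959, chromosome 2R from 5981844 to 6012795) from 1.04% ± 0.904 to 11.3% ± 2.03 over 14 positions (adjusted p = 0.12). With only positions that had at least 20 reads in each sample, the difference for mira, arsenite minus Schneider's, was -0.209 percentage points and did not pass the threshold, while with at least 10 reads it was unchanged and passed. With any single Schneider's replicate left out, mira did not pass the threshold, and Src42A did not pass it without Schneider's replicate 3.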

As for S2 cells, group 2 RNAs (edited in basal conditions but significantly more upon arsenite), contain 326 (82%) RNAs, such as *row*, *mira*, and *Src42A*. Group 3 (only edited upon arsenite) contains 72 RNAs (18%), such as *wal* and *eIF6*.

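In brains 56 called RNAs (22.0%) had no edited read in any Schneider's replicate, with a median of 37.5 reads there against 187 for the other called RNAs. Among the 224 called RNAs with at least 30 reads in Schneider's, 35 (15.6%) had none, and with a mean frequency under 1% counted as not edited there were 76 (29.9%). The gene wal had 0 edited of 66 reads in Schneider's, which allows a share of up to 4.55%, and 9 of 108 reads in arsenite. The gene eIF6 (FBgn0034915, chromosome 2R of BDGP6 from 23849246 to 23850301) had 0 edited of 126 reads in Schneider's, which allows up to 2.38%, and 12 of 75 in arsenite, a frequency of 13.9% ± 11.0 (SD, n = 3). Its spread between arsenite replicates was large (limma, adjusted p = 0.27). Without arsenite replicate 1, eIF6 passed the threshold of 0.01, which it did not pass with all 3.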

As for S2 cells, RNAs from both group 2 and 3 are predicted to be in stress granules. To validate this, we used smFISH as above, and show that *row*, *wdn*, and *wal* RNA are localized in arsenite-induced stress granules in the neurons of wild-type flies (Figures 7C and 7C’). Conversely, and similar to S2 cells, *Rack1* is not enriched in stress granules, as predicted. These data indicate that, as for S2 cells, transcripts that were predicted to be in stress granules through RNA editing are indeed localized in stress granules.

### Arsenite-induced stress granules in S2 cells and neurons share the same RNAs

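All 254 RNAs called in brains were protein-coding by the biotypes in the gene names that the authors deposited (95% Clopper-Pearson interval 98.6 to 100%), as were 99.4% of the 4192 tested RNAs.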

The majority (∼99.7%) of RNAs predicted to be recruited to neuronal stress granules are coding mRNAs with only ∼0.3% of ncRNAs (Figure 7D). They are on average longer than mRNA not recruited in stress granules (Figures 7F–7H). 

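The median transcript was 3401 nt for 253 RNAs called in brains and 2648 nt for 4655 other RNAs of the table, a ratio of 1.28 (permutation test of the log10 length, two-sided, p = 1.2e-04). By permutation tests, the coding sequence had medians of 2172 and 1719 nt (p = 1.2e-04), the 5′ UTR 277 and 228 nt (p = 0.094) and the 3′ UTR 536 and 412 nt (p = 0.0023). Adjusted over the 4 measures, these p were 2.4e-04, 2.4e-04, 0.094 and 0.0031. Against other RNAs matched on positions and reads, the ratio of medians of the transcripts was 1.08 (permutation test, p = 0.60).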

The gene analysis revealed that, as in S2 cells, the predicted stress granule RNAs show an enrichment for genes encoding ATP binding, transcription, cell cycle factors (Figure 7I).

Performing a parallel analysis in *Drosophila* S2 cells and neurons, we established that 61% of the 398 RNAs predicted in neuronal stress granules are also predicted to be in stress granules in S2 cells (Figure 7J). 

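Among the 3818 RNAs tested in both S2 cells and brains, 991 were called in S2 cells, 227 in brains and 82 in both, which is 36.1% of the brain calls. Chance gives 58.9, so the overlap was 1.39-fold higher (hypergeometric, one-sided Fisher's exact test over the RNAs that could be called in both, p = 3.1e-04). By the p-values of the authors' deposited tables, the alternative that moved the overlap most, 242 of 314 brain calls (77.1%) were also called in S2 cells. Those tables hold more S2 calls, 1607 of the shared RNAs, and chance gives 132, so that overlap was 1.83-fold higher.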

GO-term analysis confirmed an enrichment for neuron-related factors/proteins, such as *mira* and *Nrt* in the remaining 39%.

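The gene Nrt (FBgn0004108, chromosome 3L of BDGP6 from 16766072 to 16777465) was edited at 3.08% ± 1.35 (SD, n = 3) in Schneider's and 15.4% ± 5.62 (SD, n = 3) in arsenite over 13 positions, on 1190 and 1257 reads. It did not pass the threshold of 0.01 by limma (adjusted p = 0.16), and passed it without arsenite replicate 3. In S2 cells no difference in Nrt was detected (limma, adjusted p = 0.92).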

## Discussion

Here, using our adaptation of RNA editing via hyperTRIBE (using FMR1-ADARcd) combined to VASA-seq (a sequencing method allowing the detection of editing events along the whole RNA sequence) (Hollfelder et al., 2022), and smFISH, we show that the RNA content of stress granules can be reliably identified not only in bulk cells but also in single *Drosophila* S2 cells, and in tissues *(Drosophila* neurons).

### Identification of stress granule transcriptome in bulk S2 cells

In bulk S2 cells, we identified 1,856 potential stress granule RNAs, seven of them validated by smFISH. Importantly, only 25% of these RNAs are expected to be clients of FMR1. As in mammalian (Khong et al., 2017; Namkoong et al., 2018; Padrón et al., 2019) and yeast cells (Khong et al., 2017), the majority of the stress granule RNAs in S2 cells are mRNAs that are longer (here 30%) than their non-recruited counterparts. Longer mRNAs may potentially have more binding sites for RBPs that are proposed to be major driving factors in stress granule partitioning (Maharana et al., 2018; Matheny et al., 2021; Banani et al., 2017; Jain and Vale, 2017; Molliex et al., 2015; Murray et al., 2017; Patel et al., 2015). They may also extend beyond the stress granule physical boundaries where they might interact with, and pull, cytoplasmic RNAs within stress granules (Moon and Parker, 2018). Indeed, RNA-RNA interactions are proposed to contribute to stress granule assembly (Van Treeck and Parker, 2018), and this is reinforced by the notion that RNAs themselves can phase separate (Langdon et al., 2018).

Conversely, we found fewer ncRNAs (0.4%) in the *Drosophila* S2 stress granule transcriptome when compared with what is reported for mammalian stress granules (22%) (Khong et al., 2017). This may partially be explained by the fact that *Drosophila* cells contain a number of ncRNA loci 8-fold lower than mammalian cells (1,119 and 9,277, respectively) (Derrien et al., 2012; Young et al., 2012). Last, In agreement in mammalian cells (Khong et al., 2017), pre-mRNAs are not predicted to be in stress granules.

GO analysis of the S2 cell stress granule mRNAs shows enrichment in ATP binding, transcription, cell cycle, and RNA splicing factors that also compare well the stress granule mRNA complement in NIH3T3 cells (Namkoong et al., 2018). These similarities indicate that a common core of stress granule RNAs might be conserved across evolution.

### Stress granule transcriptome in single S2 cells

When compared with other published techniques, the RNA-editing-based method we used here has the major advantage to require neither stress granule isolation, nor the RNA immunoprecipitation. We found that the edited RNAs overlap by 64% between the pseudobulk (360 cells) and the bulk (2 million cells), showing the reliability and the potential of the approach. The analysis of these editing events did not reveal a heterogeneity between cells, either those kept in basal conditions, or those exposed to arsenite. Perhaps sequencing deeper would reveal a heterogeneity within a condition. However, in cultured S2 cells, this is not necessarily expected. Our method could therefore be used for the detection of stress granule RNAs in rare cells *in vivo*, either forming a small tissue or disseminated into larger tissues.

### *Drosophila* neurons

In this regard, using genetic tools to control spatial and temporal expression of ADARcd, we show that hyperTRIBE can be adapted to specifically identify the arsenite-triggered stress granule transcriptome in *Drosophila* neurons. Neuronal stress granules contain fewer RNAs (∼5% of the expressed transcriptome) than S2 cells (∼25%). Ruling out technical differences in ribosome removal and sequencing, these differences might be due to a lower editing efficiency per transcript in neurons. Indeed, there were fewer editing events per transcript in neurons when compared with S2 cells, although the number of edited transcripts was roughly the same in both, as was the expression of FMR1-ADARcd (estimated by immunofluorescence). The reasons for this lower editing efficiency are not clearly understood.

Despite these differences, 398 RNAs predicted to be in neuronal stress granules have been identified and three were validated (*row*, *wdn*, and *wal*). As in S2 cell stress granules, they are mainly longer mRNAs displaying a similar enrichment for ATP binding, transcription, and cell cycle factors.

The identification of the stress granule transcriptome could be extended to mammalian cells and tissues by using TET-on inducible systems or by specific conditional CRE promotors to ensure tissue and time specificity. Recently, hyperTRIBE was shown to be able to detect protein-RNA interactions in mammalian cells (Biswas et al., 2020). This could also be easily followed by single-cell analysis, to not only investigate the stress granule RNA content in specific cell type, but also to address their heterogeneity of their response.

### Single-molecule FISH

Of the potential stress granule RNAs that we have identified, nine have been validated by smFISH in S2 cells and neurons, plus two, which are predicted not to be. An extended validation could be performed using multiplex smFISH (Maynard et al., 2020), potentially revealing whether stress granules are populated with all RNAs identified, or a subset of them, and in which ratio. Our smFISH in S2 cells has begun to reveal such a stress granule heterogeneity (Figures S5A and S5B). If this was confirmed in a systematic manner, understanding what governs this heterogeneity could reveal important principles governing stress granule formation.

### Why are RNAs recruited to stress granules?

One of the large questions in the stress granule field is why mRNAs are recruited in stress granules. Besides their structural role that has been proposed recently (Van Treeck and Parker, 2018; Langdon et al., 2018), one general hypothesis is that stress granules form upon stress to protect RNAs from degradation after translation stalls and that RNAs are no longer covered in ribosomes. When stress is relieved, these protected and capped mRNAs recruited to stress granules could be immediately translated, enabling the cells to thrive again and gain a fitness advantage. In this regard, stress granule formation has been shown to allow cell survival upon stress and thriving upon stress relief (Jevtov et al., 2015; Riback et al., 2017; Kroschwald and Alberti, 2017). The enrichment in RNAs encoding ATP binding, cell cycle, and transcription factors may be consistent with this notion.

However, translation initiation of the RNAs stored in stress granules has been shown not to be required for growth, as translation can resume before stress granule clearance is complete (Loschi et al., 2009; Walters et al., 2015). Furthermore, a recent study suggests that the mRNAs that are upregulated upon oxidative stress are vastly excluded from stress granules (Singh et al., 2021), strengthening the notion that stress granules might not be needed to protect RNA from degradation, but simply store them. Last, contrary to the finding that stress granules do not contain fully assembled ribosomes (only 40S) (Kedersha et al., 1999; Anderson and Kedersha, 2002), single-molecule imaging has revealed that the translation machinery can be activated in stress granules (Mateju et al., 2020). This suggests that although general translation is inhibited, stress granules could be a hub for translating specific RNAs, perhaps related to coping with stress.

As a proof of principle, using HyperTRIBE opens avenues to refine the specific core of common stress granule RNAs upon different stress and understand their role and their features. It is the first method to identify stress granule RNAs in single cells and in tissues, and could be particularly important to reveal heterogeneity between cells, within primary cells or tissues in their response to different stress. Importantly, this method could also allow the identification the RNA content of other RNA-based phase-separated assemblies, whether formed upon stress or existing in basal conditions, such as neuronal granules (Formicola et al., 2019; Kiebler and Bassell, 2006), posterior granules in *Drosophila* oocytes (Trcek and Lehmann, 2019; Bose et al., 2021) and P granules in *Caenorhabditis elegans* (Aoki et al., 2021; Lee et al., 2020), whose RNA content has so far been difficult to isolate and study.

### Limitations of the study

However successful, this proof of principle presents several limitations. First, cells and tissues need to express ADARcd through transfection or generation of transgenic animals. Second, one of the requirements is to limit the basal editing (in the absence of stress even if RNA do not have a long half-life) by controlling the timing and temporal (*in vivo*) expression of ADARcd. In *Drosophila* cells and tissues, we used the metallothionein-inducible promoter and the geneswitch system, respectively. Photoactivatable (light oxygen voltage) FRM1-ADARcd would also be envisioned for specific activation in stress granules, thus, to restrict even more the background (Wu et al., 2009). Third, the calculation editing frequencies could be done differently. Here, we calculated the average editing frequencies for a gene by extracting the percentage of mutated bases at each identified variant position, for each sample, and averaged the numbers (see method details section, Figure S4D). However, the editing frequency could be calculated by extracting the number of all edits over all variant positions for one gene and dividing this by the sum of the total positions (see STAR Methods for further discussion of this, with examples). This strategy could in particular be important for genes with considerably varying read depths at edited positions across a gene. In this study, using this alternative strategy gave slightly different results but did not affect the number and the types of RNAs predicted to be localized in stress granules (99.99% overlap). Fourth, certain RNAs may be covered with RBPs, therefore blocking the editing sites. Fifth, even though our validation by smFISH indicates that the RNAs predicted to be in stress granules are localized to these coalescences, it is possible that due to the translational arrest during arsenite treatment, these RNAs are edited in the cytosol by FMR1-ADARcd-V5 before they coalesce into stress granules. To assess how many and which RNAs are edited by ADARcd in the cytoplasm in arsenite irrespective of their coalescence into stress granules, NES-ADAR (instead of FMR1-ADARcd) could be expressed. Sixth, once edited, a given RNA molecule might leave the stress granule and return to the cytoplasm or to P-bodies (Zhang et al., 2011; Mollet et al., 2008), leading to the identification of RNAs that are only transiently residing in stress granules. However, the predicted stress granule RNAs we have tested by smFISH are enriched in stress granules, not only present, suggesting that they are true resident. Last, ADARcd was only tagged to one RBP (FMR1), thus potentially biasing our analysis toward FMR1 clients. Even if it is not the case, using another stress granule protein that is not an RBP would further validate our findings.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-dFMR1	DSHB	Cat#5A11
Mouse anti-caprin	(Reich and Papoulas, 2012)	Ophelia Papoulas lab
Mouse anti-V5	ThermoFisher	Cat#R960-25; RRID: AB_2556564
Rabbit anti-V5	Sigma-Aldrich	Cat#V8137; RRID: AB_261889
Rat anti-elav	DSHB	Cat#7E8A10; RRID: AB_528218
Mouse anti-repo	DSHB	Cat#8D12; RRID: AB_528448
Goat anti-mouse Alexa 488	Invitrogen	Cat#A11001; RRID: AB_2534069
Donkey anti-rabbit Alexa 568	Invitrogen	Cat#A10042; RRID: AB_2534017
Donkey anti-mouse Alexa 568	Invitrogen	Cat#A10037; RRID: AB_2534013
Donkey anti-mouse Alexa 647	Invitrogen	Cat#A31571; RRID: AB_162542
Goat anti-rat Alexa 633	Invitrogen	Cat#A21094; RRID: AB_2535749
Donkey anti-rabbit Alexa 647	Invitrogen	Cat#A31573; RRID: AB_2536183
Mouse anti-alpha-tubulin	Sigma-Aldrich	Cat#T5168; RRID: AB_477579
Sheep anti-mouse HRP conjugated	GE Healthcare	Cat#GENA931; RRID: AB_772210

**Chemicals, peptides, and recombinant proteins**		

Schneider’s Insect media	Sigma-Aldrich	Cat#S0146
Fetal bovine serum (suitable for insect)	Sigma-Aldrich	Cat#F4135
Sodium (meta)arsenite	Sigma-Aldrich	Cat#S7400
Hygromycin B	ThermoFisher	Cat#10687010
Copper(II) sulfate pentahydrate	Sigma-Aldrich	Cat#C7631
In-Fusion® Snap Assembly Master Mix	TaKaRa	Cat#638947
RU486	Sigma-Aldrich	Cat#M8046
Poly-L-lysin	Sigma-Aldrich	Cat#P1274
Collagenase type I	Sigma-Aldrich	Cat#SCR103
Papain from papaya latex	Sigma-Aldrich	Cat#P4762
Gelatin from cold water fish skin	Sigma-Aldrich	Cat#G7765
Dextran sulfate sodium salt from Leuconostoc spp. Mw >500,000	Sigma-Aldrich	Cat#D8906
Atto565-NHS	Atto-tec	Cat#AD565
Amino-11-ddUTP	Lumiprobe	Cat#15040
TdT enzyme	ThermoFisher	Cat#EP0151
Linear acrylamide	ThermoFisher	Cat#AM9520

**Critical commercial assays**		

Effectene Transfection Reagent	Qiagen	Cat#301425
Pierce BCA protein assay kit	ThermoFisher	Cat#23225
Direct-zol RNA microprep kit	Zymo Research	Cat# R2063
Qubit RNA High Sensitivity assay kit	Thermofisher	Cat#Q32852
RNA 6000 Pico chip	Agilent Technologies	Cat#5067

**Deposited data**		

Raw and processed sequencing files	This study	GSE: GSE175782
Drosophila reference genome (BDGP6)	BDGP6	https://www.ensembl.org/Drosophila_melanogaster/Info/Index
Raw data processing pipeline for TRIBE	This study	https://doi.org/10.5281/zenodo.6419119

**Experimental models: Cell lines**		

*D*. *melanogaster*: Cell line S2	Catherine Rabouille lab	
*D*. *melanogaster*: Cell line S2 pMT-FMR1-ADARcd[E488Q]-V5	This study	N/A

**Experimental models: Organisms/strains**		

*D*. *melanogaster*: strain w[1118]	Catherine Rabouille lab	N/A
*D*. *melanogaster*: y[1] w[∗]; P{w[+mC]=elav-Switch.O}GSG301	Bloomington Drosophila Stock Center	BDSC:43642
*D*. *melanogaster*: w[1118]; P{w[+mC]=UAS-FMR1-ADARcd[E488Q]-V5-2xT2A-EGFP/CyO	This study	N/A

**Oligonucleotides**		

Oligos for cloning, library prep and smFISH, see Table S4	Alexander van Oudenaarden lab	N/A
TMR-oligo(dT)30x	IDT	N/A

**Recombinant DNA**		

pMT-FMR1-V5	(Aguilera-Gomez et al., 2017)	Catherine Rabouille lab
pUASt	N/A	Catherine Rabouille lab
pMT-2xT2A	N/A	Alberto Baena Lopez lab
pEGFP	Addgene	Cat#13031
Gblock containing ADARcd E488Q	IDT	N/A

**Software and algorithms**		

tRNAscan-SE version 2.0.7	(Lowe and Chan, 2016)	http://lowelab.ucsc.edu/tRNAscan-SE/
cutadapt version 3.2	(Martin, 2011)	https://cutadapt.readthedocs.io/en/stable/
bwa aln version version 0.7.17-r1188	(Li and Durbin, 2009)	http://bio-bwa.sourceforge.net/
STARSolo version 2.7.7a	(Kaminow et al., 2021)	https://github.com/alexdobin/STAR/blob/master/docs/STARsolo.md
UMI-tools version 1.1.1	(Smith et al., 2017)	https://pypi.org/project/umi-tools/
GATK version 4.1.9.0	(DePristo et al., 2011)	https://gatk.broadinstitute.org/hc/en-us/sections/360010932391-4-1-9-0
Python 3.7.0	Python	https://www.python.org/downloads/release/python-370/
R-3.6.0	R	https://cran.r-project.org/bin/windows/base/old/3.6.0/
Imaris Image Analysis Software version 9.3.0	Bitplane	https://imaris.oxinst.com/versions/9-3
Fiji	ImageJ/NIH	https://imagej.net/Fiji
DeconvolutionLab2	(Sage et al., 2017)	http://bigwww.epfl.ch/deconvolution/deconvolutionlab2/

### Resource availability

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Catherine Rabouille ().

#### Materials availability

pMT-FMR1-ADARcd-V5 and pUAS-FMR1-ADARcd-V5-T2A-EGFP plasmids will be provided upon request.

### Experimental model and subject details

Wild type *Drosophila* S2 cells were cultured in Schneider’s medium (Sigma Aldrich) supplemented with 10% insect tested fetal bovine serum (Sigma Aldrich) at 26°C. This medium is referred to as Schneider’s. *Drosophila* S2 cells stably transfected with pMT-FMR1-ADARcd-V5 (see below) were grown in Schneider’s supplemented with 300 μg/mL hygromycin B (ThermoFisher).

Flies were reared on rich fly food (https://bdsc.indiana.edu/information/recipes/germanfood.html) and maintained at 25°C with 70% humidity with a 12 h light/dark cycle. Brains were isolated from both male and female larvae (no sexual selection).

### Method details

#### Arsenite treatment

Wild type *Drosophila* S2 cells or *Drosophila* S2 cells stably transfected with pMT-FMR1-ADARcd-V5 (see below) were plated to a concentration of 1.5 × 10^6^ cells per well in a 12-wells plate containing a coverslip and allowed to adhere for 1 h at 26°C in Schneider’s. The expression of FMR1-ADARcd-V5 was induced by addition of 1 mM CuSO_4_ for 4 h at 26°C. This was followed by either a further incubation in Schneider’s (basal condition) or incubation with 500 μM NaAsO_2_ (arsenite) for 4 h at 26°C.

#### Induction of geneswitch, dissociation *Drosophila* brain and arsenite treatment

To induce the expression of FMR1-ADARcd-V5-T2A-EGFP specifically in neurons, we crossed homozygous UAS-FMR1-ADARcd-V5-T2A-EGFP male flies (on second chromosome) with homozygous elav-geneswitchGal4 (43642, BDSC) female flies (on third chromosome). Eggs were laid in large tubes containing rich fly food. After two days, flies were removed and the tubes were further incubated for 3 days at 25°C. 30 wandering third instar UAS-FMR1-ADARcd-V5-T2A-EGFP; *elav*-GeneSwitch-Gal4 larvae were collected in a 2 mL Eppendorf tube, washed 2 times with MiliQ, washed once with 80% ethanol, and incubated in 3 mg/mL RU486 (in 80% ethanol, M8046, Sigma Aldrich) for 10 min to activate the geneswitch. Larvae were transferred back to a fresh apple juice plate and allowed to recover for 14 h in the dark at RT (20°C). At least 20 third instar UAS-FMR1-ADARcd-V5-T2A-EGFP; *elav*-GeneSwitch-Gal4 larvae were collected, washed once with PBS, and dissected. Their brains were isolated in ice cold Schneider’s media in the lid of 6 cm dish and transferred to an Eppendorf tube containing ice cold Schneider’s. To dissociate the brains, the isolated brains were washed 2 times with Rinaldini solution (Rinaldini, 1959), and incubated with 1 mg/mL collagenase I and papain (Sigma Aldrich) in Rinaldini solution for 1 h at 30°C in a thermomixer. Schneider’s was then added and brains were washed 2 times with Schneider’s on ice. Brains were disrupted manually by pipetting up and down 75 times with a 200 μL pipet tip. The tissue pieces were forced through a cell-strainer FACS tube (BD Falcon) and either plated on poly-L-lysin (P1274, Sigma Aldrich) coated coverslips for immunofluorescence (IF) and single-molecule FISH (smFISH), or in a well of a 12 well plates for RNA isolation (see below). Upon adhesion for 1 h at RT in the dark (20°C), the neurons were either incubated in Schneider’s or stressed with 500 μM NaAsO_2_ for 4 h at 26°C.

#### RNA isolation from S2 cells and dissociated brain cells

*Drosophila* S2 cells stably transfected with pMT-FMR1-ADARcd-V5 were plated to a concentration of 3 × 10^6^ cells per well in a 6-wells plate 16 h before the experiment. The expression of FMR1-ADARcd-V5 was induced for 4 h followed by arsenite treatment as described above. The dissociated brain cells came from 20 third instar larval brains and were treated as above. The media was removed and Trizol (Zymo Research) was added to lyse cells. RNA was extracted from the Trizol using the Direct-zol RNA microprep kit (Zymo Research) following manufacturer’s instructions. The RNA concentration was determined using the Qubit RNA High Sensitivity assay kit (Thermofisher). The quality of the RNA was analyzed by running the samples on an RNA 6000 Pico chip (Agilent Technologies) on the Bioanalyzer (Agilent Technologies).

#### FACS – Single-cell sorting

S2 cells were harvested without the requirement of dissociation (S2 cells grow as single cells). Single-S2-cell suspensions were resuspended in PBS0 with 1 μg/mL DAPI, and passed through a 20-μm mesh. A total of 360 single cells were index sorted using a BD FACS Influx in 384-well hardshell plates (BioRad) that were pre-filled with 5 μL of light mineral oil (Sigma Aldrich) and 50 nL of 0.25 μM CelSeq2 primer (CS2001 to CS2384, Table S4) (Muraro et al., 2016). Doublets, debris, and dead cells were excluded by gating forward and side scatter in combination with the DAPI channel.

#### Library preparation for VASA-seq

Library preparation was performed using VASAseq (Hollfelder et al., 2022), a high-sensitivity, strand-specific method for full-length RNA-seq. Briefly, RNA goes through cDNA synthesis and is linearly amplified using *in vitro* transcription. Amplified RNA (aRNA) is then depleted of ribosomal RNA sequences, and converted to libraries for sequencing.

For cDNA synthesis on bulk RNA, 6 ng of total RNA was mixed with 9 μL fragmentation buffer [1.7× of 5× First Strand Buffer (Invitrogen), 125 nM cDNA synthesis primer mix (CS2_001 to CS2_012; Integrated DNA Technologies; Table S2), 0.1% Triton-X 100, 1:125000 ERCC Spike-In Mix (ThermoFisher)], and was incubated at 25°C for 60 min 55°C for 10 min, cooled to 4°C, then snap heated to 85°C for 3 min and snap chilled on ice. Next, 5 μL of end-repair and A-tailing brew [0.6× of 5× First Strand Buffer, 20 mM DTT (Invitrogen), 7.5 μM ATP, 0.075 U/μL *E*. *coli* Poly(A) polymerase (New England Biolabs), and 1 U/μL T4 Polynucleotide Kinase (New England Biolabs)] was added to the fragmented RNA and incubated at 37°C for 60 min and held at 4°C. End-repaired and A-tailed RNA was then reverse transcribed by adding 5 μL of reverse transcription mix [2 mM dNTPs (Promega) and 16 U/μL Super-Script III (Invitrogen)] and incubating at 50°C for 60 min and holding at 4°C. Second-strand synthesis was next performed by adding 110 μL of second-strand brew [1.14× of 5× Second-Strand Buffer (Invitrogen), 0.23 mM dNTPs, 0.32 U/μL *E*. *coli* DNA Polymerase I (Invitrogen), and 0.018 U/μL RNase H (Invitrogen)] and incubating at 16°C for 2 h, 85°C for 20 min, and holding at 4°C. Double-stranded cDNA was cleaned up using 8× diluted AMPure XP beads (Beckman) at a 1:1 ratio and resuspended in 6.4 μL of water.

When processing single cells, the same brews and incubation procedures for the cDNA synthesis steps were used, however volumes were scaled down and dispensed with the Nanodrop II (Innovadyne Technologies Inc.). Frozen 384-well plates were thawed on ice, and 50 nL of fragmentation buffer, end-repair and A-tailing brew, and reverse transcription mix were each sequentially added, followed by 550 nL of second-strand brew. Plates were spun at 2000 ×g after each liquid transfer step. Plates were pooled, and double-stranded cDNA was cleaned up using 8× diluted AMPure XP beads (Beckman) at a 1:1 ratio and resuspended in 6.4 μL of water.

The purified cDNA was then *in vitro* transcribed in a 16 μL reaction at 37°C for 14 h using the MegaScript T7 *in vitro* transcription kit (Invitrogen) following the manufacturer’s directions. This reaction was stopped by adding 6 μL ExoSAP-IT (Invitrogen) and incubating at 37°C for 15 min. Amplified RNA was purified using AMPure XP beads at a 1.8:1 ratio and resuspended in 10 μL water.

Amplified RNA was then depleted of ribosomal sequences by adding 600 ng of purified aRNA to hybridization brew [250 mM Tris HCl pH 7.5, 500 mM NaCl, 12.5 μM ribosomal RNA depletion probes (Integrated DNA Technologies; dmelrRNA_; Table S2)] in a 10 μL reaction, incubating at 95°C for 2 min, decreasing the temperature to 45°C at a rate of 0.1°C/s, and holding at 45°C. Ten microliters of thermostable RNase H mix [100 mM Tris HCl pH 7.5, 200 mM NaCl, 40 mM MgCl_2_, 1 U/μL Hybridase Thermostable RNase H (Epicenter)] was then pre-warmed to 45°C and added to the probe-annealed samples and incubated at 45°C for 30 min and cooled to 4°C. Ribosomal probes were then removed by adding 30 μL of DNase mix [1.66 mM CaCl_2_, 0.133 U/μL RQ1 DNase (Promega)] and incubated at 37°C for 30 min. The resulting rRNA-depleted aRNA was cleaned up with AMPure XP beads at a 1.6:1 ratio and resuspended in 6 μL of water.

Finally, ribosomal-depleted aRNA was converted to sequencing libraries. First, 1 μL of RA3 adapter (Table S2) was added to the purified rRNA-depleted aRNA, denatured at 70°C for 2 min, and snap chilled on ice. Next, 4 μL of ligation brew [2.5× of 10× T4 RNA Ligase Reaction Buffer (New England Biolabs), 50 U/μL T4 RNA Ligase 2 Truncated (New England Biolabs), and 10 U/μL RNaseOUT (Invitrogen)] was added and incubated at 25°C for 1 h and held at 4°C. Adapter-ligated product was reverse transcribed by adding 3 μL of primer-dNTP mix [3.33 μM dNTPs and 13.33 μM RTP primer (Table S2)], denaturing at 65°C for 5 min and snap-chilling on ice, followed by adding 8 μL of reverse-transcription mix [2.5× of 5× First Strand Buffer, 12.5 mM DTT, 5 U/μL RNaseOUT, 25 U/μL Super-Script III], incubating at 50°C for 1 h, 70°C for 15 min, and holding at 4°C. RNA was next degraded by adding 1 μL RNase A (ThermoFisher), incubating at 37°C for 30 min and holding at 4. Complementary DNA was cleaned up using AMPureXP beads at a 1:1 ratio and eluted in 20 μL water. Finally, libraries were amplified by adding 40 μL of PCR brew [1.25 × of 2× NEBNext High Fidelity Reaction Mix (New England Biolabs), 0.5 μM RP1, and 0.5 μM Library Index RPI (RPI01-48, Table S2)] to half of the purified cDNA, and incubated at 98°C for 30 s, followed by seven to nine cycles of of 98°C for 10 s, 60°C 30 s, 72°C for 30 s, and then a final incubation at 72°C for 10 min and holding at 4°C. PCR-amplified libraries were cleaned up twice with AMPure XP beads, both with a 0.8:1 ratio.

Quality of the final libraries was assessed using the Agilent High Sensitivity DNA bioanalyzer (Agilent) and quantified with the Qubit (Invitrogen) before sequencing.

#### Sequencing

Libraries were sequenced using v2.5 chemistry on a NextSeq 500 (Illumina).

#### Data analysis – Reference genomes and annotations

The Drosophila reference genome (BDGP6), annotations, and known variants were obtained from Ensembl release 95. Ribosomal RNA sequences used for read depletion were downloaded from FlyBase. The reference genomes were prepared for alignment by masking all tRNA genes and pseudogenes and including unique mature tRNAs genes as artificial chromosomes. tRNA genes and pseudogenes were identified using tRNAscan-SE (version 2.0.7) using the eukaryotic model (-HQ) and the vertebrate mitochondrial model (-M vert -Q).

#### Data analysis – Read processing

Adapter and homopolymer sequences were first trimmed from read 2 using cutadapt (version 3.2) with -U 6 -U -1 --times 5 -m 15 -A GTTCAGAGTTCTACA -A AAAAAAAAAAAAAAA -A TTTTTTTTTTTTTTT -A CCCCCCCCCCCCCCC -A GGGGGGGGGGGGGGG. Next, trimmed reads were depleted of rRNA sequences by aligning to a ribosomal reference using bwa aln (version 0.7.17-r1188) and bwa mem, and discarding any read that aligned using either method. Depleted reads were then two-pass aligned to the reference genome using STARSolo (version 2.7.7a) with a 125-nt overhang with the following parameters: --seedSearchStartLmax 10 --alignIntronMax 1000000 --outFilterType BySJout --alignSJoverhangMin 8 --outFilterScoreMin 0 --outFilterMultimapNmax 1 --chimScoreSeparation 10 --chimScoreMin 20 --chimSegmentMin 15 --outFilterMismatchNmax 5. Aligned reads were de-duplicated with UMI-tools (version 1.1.1) using --spliced-is-unique --per-gene --per-cell.

#### Data analysis – Workflow variant identification and calculation mutation frequency

The non-randomness of the edited sites leads us to the following data processing workflow, resulting in a gene-wise editing metric (Figure S4C). Sequencing reads were first trimmed, aligned, and de-duplicated. The resulting de-duplicated alignments were merged and enter the GATK RNA-seq short variant discovery best-practices workflow using GATK (version 4.1.9.0). Reads with N in the alignment cigar were split into multiple alignments (SplitNCigarReads). Next, there were two rounds of base quality score recalibration (BaseRecalibrator, ApplyBQSR, and AnalyzeCovariates) and variant calling (HaplotypeCaller). The first round of recalibration masked all known reference variants, and the second additionally masked all novel variants. The exonic variants from the second round of variant calling were used for further downstream analyses. The variant positions were further selected based on hard cut-offs for quality (QUAL >250) and mutation frequency (AF < 0.95). Manual inspection on several genes revealed that the resulting positions were indeed capturing the rare, moderately edited positions that we previously observed (Figure S4A; *vertical light grey bars highlight identified variants*). For each of these variant positions, we then extracted the total number of mutated bases for each sample and used these to calculate their editing frequency. The editing frequencies of all identified variant positions for a gene were then averaged; this is reported as the “average editing frequency”. For instance, with reference to Figure S4D, 17 of the 53 “A” at position 1 are ‘G’; 23 of 58 “A” at position 2 are “G”, giving an editing frequency of 0.32 and 0.39, respectively, leading to an average of 0.358. Alternatively, the editing frequency for each gene can be calculated by taking the sum of all edits over all positions and divide this by the sum of the total bases over all positions in one gene. In the example shown in Figure S4C, the editing frequency would be calculated as (17 + 23)/(53 + 58) = 0.36. Note that the frequencies are very slightly different, but it did not affect the number and the types of RNAs predicted to be localized in stress granules (1856 in the used strategy versus 1855 using this alternative strategy, with 99.99% overlap). As mentioned in the discussion, using this alternative analysis strategy might be important when many genes are detected with low or varying read depths at edited positions across a gene.

#### Immunofluorescence (IF)

After treatments, S2 cells and dissociated brain cells were fixed with 4% paraformaldehyde (Sigma Aldrich) in PBS (pH 7.4) for 20 min. Cells were stained following the same protocol as described in (Zhang et al., 2021).

#### Western blot of FMR1-ADARcd-V5

A total of 3 × 10^6^ S2 cells expressing pMT-FMR1-ADARcd-V5 for 4 h were plated in a 6-wells plate per condition. Cells were further processed for Western blot analysis described in (Zhang et al., 2021).

#### Single-molecule FISH (smFISH)

Plated Wildtype S2 cells were first treated with arsenite (see above), fixed and labeled for endogenous FMR1 as described above in the IF section. After incubation with the secondary antibody, cells were washed 3 times with PBS and cells were post-fixed in 4% paraformaldehyde in PBS (pH 7.4) for 10 min. Following a washing 3 times in PBS, cells were further incubated for 5 min in 10% formamide (Thermofisher) in DEPC-treated water. They were then incubated overnight on a droplet containing one fluorescent smFISH probe (125 nM in 1% dextransulfate (D8906, Sigma Aldrich), 10% formamide (Thermofisher) in DEPC-treated water at 37°C) in a moistened chamber to avoid drying. Cells were washed 2 times for 30 min with 10% formamide (Thermofisher) in DEPC-treated water and mounted with Prolong antifade media (+DAPI) (ThermoFisher) on a microscope slide. All smFISH probes (Table S4) were labeled with Atto565 following (Gaspar et al., 2017). The DNA oligos were purchased from IDT. The TMR-oligo(dT)30x was also purchased from IDT.

#### Microscopy and image analysis

Immunofluorescence images were acquired on a TSC SP8 confocal microscope (Leica GmbH) with a 63× lens. For smFISH, a widefield Leica MM-AF microscope was used with a 100× lens. smFISH images were deconvoluted using the Regularized Inverse Filter algorithm with the DeconvolutionLab2 plugin (Sage et al., 2017) in ImageJ. The smFISH spots (each corresponding to a single RNA molecule, (Raj et al., 2008)) were counted using the spot count tool in the Imaris Image Analysis Software (Bitplane), and the percentage of spots in stress granules was estimated by their overlap in fluorescent signal with FMR1. At least, 20 randomly selected cells (N) were quantified per smFISH probe. The minimum and maximum display values were adjusted for each channel for visualization purposes.

For calculating the fraction of FMR1-ADARcd-V5 in stress granules, we used FIJI’s ‘’plot profile’’ plugin. The ratio of fluorescence intensity of FMR1 in stress granules and cytoplasm was calculated for 10 cells.

#### S2 cell death in arsenite stress and upon relief

A total of 2 × 10^6^ S2 cells per well in a 6-wells were plated and allowed to adhere for 1 h at 26°C in Schneider’s. Cells were treated with either Schneider’s or with arsenite for 4 h at 26°C in duplicate. Directly after the treatment, dead cells were stained with trypan blue and living cells were counted using a cell counter. After 4 h of arsenite, the growing medium was changed for Schneider’s, and living cells were counted at several time points after stress relief every 24 h up to 168 h.

In parallel, stress granule formation and dissolution were monitored by immunofluorescence (using FMR1 as marker). The number of cells displaying stress granules was scored again the total number of living cells in each time point.

### Quantification and statistical analysis

To identify the RNAs more edited upon stress conditions, we set that the editing frequency of RNAs from the “arsenite” triplicates should be significantly higher (p < 0.01 using the Empirical Bayes test (ebbr package in R)) than the editing frequency of same RNAs from the “basal triplicate”. The correlation (R2) between samples was calculated using the function pandas.dataframe.corr() in Python. A Mann-Whitney test (scipy.stats.mannwhitneyu) was used in Python to determine the significance between transcript length. To calculate the overlap between two datasets, we applied a hypergeometric test using the phyper function in R.

## Data Availability

• Raw RNA-seq data have been deposited and is available in the NCBI Gene Expression Omnibus under the accession number GSE175782. • All original code to process raw data have been deposited at GitHub (https://github.com/mvanins/stress_granule_RNA_manuscript) and Zenodo (https://doi.org/10.5281/zenodo.6419119). • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Identification of the stress granule transcriptome via RNA-editing in single cells and in vivo
**Source:** Cell Rep Methods. 2022 Jun 20;2(6):100235. doi: 10.1016/j.crmeth.2022.100235
**Supplement:** Document S1. Figures S1–S5

**Cell Reports Methods, Volume 2**

## **Supplemental information**

### **Identification of the stress granule transcriptome via RNA-editing in single cells and *in vivo***

**Wessel van Leeuwen, Michael VanInsberghe, Nico Battich, Fredrik Salmén, Alexander van Oudenaarden, and Catherine Rabouille**

**Supplemental Figure S1: van Leeuwen et al, 2022**

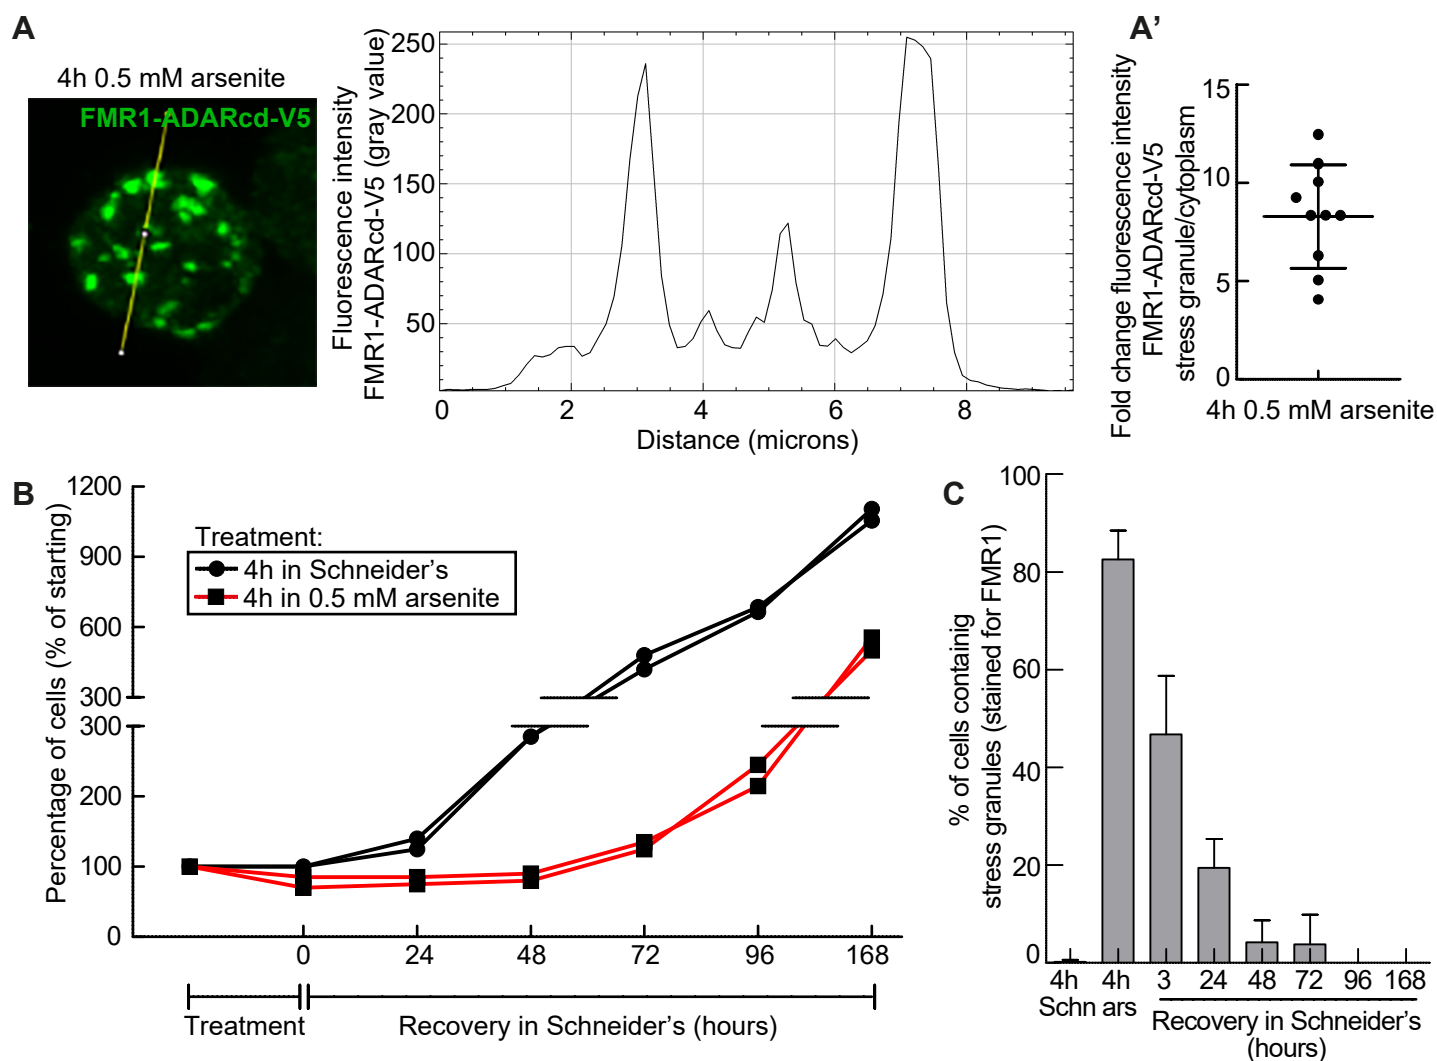

Supplemental Figure S2: van Leeuwen et al, 2022

**A** G to T

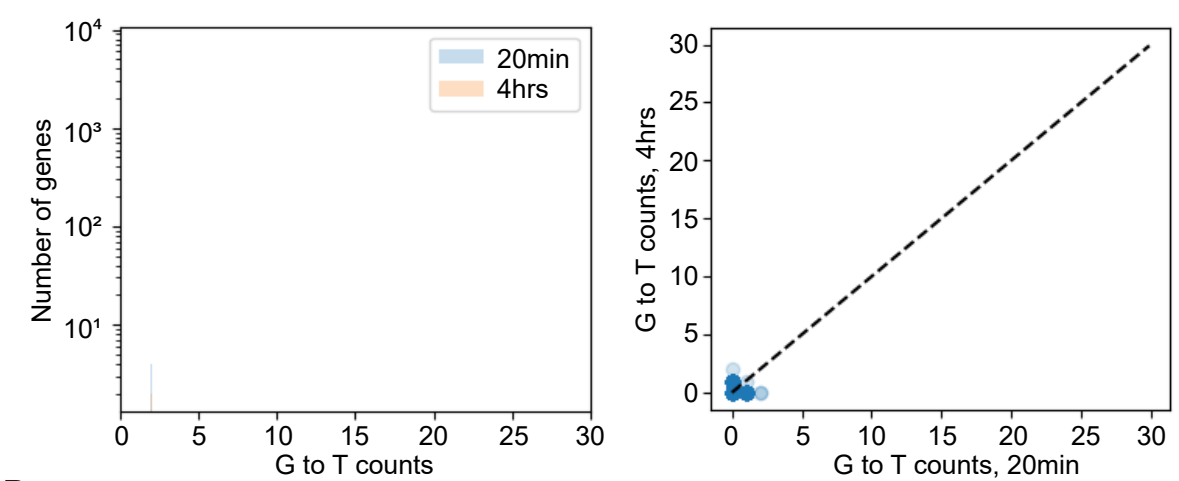

**B** T to C

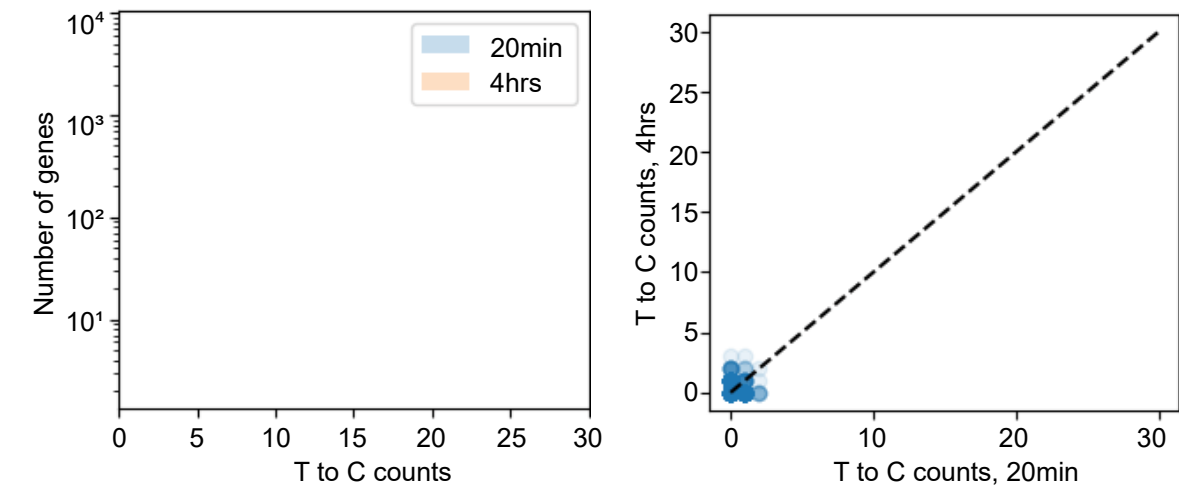

**C** G to A

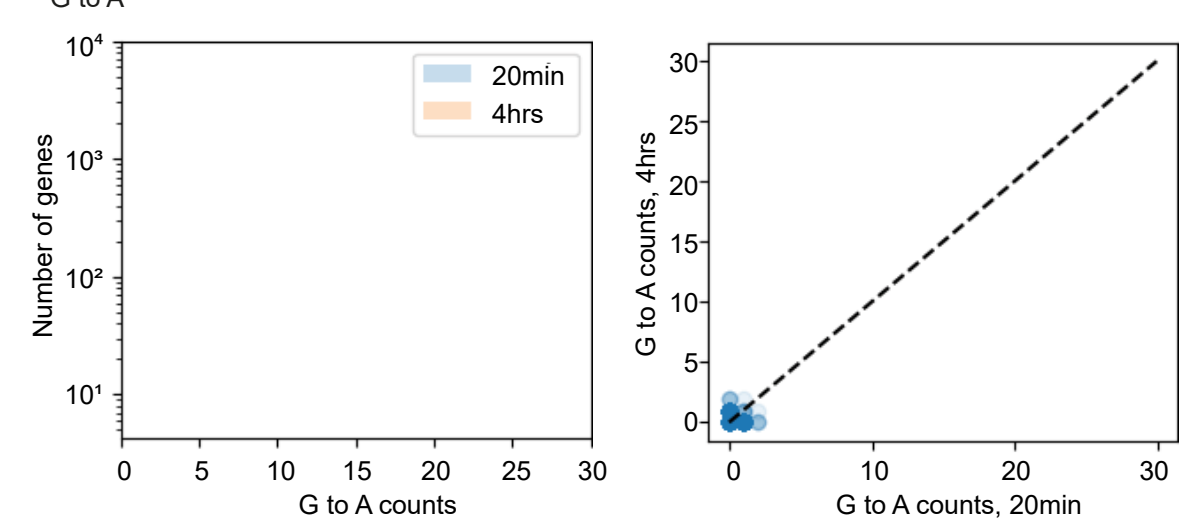

Supplemental Figure S3: van Leeuwen et al, 2022

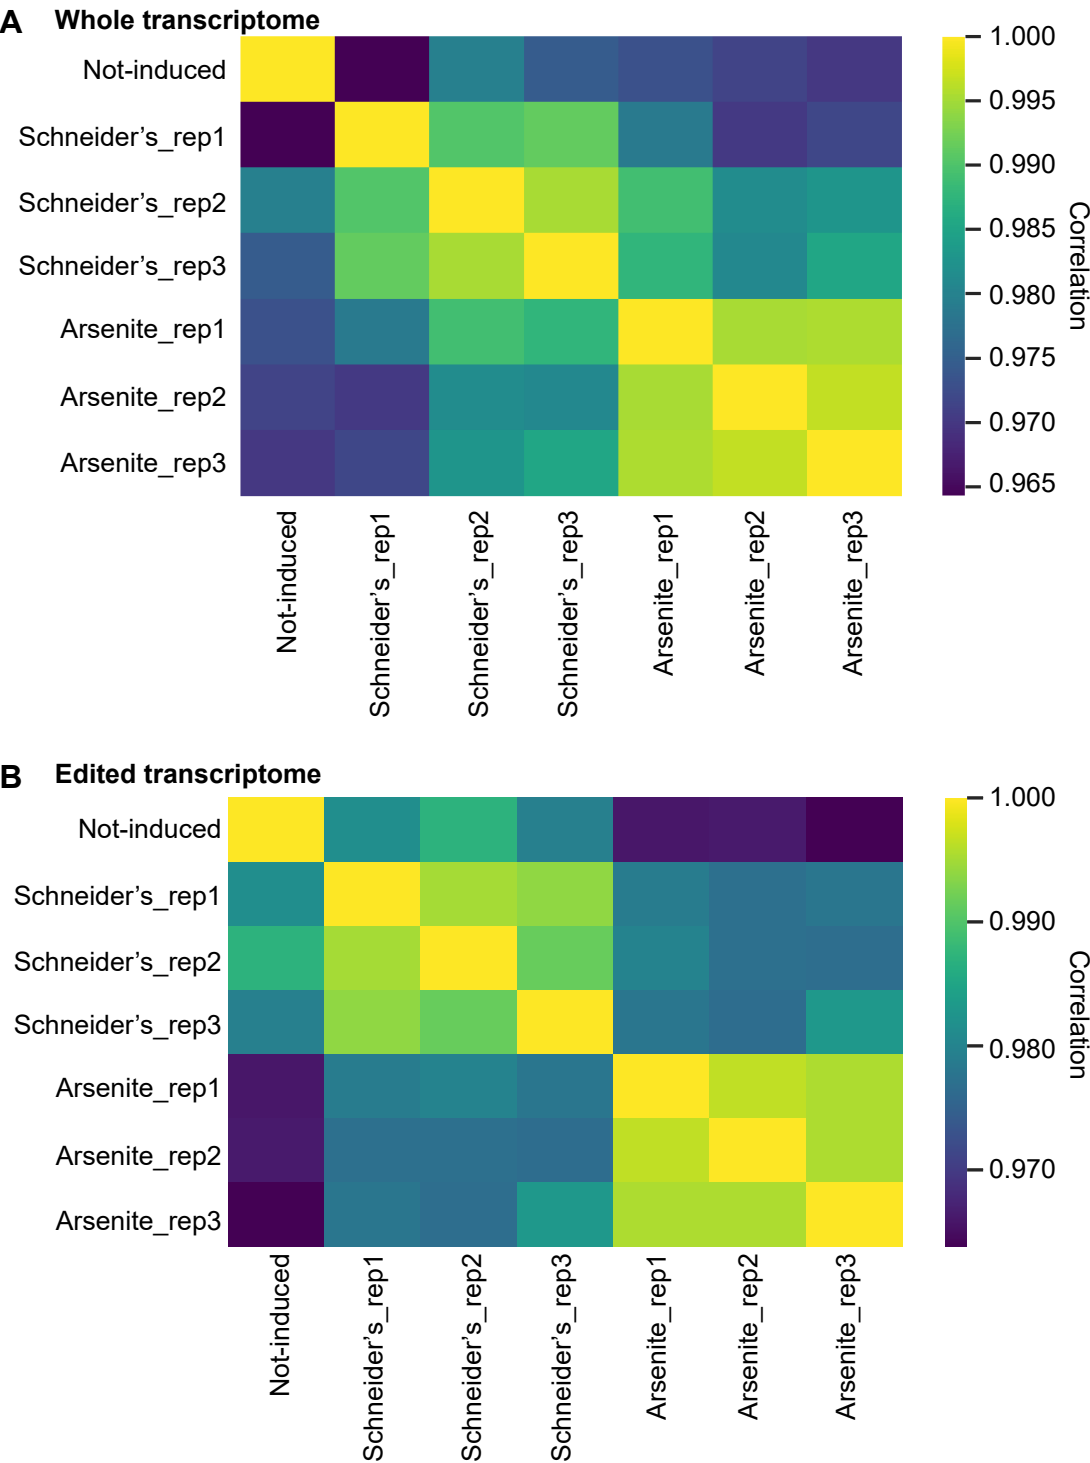

Supplemental Figure S4: van Leeuwen et al, 2022

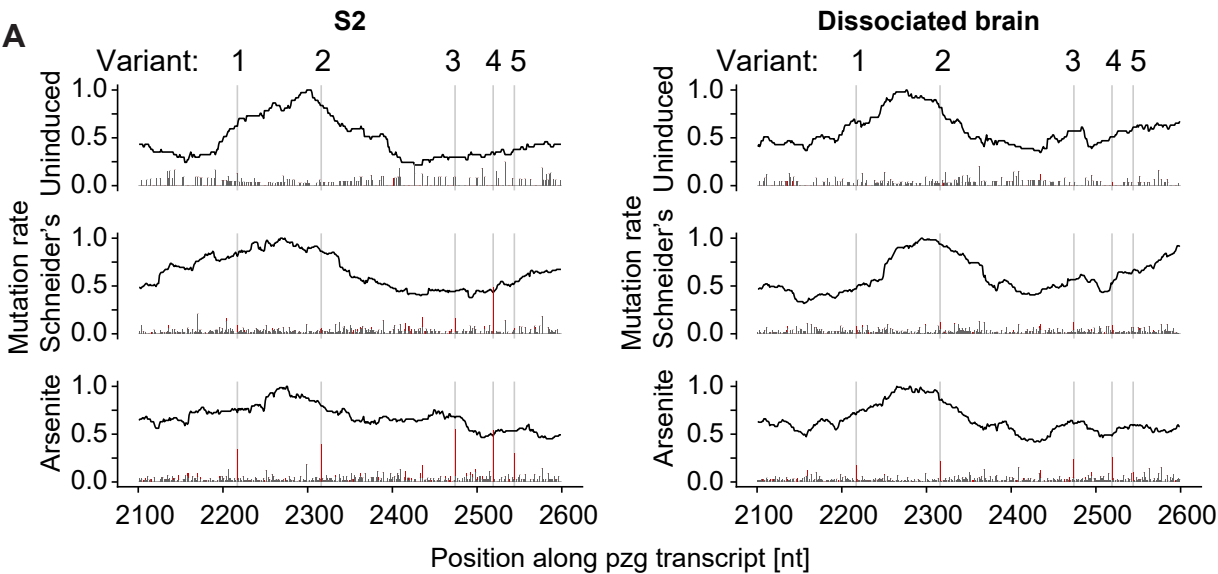

■ A to G — Normalized depth  
■ Background Quantified variant positions

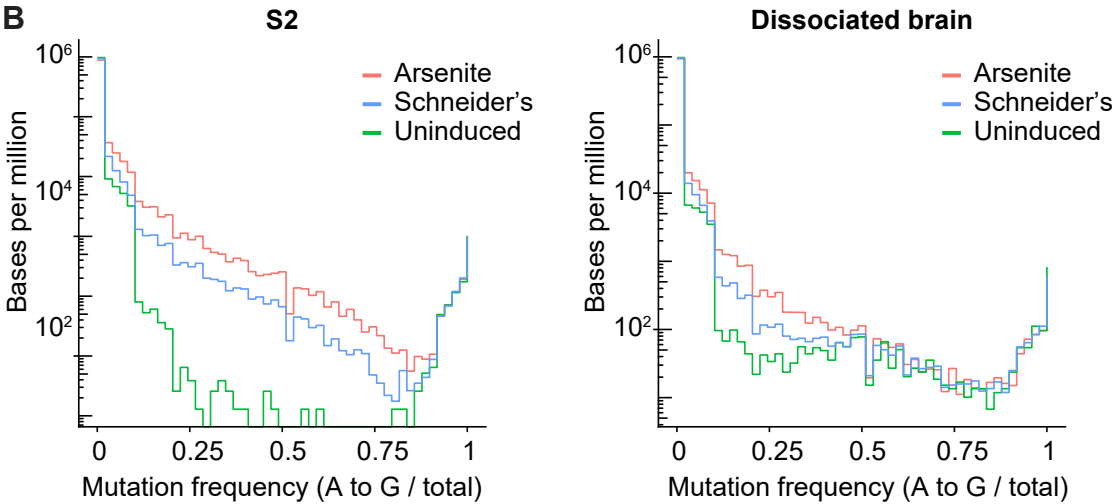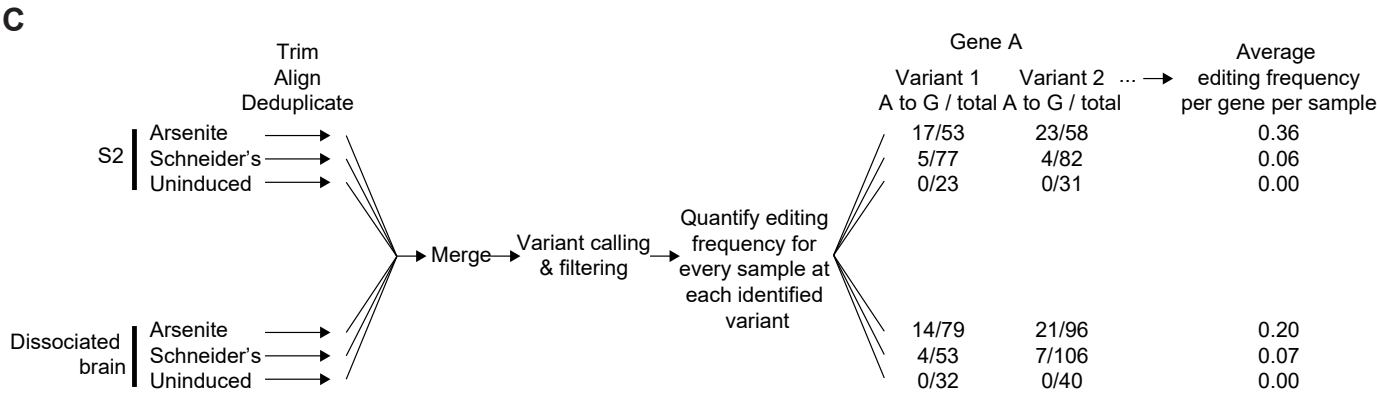

Supplemental Figure S5: van Leeuwen et al, 2022

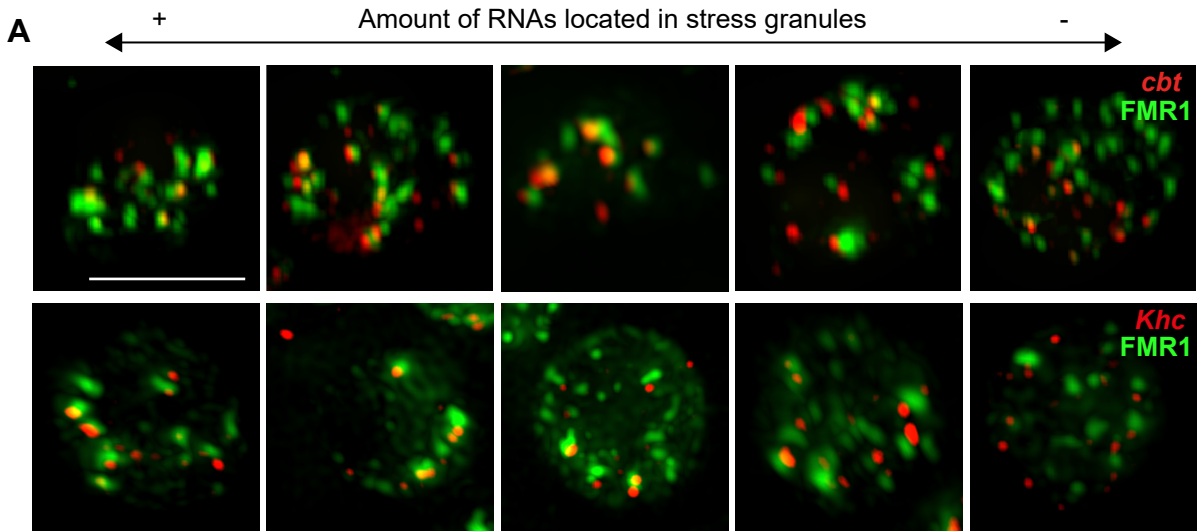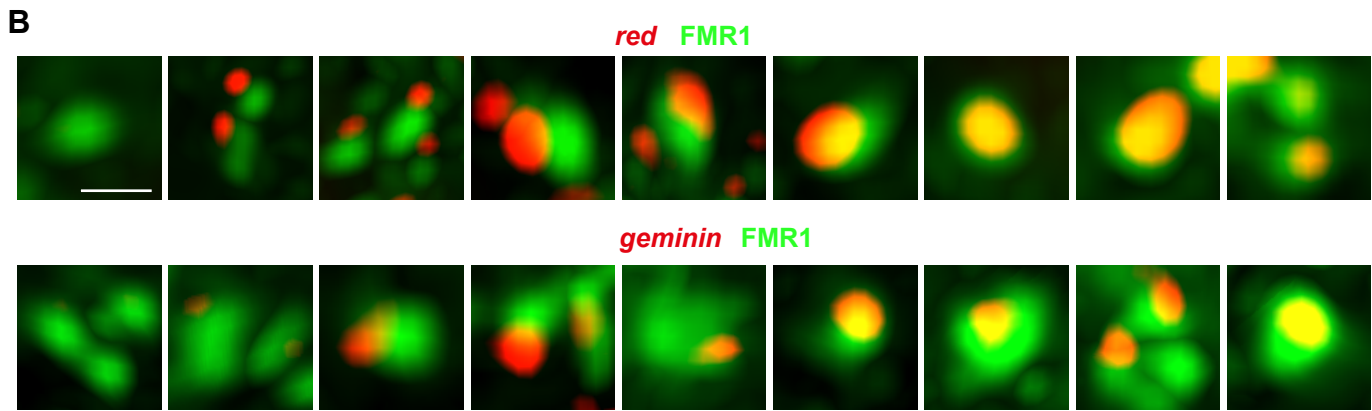

## Legends for Supplemental figures

### ***Suppl figure S1: FMR1 intensity in stress granules and cell survival on arsenite stress, related to Figure 1.***

**A:** Measurement of the fluorescence intensity of FMR1-ADARcd-V5 in stress granules when compared to the cytosolic fraction. Quantification of the ratio (peaks vs dip) in 10 cells/30 granules (A').

**B:** Graph displaying the survival of S2 cells after arsenite treatment (0.5 mM, 4 h) followed by recovery in Schneider's up to 5 days (168 h). Note that 20% of S2 cells die after the arsenite treatment and start growing again after 48 h at a similar rate as their non-treated counterparts.

**C:** Graph displaying the dissolution of stress granules in S2 cells after arsenite treatment (0.5 mM, 4h) followed by recovery in Schneider's from 3 to 168 h.

### ***Suppl figure S2: Frequency of other possible base changes, related to Figure 1.***

**A-C:** Graph displaying the frequency of G>T, T>C or G>A editing events in S2 cells in which the expression of FMR1-ADARcd-V5 was induced for 20 min and 4 h. Note that there were no editing events for these combinations.

### ***Suppl figure S3: Correlation RNA expression levels, related to Figure 2.***

**A:** Heatmap displaying the correlation of RNA expression level between the triplicates of S2 cells.

**B:** Heatmap displaying the correlation of RNA expression level between the edited transcriptome of S2 cells.

### ***Suppl figure S4: FMR1-ADARcd edits transcripts at select sites, related to Figure 2, Figure 7 and STAR methods.***

**A:** Mutation rates at each base along a 500 nt region of the *pzg* transcript. A to G transitions are indicated in red and all other mutation classes in dark grey. The variant sites used to quantify the edit rates per transcript are indicated by light grey vertical lines and are the same in each sample type and treatment. Note that the mutation rates for the A to G position are higher in the induced samples (Schneider's and arsenite).

**B:** Quantification of the observation (made in A) in a genome-wide manner. This further demonstrates that FMR1-ADARcd produces rare, moderately-edited sites. For example, when we compared the distributions of the A to G mutation frequencies on all exonic bases covered by more than 10 reads between the uninduced (green) and induced (blue) and arsenite stressed (red) conditions in S2 cells (left), there were several notable observations. First, the majority of bases are not mutated in any conditions (leftmost bin). Next, certain bases with nearly saturated mutation frequencies are equally abundant in the different treatments (rightmost bins, A to G mutation frequency > 0.9). Finally, a substantial increase in the number of bases with moderate edit frequencies (e.g., approximately between 0.1 and 0.9) is observed. While not as striking, these same behaviors were also seen in the dissociated brain samples. Thus, FMR1-ADARcd produces edits at rare select bases.

However, despite this substantial increase in abundance of moderately-edited bases in the induced and stress conditions, the edited bases are rare. Based on these observations on the nature of the editing signal, variants were identified using these variant positions to quantify editing frequencies. Thus, substantially reducing the influence from other mutational processes (such as sequencing and amplification errors) in our quantification of editing frequencies. Additionally, to reduce the potential influence of genomic variants, we do not consider any positions that are known variants (Ensembl version 95) or those with a mutation frequency greater than 0.95.

**C:** Data processing workflow and example of gene-wise mutation frequency calculation. For each detected A to G variant position, the editing frequency was calculated across all conditions. Per condition all the editing frequencies along a transcript were averaged to get the average editing frequency.

**Suppl figure S5: smFISH depicting the heterogeneity between cells and stress granules, related to Figure 3**

**A:** Visualization of *cbt* and *Khc* RNAs by smFISH in S2 cells (red) showing the heterogeneity in the amount of RNA molecules located in stress granules (FMR1) between different S2 cells. Cells on the far left have stress granules with more RNA molecules than cells on the far right. This suggests a heterogeneity between cells.

**B:** Visualization of *red* and *geminin* mRNAs by smFISH showing that stress granules (marked by FMR1, red) can be heterogenous in RNA content within cells. Stress granules on the far left do not contain the tested RNA molecules, while stress granules on the far right contain many of tested RNA molecules. This suggests a heterogeneity between stress granules within a cell.

Scale bar: 10  $\mu$ m (A), 1  $\mu$ m (B).

# Supplementary material for: Identification of the stress granule transcriptome via RNA-editing in single cells and in vivo
**Source:** Cell Rep Methods. 2022 Jun 20;2(6):100235. doi: 10.1016/j.crmeth.2022.100235
**Supplement:** Document S2. Article plus supplemental information

# Identification of the stress granule transcriptome via RNA-editing in single cells and *in vivo*

## Graphical abstract

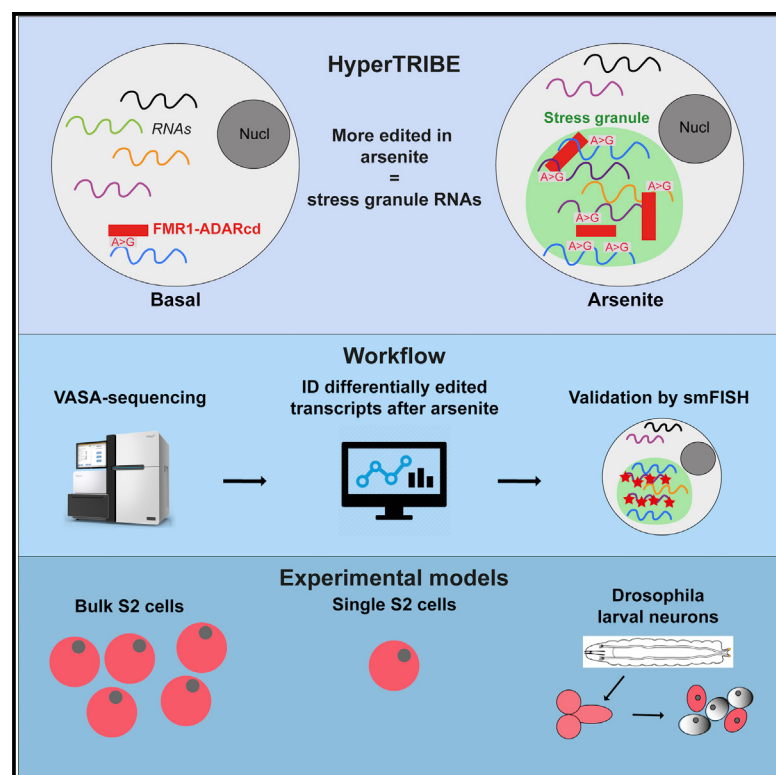

## Authors

Wessel van Leeuwen,  
 Michael VanInsberghe, Nico Battich,  
 Fredrik Salmén,  
 Alexander van Oudenaarden,  
 Catherine Rabouille

## In brief

van Leeuwen et al. adapt an RNA-editing method to identify the stress granule (SG) transcriptome of bulk and single *Drosophila* cells. Fusion of the editing enzyme to FMR1 targets editing of SG transcripts, which are identified via VASA-seq. SG transcripts are involved in ATP binding, cell cycle, and transcriptional regulation.

## Highlights

- Identification of stress granule (SG) RNAs using the RNA-editing method hyperTRIBE
- FMR1-ADAR fusion targets editing of SG transcripts after arsenite treatment
- Application to single and bulk *Drosophila* S2 cells and neurons
- Suitable for single-cell profiling of SG RNAs from small amounts of tissue

## Article

# Identification of the stress granule transcriptome via RNA-editing in single cells and *in vivo*

Wessel van Leeuwen,<sup>1</sup> Michael VanInsberghe,<sup>1</sup> Nico Battich,<sup>1</sup> Fredrik Salmén,<sup>1</sup> Alexander van Oudenaarden,<sup>1</sup> and Catherine Rabouille<sup>1,2,3,4,\*</sup>

<https://doi.org/10.1016/j.crmeth.2022.100235>

**MOTIVATION** Sequencing-based methods for identifying stress granule RNAs (Khong et al., 2017; Namkoong et al., 2018; Padrón et al., 2019) have typically required large amounts of input material and can therefore be challenging for single-cell studies on low-volume, heterogeneous tissues. To address this limitation, we have developed an application of hyperTRIBE that allows the identification of stress granule RNAs in single cells and *Drosophila* neurons.

## SUMMARY

Stress granules are phase-separated assemblies formed around RNAs. So far, the techniques available to identify these RNAs are not suitable for single cells and small tissues displaying cell heterogeneity. Here, we used TRIBE (target of RNA-binding proteins identified by editing) to profile stress granule RNAs. We used an RNA-binding protein (FMR1) fused to the catalytic domain of an RNA-editing enzyme (ADAR), which coalesces into stress granules upon oxidative stress. RNAs colocalized with this fusion are edited, producing mutations that are detectable by VASA sequencing. Using single-molecule FISH, we validated that this purification-free method can reliably identify stress granule RNAs in bulk and single S2 cells and in *Drosophila* neurons. Similar to mammalian cells, we find that stress granule mRNAs encode ATP binding, cell cycle, and transcription factors. This method opens the possibility to identify stress granule RNAs and other RNA-based assemblies in other single cells and tissues.

## INTRODUCTION

Non-membrane-bound compartments represent an important aspect of cell organization. They are formed by phase separation, where solution of seemingly diffuse macromolecules segregates into two distinct phases (Hyman et al., 2014; Gomes and Shorter, 2018). Interestingly, cellular stress induces the formation of many of these compartments (van Leeuwen and Rabouille, 2019), including stress granules (Anderson and Kedersha, 2002; Aulas et al., 2017) that formed around mRNAs after cells have been subjected to many cellular stresses.

The protein content of stress granules has been extensively studied (Jain et al., 2016; Youn et al., 2019; Markmiller et al., 2019; Aulas et al., 2017). The biophysical principles underlying stress granule phase separation has also been elucidated *in vitro* using purified RNA-binding proteins (RBPs) and their RNA binding domains (Patel et al., 2015; Murray et al., 2017; Molliex et al., 2015).

Recently, RNAs have also been shown to be structural components of stress granules (Zhang et al., 2015; Van Treeck et al.,

2018) both *in vitro* and *in vivo*. This is sustained by the demonstration that elements in RNA secondary structure are conducive to phase separation (Langdon et al., 2018). This renders the identification of stress granule RNAs an important biological question.

This has recently been performed in mammalian cultured cells after stress granule core isolation (Namkoong et al., 2018; Khong et al., 2017), cross-linking and immunoprecipitation (Anders et al., 2018), and proximity biotinylation of RNAs (Padrón et al., 2019). These studies revealed that stress granules mainly harbor longer mRNAs that are thought to be more poorly translated by ribosomes. Furthermore, even though a clear enrichment in adenylate-uridylylate-rich elements (AREs) has been established in endoplasmic reticulum-stress driven stress granule mRNAs (Namkoong et al., 2018), a true recruitment motif has yet to be identified, although recent efforts show that AREs and Pumilio recognition elements increase mRNA partitioning into stress granules (Matheny et al., 2021).

However valuable, these techniques are somewhat limited by the step of cell fractionation and stress granule purification or by

RNA pulldown. Consequently, they require a substantial amount of input materials (Wheeler et al., 2016; Jain et al., 2016), thus preventing the analysis of limited/small tissues and single cells. This represents a critical step, as there are now indications that the RNA content of stress granules might be heterogeneous within a cell population (Khong et al., 2017). Furthermore, it might be important to properly compare the differential response to stress of a given cell in its environment (Aulas et al., 2017).

Here, we adapted a method to identify RNAs that are recruited to stress granules, which does not require fractionation and isolation, and that works in single cells and in tissue in a cell-type-specific manner. This method is based on TRIBE (Target of RNA-binding proteins Identified by Editing) first established by the Rosbash group (McMahon et al., 2016). There, a given RBP is fused to the catalytic domain of the DNA/RNA-editing enzyme ADAR (ADARcd) that deaminates adenosine-to-inosine on RNA molecules, which is read out as A-to-G mutations by sequencing. This method has been used to successfully identify the RNA targets of several RBPs in *Drosophila* neurons (McMahon et al., 2016). An activating mutation in ADARcd (TRIBE) has since been shown to increase the editing efficiency of ADARcd by 400% when compared with the original (Xu et al., 2018). The purification-free method we adapted from TRIBE enables the identification of stress granule RNAs in single tissue cultured cells, and in specific tissues, the neurons of the *Drosophila* larval brain.

## RESULTS

### Predictions and experimental setup

To identify the RNA content in stress granules, we adapted the TRIBE method (Xu et al., 2018; McMahon et al., 2016) in such a way that most of the RNA editing takes place in stress granules. The prediction is that the more an RNA is found specifically edited in stress conditions (here arsenite treatment), the more likely it is recruited in stress granules (Figure 1A). As in TRIBE (Xu et al., 2018), we used the RBP FMR1 tagged to ADARcd-V5 (FMR1-ADARcd-V5). Endogenous (Aguilera-Gomez et al., 2017) and GFP-tagged FMR1 (Zacharogianni et al., 2014) are efficiently recruited to stress granules on arsenite stress. FXR1, the mammalian homolog of *Drosophila* FMR1, is largely immobile within stress granules (Marmor-Kollet et al., 2020), in a similar manner to FMR1 (Zacharogianni et al., 2014), potentially reducing its dynamics in and out of the stress granules. Last, fusing ADARcd to FMR1 did not appear to disrupt FMR1 function and its binding to other RBPs and RNAs (Xu et al., 2018). In addition, ADARcd remained functional when fused to FMR1 (Xu et al., 2018).

These edited RNAs (predicted to be in stress granules) will likely include FMR1 clients, but we hypothesize that they will also include RNAs that are clients of other stress granule RBPs that would then be edited *in trans*.

To achieve this, we first verified that FMR1-ADARcd-V5 is indeed efficiently recruited in arsenite-induced stress granules. S2 cell clones stably expressing FMR1-ADARcd-V5 showed its  $8.3 \pm 2.6$ -fold concentration in foci also positive for the RBP Caprin, a known marker of stress granules, in 90% of the cells (Figures 1B and S1A, A'). Arsenite treatment of S2 cells for 4 h is longer than normally used for mammalian cells but we show that it does not result in cell death. S2 cells are still viable after

this treatment and grow again when the stress is removed, despite a loss of 20% (Figure S1B). Interestingly, stress granule dissolution occurs before cells start growing again (Figures S1B and S1C), suggesting that stress granule dissolution precedes growth recovery after stress relief.

Second, to detect a significant differential RNA editing in stress conditions, the RNA editing in basal conditions (non-stressed cells during which FMR1-ADARcd-V5 can edit FMR1 clients independently of their further recruitment in stress granules) should be kept as low as possible. The notion was to find a tradeoff in producing enough of chimeric protein to lead to RNA editing in stress granules without generating a high background in non-stressed conditions. To do so, we expressed FMR1-ADARcd-V5 (which is under control of a copper sulfate inducible metallothionein promoter) for 20 min and 4 h before applying the stress. Four hours of induction of clone 1 resulted in 11.3-fold higher FMR1-ADARcd-V5 expression compared with 20 min (Figure 1C).

Last, we verified that the induction of FMR1-ADARcd-V5 in clone 1 is able to produce detectable editing on transcripts. To detect these, we used a variant caller that locates specific base changes on the transcripts (McKenna et al., 2010) (see [method details](#) section, and below). We identified 1,727 RNAs displaying edited bases. As expected, most of the filtered *de novo* variants detected were A-to-G events (Figure 1D), while other possible nucleotide changes were hardly detected (Figures S2A–S2C). Since the levels of RNA editing after a 4 h induction showed a clear increase when compared with 20 min (Figures 1D and 1E), we chose a 4 h induction of clone 1 in the rest of the experiments.

### RNA editing through ADAR predicts the stress granule transcriptome in S2 cells

To identify RNAs present in stress granules, we used the setup conditions described above (4 h induction in basal condition, i.e., Schneider's) followed by cell incubation with arsenite for 4 h (Figure 2A). Control cells were maintained in Schneider's for the same length of time. An uninduced sample was also included as a control for endogenous editing. Total RNAs from triplicate experiments were generated and sequenced using the new sequencing method VASA-seq (Hollfelder et al., 2022). VASA-seq does not rely on primers binding to the 3' or 5' end of the transcripts. It allows the sequencing of the full transcript and permits the detection of mutations throughout the RNA sequence. This is critical, as editing by ADAR might not be limited to the 3' and 5' UTR due to FMR1 binding its RNA clients mainly in their coding region (Li et al., 2020).

Mapping the reads (read depth of  $1 \times 10^7$  reads) to the *Drosophila* genome (Figure 2A) revealed that over all conditions 7,357 RNAs were detected with an expression level higher than one transcript per million. Lower expression was deemed too low and those were removed. Pairwise correlation analysis of the expression level of the (total and edited) transcriptome between samples and within triplicates revealed proper clustering (Figures S3A and S3B), indicating a high reproducibility between libraries.

We noticed FMR1-ADARcd edits at select sites rather than uniformly across a given transcript. When comparing the conditions (uninduced, Schneider's, and arsenite), the same adenosine appear to be edited. For example, along the 500-nt

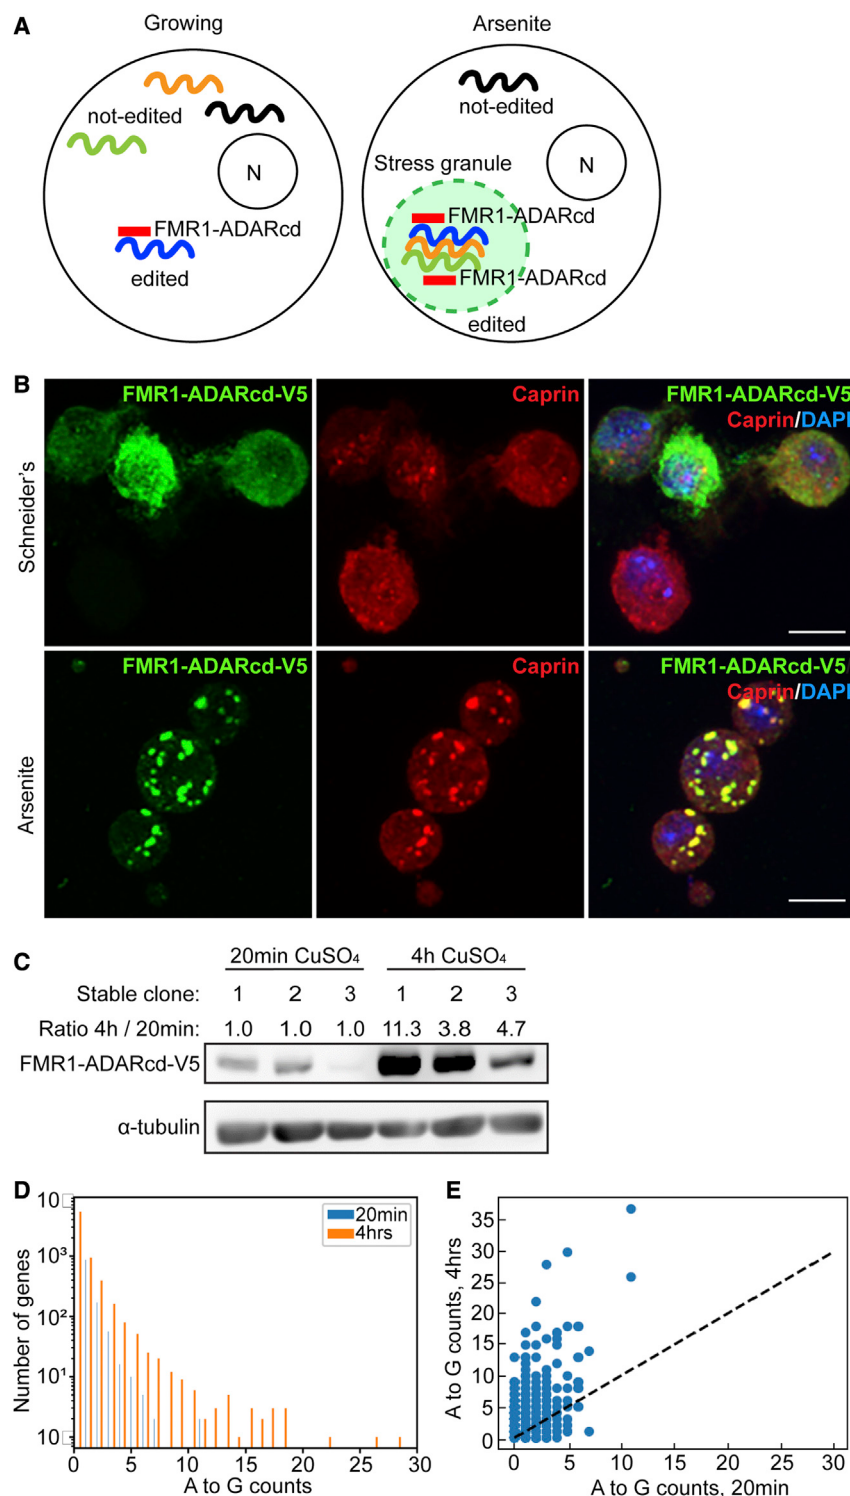

**Figure 1. Adaptation of HyperTRIBE using FMR1-ADARcd-V5 to detect stress granule RNAs**

(A) Schematic overview of our HyperTRIBE adaptation strategy using FMR1-ADARcd-V5 to predict stress granule RNAs. In growing cells, FMR1-ADARcd-V5 binds to its own client RNAs that can be edited in the cytosol. Upon arsenite stress, FMR1-ADARcd-V5 is recruited to stress granules. Allowing ADARcd to edit stress granule RNAs, its clients as well as other stress granule RNAs that are in close proximity.

(B) Immunofluorescence visualization of FMR1-ADARcd-V5 (using anti-V5, green) in S2 cells in Schneider's and in arsenite (0.5 mM for 4 h) leading to localization of FMR1-ADARcd-V5 with the known stress granule marker Caprin (red).

(C) Western blot of S2 cell extract after 20 min and 4 h induction (+CuSO<sub>4</sub>) of different clones expressing FMR1-ADARcd-V5 using an anti-V5 antibody. This number indicated is the ratio "4 h/20 min induction" of the ratio "FMR1-ADARcd-V5/tubulin" for each clone (20 min is therefore 1).

(D and E) Graph displaying the frequency (D) and total (E) of A>G editing events in S2 cells in which the expression of FMR1-ADARcd-V5 was induced for 20 min and 4 h. Scale bar: 10  $\mu$ m (B).

ditions. This reveals that specific adenosines are moderately but specifically edited (Figure S4B).

Consequently, in order to determine the identity of the specific edited RNAs as well as the level of their editing, we used a variant caller (GATK [McKenna et al., 2010]). For each of these specific edited positions, we extracted the total number of mutated bases in each sample in triplicate, and used these to calculate the editing frequency (e.g., 17 of the 53 bases at position 1 are "G," giving a mutation frequency of 0.32 for arsenite) (Figure S4C). The editing frequency was calculated for each specific position across all conditions. All identified variant positions and their corresponding editing frequencies for a gene were then averaged ("average editing frequency") to compare the average editing frequency between conditions (Figure S4C). Note that the calculation of the editing frequency could be done using alternative strategies (please see more in the limitations of the study and STAR Methods).

region in the *pzg* transcript, only five of the 147 adenosines exhibit an increase in mutation frequency between the conditions (vertical lines, Figure S4A). This non-randomness was observed for many of the edited transcripts and was confirmed by a genome wide examination of editing across con-

Using this workflow (Figure S4C), we first determined the level of endogenous editing (Figure S4C), we first determined the level of endogenous editing by comparing the uninduced samples with those maintained in basal condition (Schneider's). The Euclidean distance between samples was then calculated and visualized. In total, we found 2,844 non-edited RNAs and 4,513

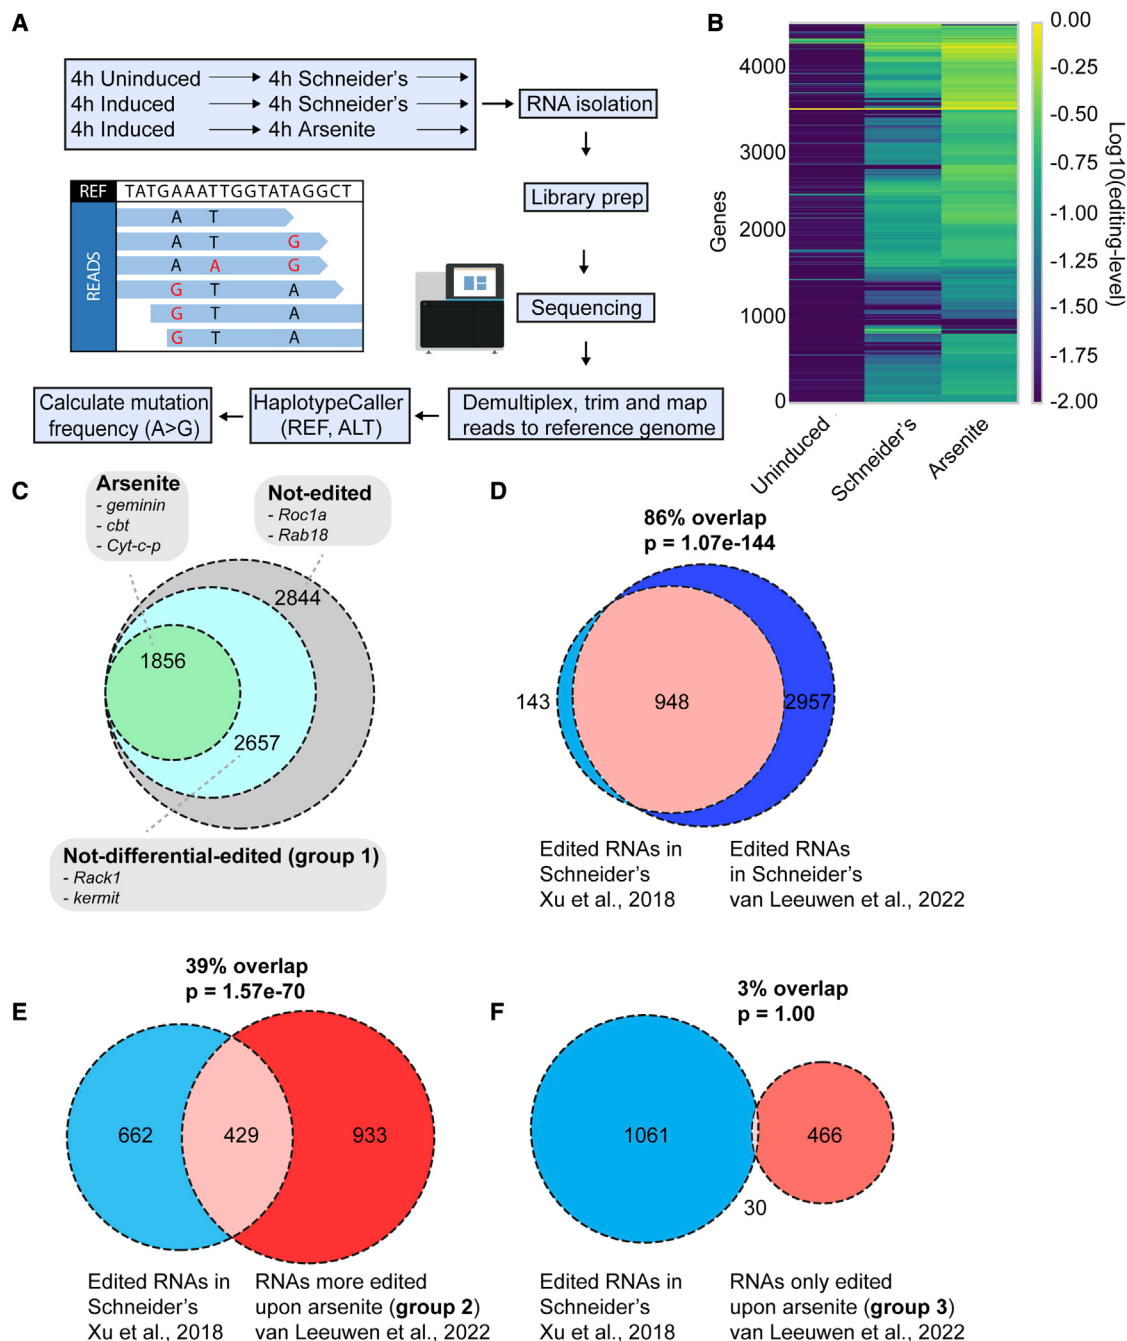

**Figure 2. RNA editing through ADAR predicts the stress granule transcriptome in S2 cells**

(A) Schematic overview of the workflow. After induction of the FMR1-ADARcd-V5 expression for 4 h in Schneider's, cells were either maintained in Schneider's or treated with 0.5 mM arsenite for 4 h. RNA was isolated, and libraries were generated and sequenced. Reads were processed by demultiplexing, trimming and mapping to the reference genome. The mapped reads were consequently subjected to a haplotype caller to detect base editing events (see Figure S4). The frequency of A>G editing events is calculated per gene, per sample and per condition.

(B) Heatmap displaying the editing level per gene and per condition.

(C) Venn diagram depicting the number of RNAs that were significantly ( $p < 0.01$ ) more edited upon arsenite after applying the Empirical Bayes statistical test. (D) Venn diagram depicting the percentage of RNAs that are edited in Schneider's and that overlap with the established FMR1 clients (1,091) (Xu et al., 2018). The overlap ( $p$  value) was calculated using a Hypergeometric test.

(E and F) Venn diagram depicting the percentage of RNAs that were more edited in Schneider's and more edited upon arsenite (group 2, E), RNAs that were only edited upon arsenite (group 3, F) and that overlap with the established FMR1 clients (Xu et al., 2018).

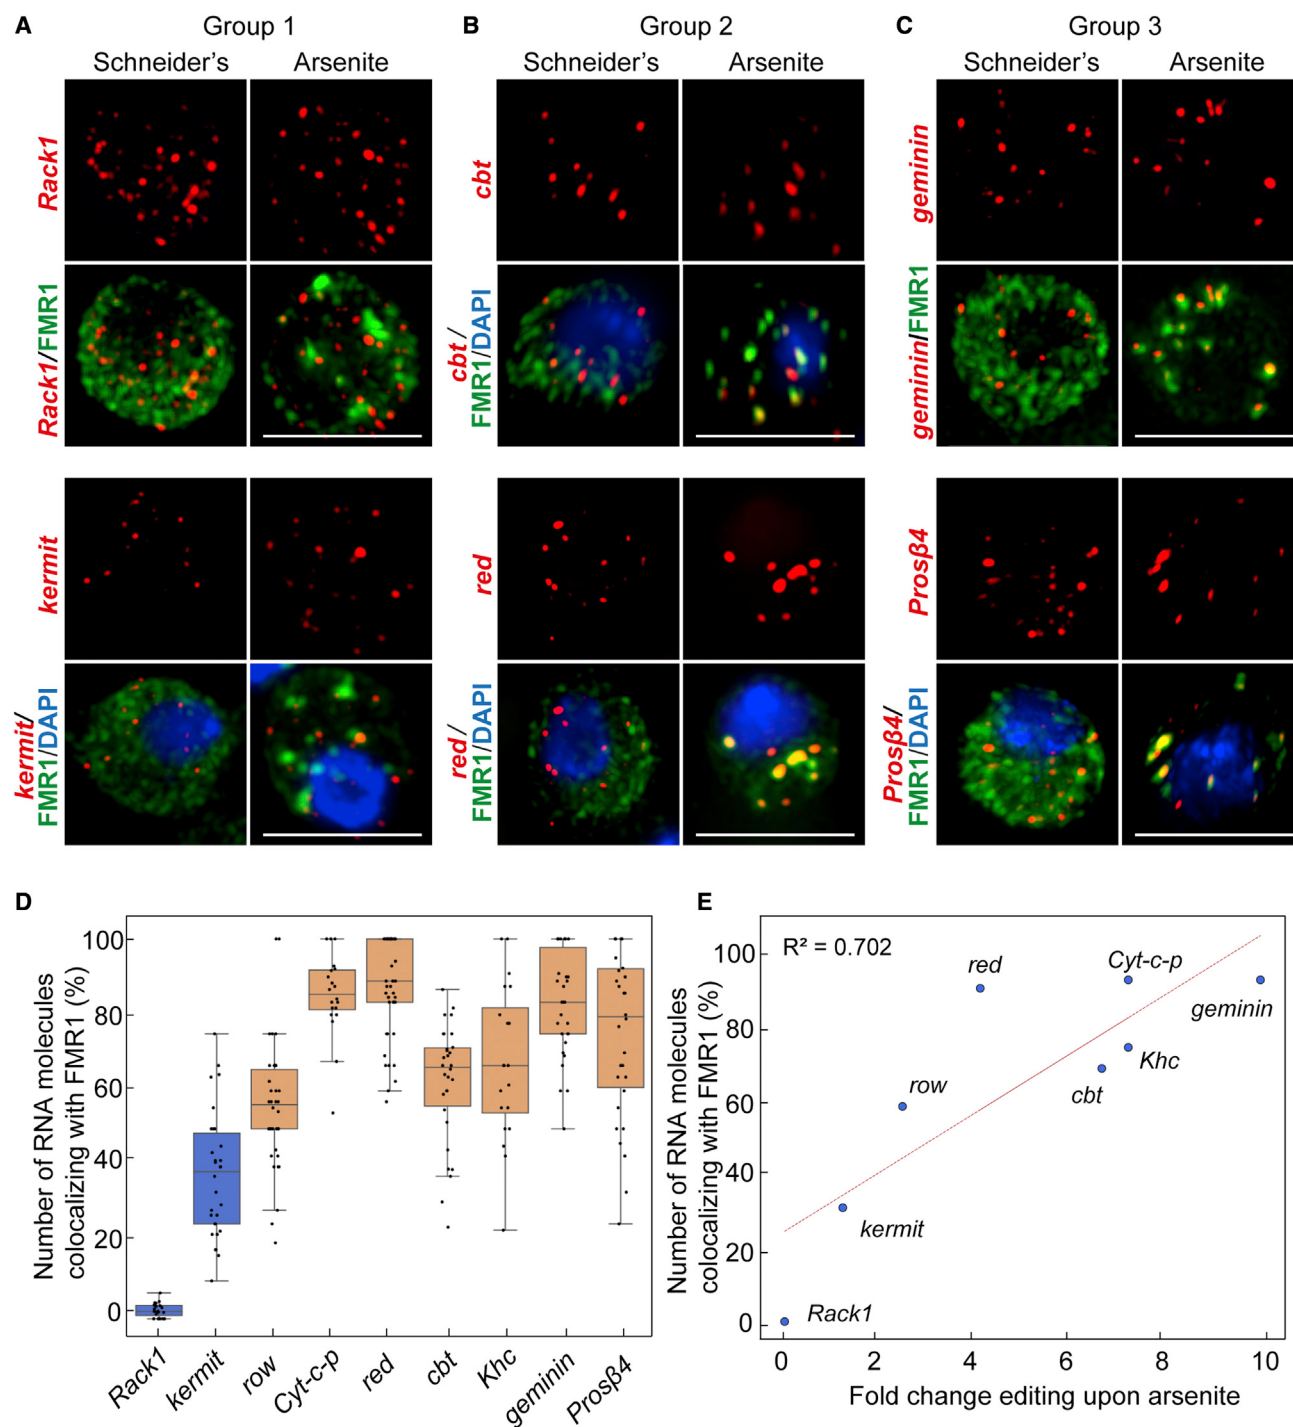

**Figure 3. Potential stress granule RNAs identified by RNA editing are validated by single-molecule FISH**

(A) Visualization by smFISH of *Rack1* and *kermi1* mRNAs (group 1).

(B) Visualization by smFISH of *cbt* and *red* mRNAs (group 2).

(C) Visualization by smFISH of *geminin* and *Prosβ4* mRNAs (group 3).

(D) Quantification of the number per cell of RNA molecules in stress granules (colocalization with FMR1).

(E) Scatterplot displaying the number of RNA molecules in stress granules (FMR1 positive) versus the fold change editing upon arsenite compared to Schneider's.

Scale bar: 10 μm (A, B, C).

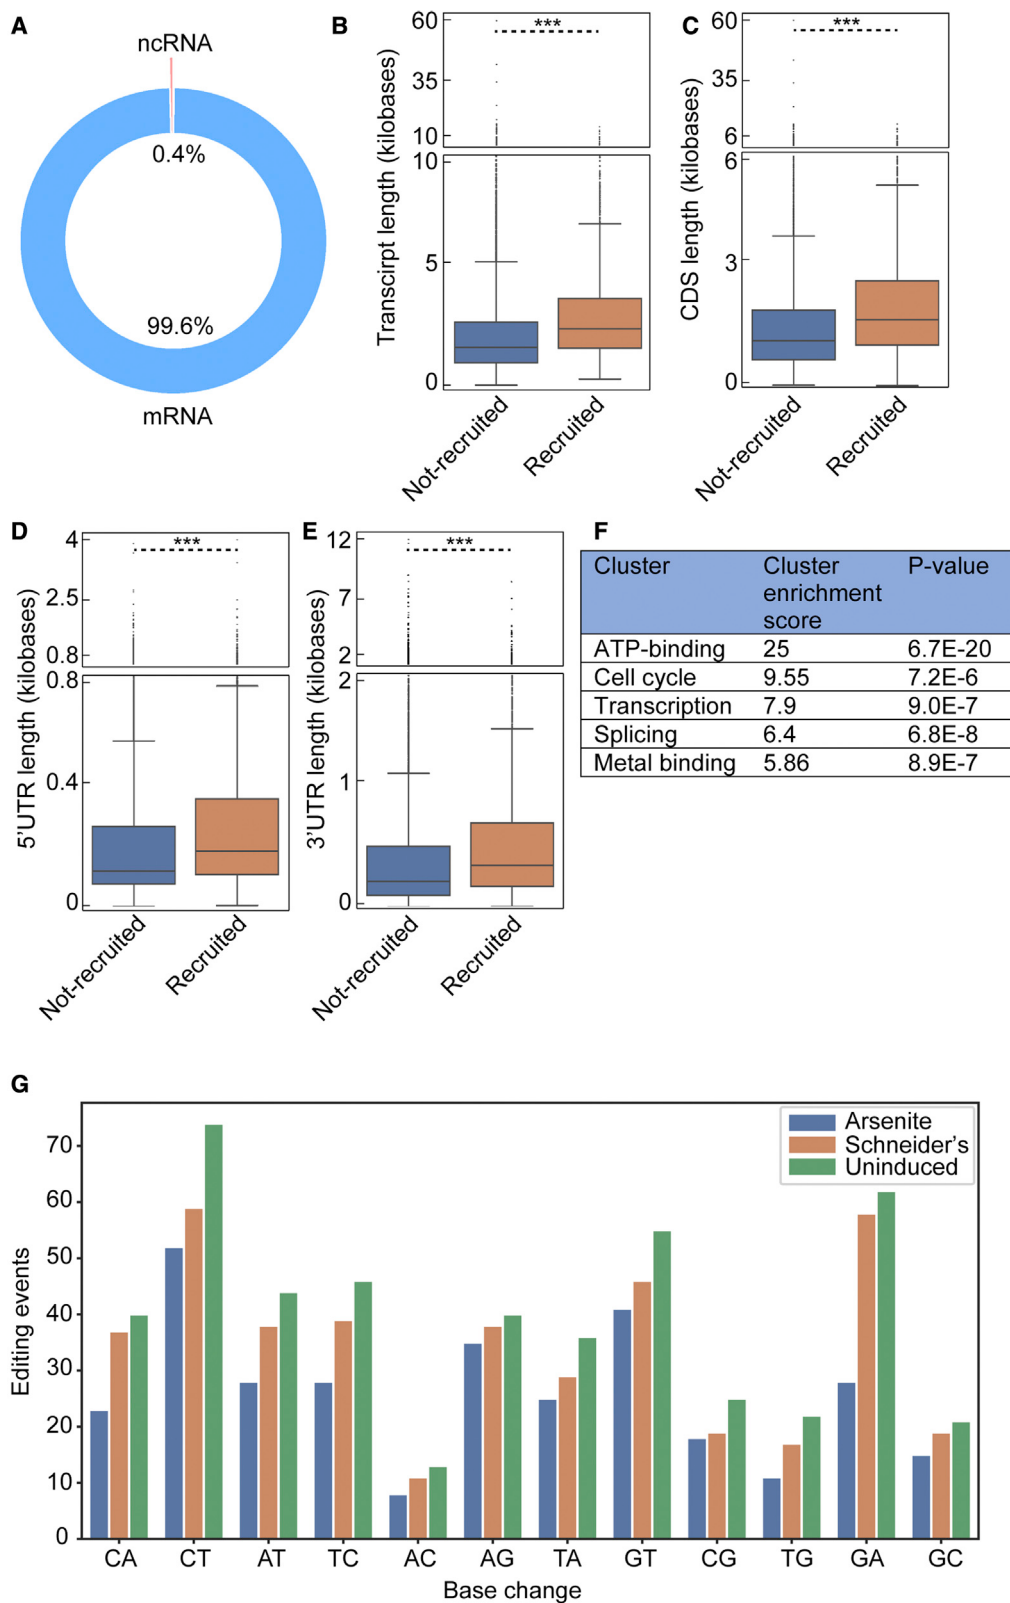

(legend on next page)

FMR1-ADARcd edited RNAs, including 905 RNAs endogenously edited at a low level (Figures 2B, Table S1, Figures S4A and S4B).

When comparing samples in Schneider's with those treated with arsenite, we found that, as predicted, the editing extent was higher in arsenite stress than in Schneider's (Figures 2B, S4A, and S4B). In addition, some genes appear only edited in arsenite and not in Schneider's (Figure 2B). To identify the RNAs only or more edited upon arsenite stress, we set that the average editing frequency of RNAs from the "arsenite" triplicates should be significantly higher than the average editing frequency in Schneider's (basal condition) ( $p < 0.01$ ) using the Empirical Bayes test. Using this definition, 2,657 RNAs (group 1), such as *Rack1* and *kermit*, were found not to be differentially edited (Figures 2C and Table S1).

Conversely, 1,856 RNAs were found to be more edited upon arsenite when compared with Schneider's (Figures 2B and 2C and Table S1, see also alternative strategy in STAR Methods). These were divided into two groups. Group 2 contains 1,362 RNAs (73%), such as *row*, *Cyt-c-p*, *red*, *cbl*, and *Khc*, that were also edited at low level in basal conditions. Conversely, group 3 (496 RNAs, 27%), which includes *geminin* and *Prosβ4*, were only edited under arsenite stress. According to our predictions, groups 2 and 3 RNAs are predicted to be enriched in stress granules (see below).

We then compared the RNAs we found edited in Schneider's with the list of FMR1 clients established by the Rosbash group (Xu et al., 2018), using a geometric test. The overlap was 86%, showing the reliability of our method in detecting FMR1-ADARcd editing (Figure 2D).

We then assessed whether the RNAs of groups 2 and 3 are FMR1 clients. As above, we compared these RNAs with the list of FMR1 clients established by the Rosbash group (Xu et al., 2018). Group 2 RNAs (edited in Schneider's but more edited in arsenite) present a 39% overlap (429 RNAs) with these clients (Figure 2E, Table S2). Group 3 RNAs (only edited only upon arsenite) overlap with the list of the FMR1 clients by 3% (30 RNAs) (Figure 2F and Table S2). Altogether, only 25% (459 of the 1,856 RNAs) are FMR1 clients.

Taken together, these results show that we have potentially identified 1,856 RNAs that recruited to stress granules upon arsenite stress. Furthermore, the stress granule RNAs we retrieved do not appear to be simply FMR1 clients that are passively bound to FMR1-ADARcd upon its recruitment to the stress granules.

### Validation of identified stress granule transcriptome by smFISH

To validate our prediction, i.e., to show that group 2 and 3 RNAs are indeed localized and enriched to arsenite-induced stress granules, we used single-molecule fluorescence *in situ* hybridization (smFISH). Group 1 RNAs (such as *Kermit* and *Rack1*)

are non-differentially edited upon arsenite, and are therefore predicted not to be enriched in stress granules. Indeed, only 2% of *Rack1* RNA and 29% of *kermit* RNA overlap with stress granules (Figures 3A and 3D). Interestingly, *Rack1* is a clear FMR1 client (Xu et al., 2018). Yet, *Rack1* is not recruited in stress granules upon coalescence of its RBP.

Conversely, smFISH analysis revealed that RNAs of group 2 (such as *row*, *Cyt-c-p*, *red*, *cbl*, and *Khc*) and of group 3 (*geminin* and *Prosβ4*) all strongly co-localize (from 54% to 83%) with endogenous FMR1 in stress granules (Figures 3B, 3C, and 3D), validating their enrichment in stress granules.

Furthermore, we established a significant relationship between the fold change in editing frequency of a given RNA (between arsenite and Schneider's) and the fraction of these RNA molecules localized in stress granules (quantified by smFISH). We observed an increased fold in editing that positively correlates with the localization in stress granules ( $R^2 = 0.702$ , Figure 3E). For example, *cbl* is edited 6.7-fold higher in arsenite when compared with Schneider's, and 62% of *cbl* RNA molecules localize to stress granules. Conversely, the fold change in editing for *Rack1* is 0.7 and the fraction of *Rack1* RNAs in stress granules is 2%. This strong correlation indicates that the higher the fold change in editing the most likely RNAs localize in stress granules.

Overall, the successful smFISH validation of these 9 RNAs (all chosen randomly, except *Rack1*) in stress granules suggests that the 1,856 RNAs that are differentially edited upon arsenite are potentially enriched in stress granules (see discussion).

### Arsenite-induced stress granules contain long mRNAs that encode ATP binding, transcription, cell cycle, and splicing factors

We then asked whether the 1,856 predicted stress granule RNAs have common and specific features. First, we found that ~99.6% are mRNAs and ~0.4% are non-coding RNAs (ncRNAs) (Figure 4A). The stress granule transcripts are 1.3-fold longer than the mRNAs predicted not to be in stress granules (Figure 4B), an increase that is not specific to the coding sequence (CDS), 5' UTR, and 3' UTR (Figures 4C–4E). Finally, a gene ontology (GO) analysis on the stress granule mRNAs showed a gene enrichment in ATP binding (kinases, chaperones, and cytoskeleton), transcription factor, RNA splicing, and cell cycle factors (Figure 4F).

Since VASA-seq is able to detect pre-mRNAs, we use the same variant caller approach as above on intronic RNA sequences. We found a low level of endogenous editing of these sequences. We also did not observe a significant increase in A-to-G editing between the uninduced and Schneider's (Figure 4G), indicating that pre-mRNAs are not edited by FMR1-ADARcd-V5 in growing conditions. Moreover, A-to-G base changes were not dominantly present when compared

### Figure 4. Features of the identified stress granule RNAs

(A) Chart depicting the types of RNAs predicted to be in stress granules.

(B–E) Boxplots displaying the length of transcripts (B), CDS (C), 5'UTRs (D), and 3'UTRs (E) of the mRNAs predicted to be in stress granules (recruited) and of the RNAs that were predicted not recruited. \*\*\*p value < 0.001 (Mann-Whitney U test).

(F) Gene enrichment analysis (using DAVID) of the RNAs predicted to be localized in stress granules upon arsenite.

(G) Editing events per possible base change in intronic RNA sequences of bulk S2 cells.

with all other nucleotide base changes. Specific A-to-G editing also did not increase upon the arsenite condition. Therefore, we predict that pre-mRNAs are likely not present in stress granules in agreement with (Khong et al., 2017).

Together, these features suggest that stress granules may harbor and protect long mRNAs that encode proteins necessary for the cells to thrive once the stress is relieved.

### Identification of stress granule RNAs in single cells

There are clear indications that the RNA content of stress granules might be heterogeneous within a cell population (Khong et al., 2017). Our own smFISH data revealed that, overall, each cell does not have the same stress granule RNA enrichment as its neighbor (Figure S5A). The existing published techniques investigating the RNA content of stress granules require a substantial amount of material (see introduction), which makes single-cell analysis difficult. Given that our adapted hyperTRIBE technique does not require purification and pulldown, we tested the ability of this method (when combined with VASA-seq) (Hollfelder et al., 2022) to identify stress granule RNAs in single cells.

The editing efficiency in bulk S2 cells was high enough to attempt detecting RNA editing in single cells. The same procedures as above resulted an average read depth of 70,000 reads per cell. After applying the variant caller, we observed a significant enrichment in A-to-G editing compared with all other possible nucleotide base changes (Figure 5A), indicating that hyperTRIBE can be used to detect RNA editing in single cells (pseudobulk of combined 360 analyzed single cells). As in bulk (see above), we determined the mean editing frequency per gene per cell. Interestingly, as in bulk (Figures 2B, S4A, and S4B), the editing activity upon arsenite treatment was found significantly higher when compared with Schneider's (Figure 5B). Yet, not all single cells display high levels of editing. Some did not show editing, correlating with a very low expression of FMR1-ADARcd (Figure 5C).

In the pseudobulk, we identified 2,303 RNAs that were more edited upon arsenite, which show a significant overlap (64%) with the 1,856 RNAs found by bulk sequencing (Figure 5D). Notably, we found that most of the RNAs validated with smFISH to be enriched in stress granules were also significantly edited in pseudobulk, showing the reliability of the single-cell analysis (Figure 5E).

By comparing the editing frequency per gene in all cells, we observed the largest variation between conditions (Schneider's and arsenite), not within a given condition. There, only a small degree of variation in the editing level between the cells is observed, suggesting a low level of heterogeneity (Figure 5F). Taken together, using our adaptation of the hyperTRIBE method, stress granule RNAs can be reliably identified in single cells, as they are similar to the stress granule RNAs found in bulk S2 cells.

### Identification of stress granule RNAs in *Drosophila* neurons

We then tested whether this hyperTRIBE-based method could be used to establish the RNA content of stress granules in specific cell types in primary tissues, and we focused on neurons of the *Drosophila* third instar larval brain. We sought to specifically

express the FMR1-ADARcd-V5 fusion in *Drosophila* neurons, while allowing for precise temporal control to limit basal editing in unstressed conditions. To achieve this, we used the geneswitch/Gal4 system (Osterwalder et al., 2001) in which a modified Gal4/UAS system (Phelps and Brand, 1998) can lead to increased protein expression upon addition of the drug RU486 (here for 14 h). To limit the expression to neurons, we selected the pan-neuronal *elav*-geneswitch-Gal4. Thus, FMR1-ADARcd-V5 was specifically expressed in *Drosophila* neurons by bathing third instar larvae in RU486 (Figure 6A).

Dissection and dissociation of brains into isolated cells (neurons and glia) showed that 80% of them expressed FMR1-ADARcd-V5 (Figures 6B and 6B'), whereas there was no detectable expression in the absence of the drug. We confirmed that FMR1-ADARcd-V5 was solely expressed in neurons and not in glial cells. Indeed, FMR1-ADARcd-V5 was only expressed 9% in Repo positive (glial) cells (Figures 6C and 6C'), while 93% of the *elav*-positive cells did express FMR1-ADARcd-V5 (Figures 6D and 6D'). These data indicate that the *elav*-GeneSwitch-Gal4 driver allows the expression of FMR1-ADARcd-V5 specifically in neurons. Last, we tested whether dissociated neurons form FMR1-ADARcd-V5 positive stress granules upon arsenite treatment. Ninety-one percent of the dissociated neurons form stress granules (Caprin positive) very efficiently (i.e., they form at least one stress granule per cell) upon 4 h incubation with arsenite (Figure 6E). As expected, these stress granules contain polyadenylated RNAs as shown by RNA FISH using an oligo(dT) probe (Figure 6F). These results show that when stressed by arsenite, larva brain neurons form *bona fide* stress granules where FMR1-ADARcd-V5 is recruited, as in S2 cells.

### RNA editing through ADAR predicts the stress granule transcriptome of dissociated *Drosophila* neurons

We sequenced the total RNA isolated from biological triplicates of dissociated neurons from the uninduced, Schneider's, and arsenite-stressed conditions. Across all conditions, we detected the editing of 4,137 RNAs including 870 endogenous edited RNAs at very low levels (Figure 7A and Table S3). Of the 4,137 edited RNAs, 3,739 RNAs, such as *Rack1*, were not differentially edited (group 1) and are predicted not to be in stress granules (Figure 7B and Table S3). Conversely, 398 RNAs were significantly more edited upon arsenite stress ( $p < 0.01$ , Empirical Bayes test) and are predicted to be in stress granules (Figures 7B and Table S3).

As for S2 cells, group 2 RNAs (edited in basal conditions but significantly more upon arsenite), contain 326 (82%) RNAs, such as *row*, *mira*, and *Src42A*. Group 3 (only edited upon arsenite) contains 72 RNAs (18%), such as *wal* and *elF6*.

As for S2 cells, RNAs from both group 2 and 3 are predicted to be in stress granules. To validate this, we used smFISH as above, and show that *row*, *wdn*, and *wal* RNA are localized in arsenite-induced stress granules in the neurons of wild-type flies (Figures 7C and 7C'). Conversely, and similar to S2 cells, *Rack1* is not enriched in stress granules, as predicted. These data indicate that, as for S2 cells, transcripts that were predicted to be in stress granules through RNA editing are indeed localized in stress granules.

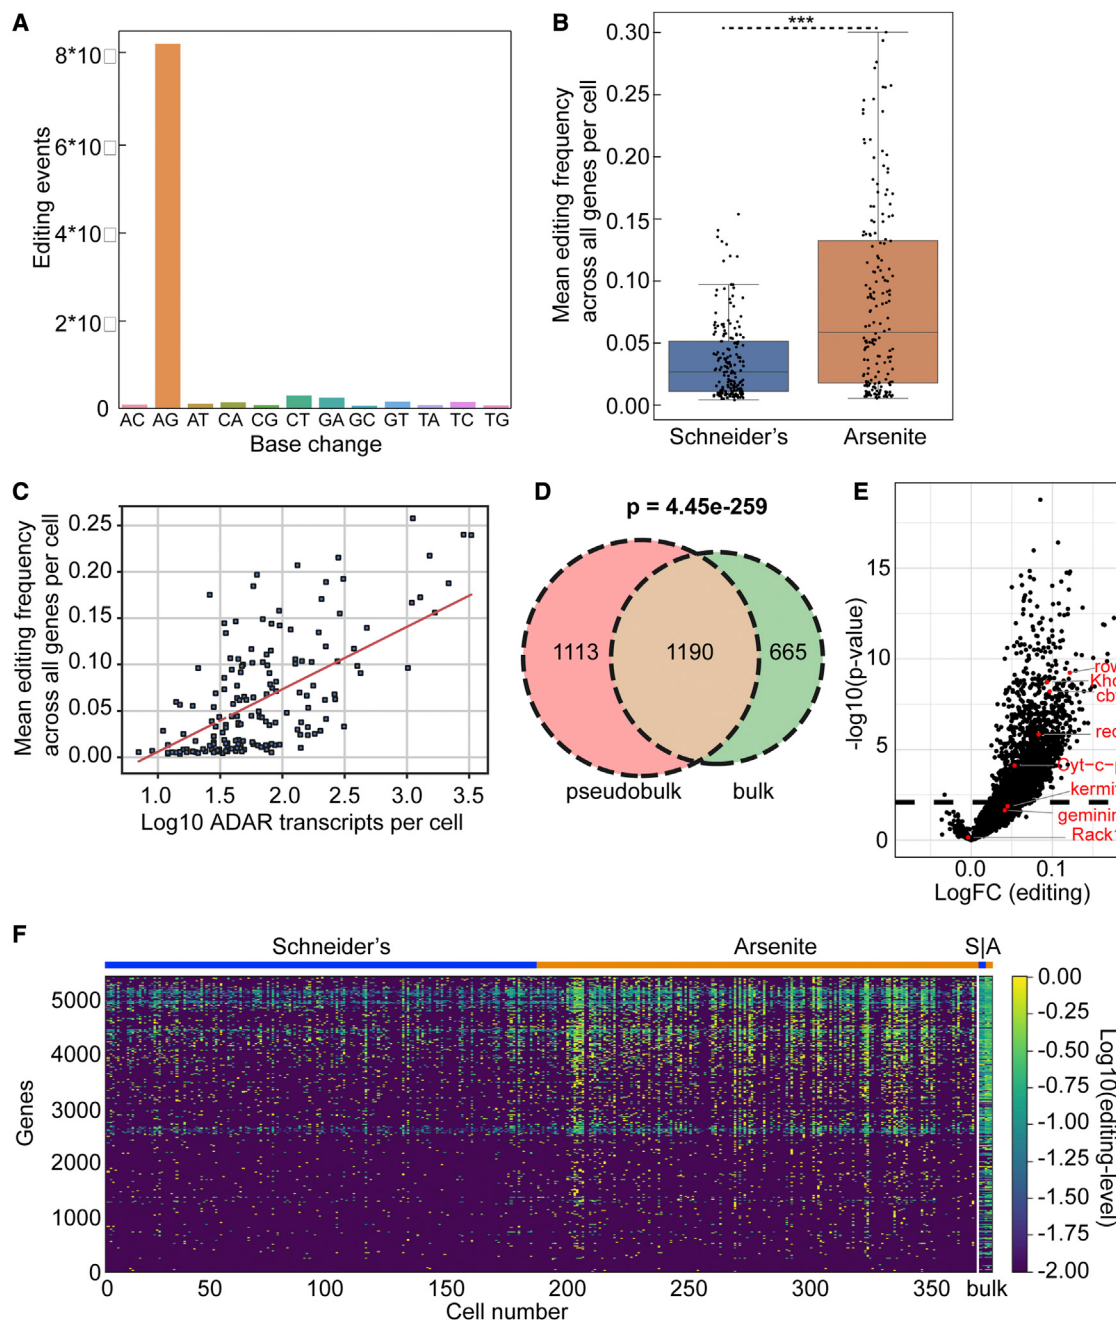

**Figure 5. Identification of stress granule RNAs in single cells**

(A) Countplot displaying the number of editing events per possible base change in single cells.  
 (B) Boxplot of the mean editing frequency of all genes per single cell for each condition. Each black dot represents a single cell. \*\*\*p value < 0.001.  
 (C) Scatterplot displaying the mean editing frequency (A-to-G) over all genes per single cell versus the number of ADAR transcripts per cell.  
 (D) Venn diagram depicting the overlap of RNAs significantly (p < 0.01) more edited upon arsenite in bulk and in pseudobulk (pooled single cells).  
 (E) Volcano plot depicting the log-fold change in editing and the significance (p < 0.01, dashed line) for all detected RNAs in pseudobulk.  
 (F) Heatmap of the editing level per gene per single cell (360 cells in total). The last column is from bulk sequencing (S = Schneider's, A = arsenite).

### Arsenite-induced stress granules in S2 cells and neurons share the same RNAs

The majority (~99.7%) of RNAs predicted to be recruited to neuronal stress granules are coding mRNAs with only

~0.3% of ncRNAs (Figure 7D). They are on average longer than mRNA not recruited in stress granules (Figures 7F–7H). The gene analysis revealed that, as in S2 cells, the predicted stress granule RNAs show an enrichment

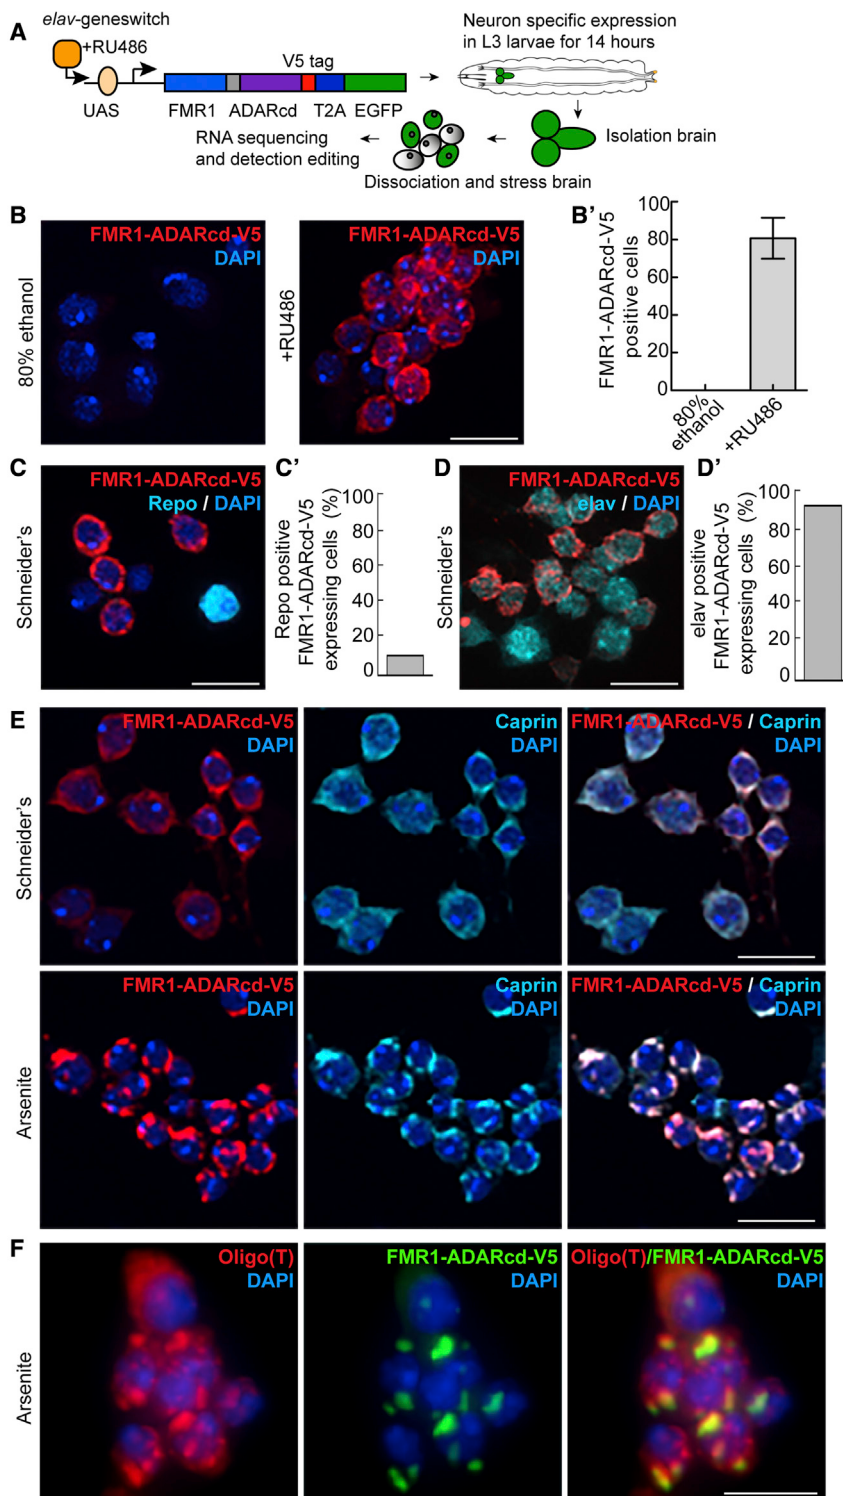

**Figure 6. Stress granule formation in *Drosophila* neurons**

(A) Schematic overview of the workflow. *elav*-Geneswitch-Gal4/FMR1-ADARcd-V5 expressing third instar larvae were exposed to RU486 by larval bathing to allow the expression of FMR1-ADARcd-V5 specifically in neurons. The dissociated brain cells were exposed to 0.5 mM arsenite for 4 h. Finally, the total RNA was isolated, sequenced, and the RNA editing analyzed.

(B) Immunofluorescence visualization of FMR1-ADARcd-V5 (anti-V5, red) in dissociated *Drosophila* brain cells from mock (80% ethanol) and RU486 (3 mg/mL) bathed third instar larvae. Quantification in (B').

(C and D) Immunofluorescence visualization of FMR1-ADARcd-V5 (anti-V5, red), the glial cell marker Repo (cyan, C) and the neuronal marker Elav (cyan, D) in dissociated *Drosophila* brain cells. Quantification in (C' and D').

(E) Immunofluorescence visualization of FMR1-ADARcd-V5 (anti-V5, red) in dissociated *Drosophila* brain cells upon incubation in Schneider's and upon arsenite (0.5 mM for 4 h) leading to FMR1-ADARcd-V5 localization in stress granules together with Caprin (green).

(F) Visualization of polyadenylated mRNAs (red) in arsenite-stressed (0.5 mM for 4 h) neurons by RNA FISH using an oligo(T) probe, in FMR1-ADARcd-V5 positive stress granules. Scale bar: 10 μm (B, C, D, E); 5 μm (F).

ules in S2 cells (Figure 7J). GO-term analysis confirmed an enrichment for neuron-related factors/proteins, such as *mira* and *Nrt* in the remaining 39%.

## DISCUSSION

Here, using our adaptation of RNA editing via hyperTRIBE (using FMR1-ADARcd) combined to VASA-seq (a sequencing method allowing the detection of editing events along the whole RNA sequence) (Hollfelder et al., 2022), and smFISH, we show that the RNA content of stress granules can be reliably identified not only in bulk cells but also in single *Drosophila* S2 cells, and in tissues (*Drosophila* neurons).

### Identification of stress granule transcriptome in bulk S2 cells

In bulk S2 cells, we identified 1,856 potential stress granule RNAs, seven of them validated by smFISH. Importantly, only

for genes encoding ATP binding, transcription, cell cycle factors (Figure 7I).

Performing a parallel analysis in *Drosophila* S2 cells and neurons, we established that 61% of the 398 RNAs predicted to be in neuronal stress granules are also predicted to be in stress gran-

25% of these RNAs are expected to be clients of FMR1. As in mammalian (Khong et al., 2017; Namkoong et al., 2018; Padrón et al., 2019) and yeast cells (Khong et al., 2017), the majority of the stress granule RNAs in S2 cells are mRNAs that are longer (here 30%) than their non-recruited counterparts. Longer

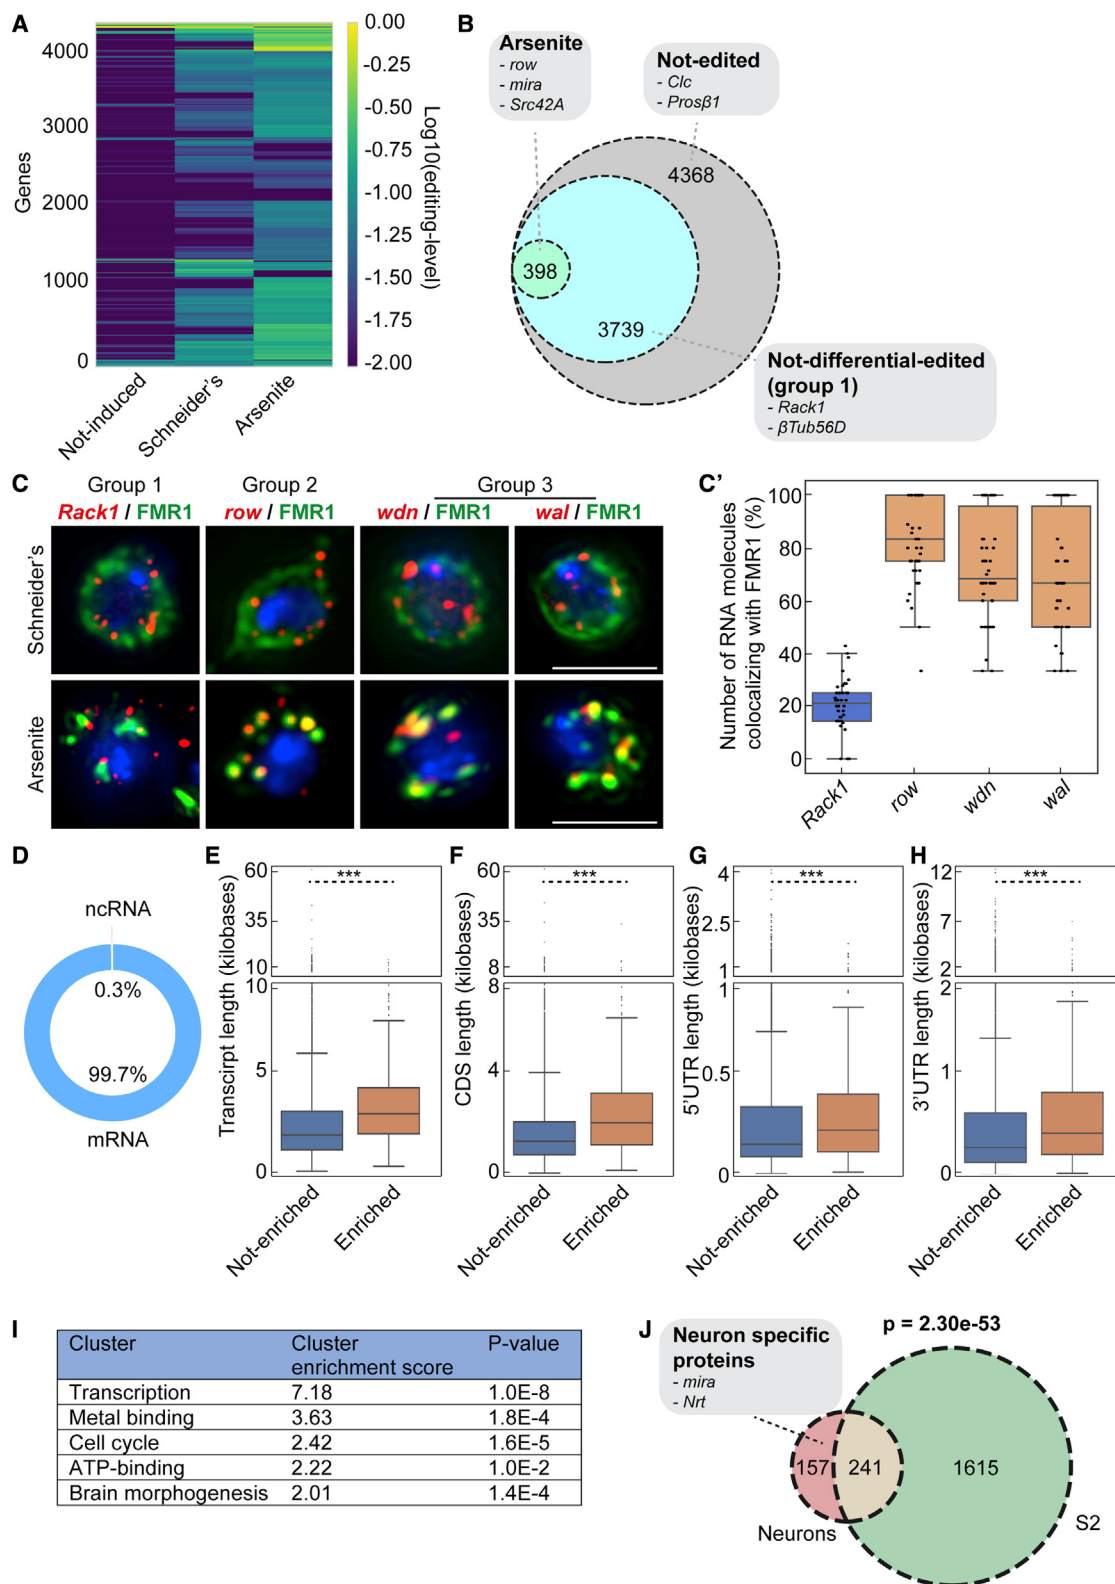

(legend on next page)

mRNAs may potentially have more binding sites for RBPs that are proposed to be major driving factors in stress granule partitioning (Maharana et al., 2018; Matheny et al., 2021; Banani et al., 2017; Jain and Vale, 2017; Molliex et al., 2015; Murray et al., 2017; Patel et al., 2015). They may also extend beyond the stress granule physical boundaries where they might interact with, and pull, cytoplasmic RNAs within stress granules (Moon and Parker, 2018). Indeed, RNA-RNA interactions are proposed to contribute to stress granule assembly (Van Treeck and Parker, 2018), and this is reinforced by the notion that RNAs themselves can phase separate (Langdon et al., 2018).

Conversely, we found fewer ncRNAs (0.4%) in the *Drosophila* S2 stress granule transcriptome when compared with what is reported for mammalian stress granules (22%) (Khong et al., 2017). This may partially be explained by the fact that *Drosophila* cells contain a number of ncRNA loci 8-fold lower than mammalian cells (1,119 and 9,277, respectively) (Derrien et al., 2012; Young et al., 2012). Last, in agreement in mammalian cells (Khong et al., 2017), pre-mRNAs are not predicted to be in stress granules.

GO analysis of the S2 cell stress granule mRNAs shows enrichment in ATP binding, transcription, cell cycle, and RNA splicing factors that also compare well the stress granule mRNA complement in NIH3T3 cells (Namkoong et al., 2018). These similarities indicate that a common core of stress granule RNAs might be conserved across evolution.

### Stress granule transcriptome in single S2 cells

When compared with other published techniques, the RNA-editing-based method we used here has the major advantage to require neither stress granule isolation, nor the RNA immunoprecipitation. We found that the edited RNAs overlap by 64% between the pseudobulk (360 cells) and the bulk (2 million cells), showing the reliability and the potential of the approach. The analysis of these editing events did not reveal a heterogeneity between cells, either those kept in basal conditions, or those exposed to arsenite. Perhaps sequencing deeper would reveal a heterogeneity within a condition. However, in cultured S2 cells, this is not necessarily expected. Our method could therefore be used for the detection of stress granule RNAs in rare cells *in vivo*, either forming a small tissue or disseminated into larger tissues.

### *Drosophila* neurons

In this regard, using genetic tools to control spatial and temporal expression of ADARcd, we show that hyperTRIBE can be adapted to specifically identify the arsenite-triggered stress granule transcriptome in *Drosophila* neurons. Neuronal stress granules

contain fewer RNAs (~5% of the expressed transcriptome) than S2 cells (~25%). Ruling out technical differences in ribosome removal and sequencing, these differences might be due to a lower editing efficiency per transcript in neurons. Indeed, there were fewer editing events per transcript in neurons when compared with S2 cells, although the number of edited transcripts was roughly the same in both, as was the expression of FMR1-ADARcd (estimated by immunofluorescence). The reasons for this lower editing efficiency are not clearly understood.

Despite these differences, 398 RNAs predicted to be in neuronal stress granules have been identified and three were validated (*row*, *wdn*, and *wal*). As in S2 cell stress granules, they are mainly longer mRNAs displaying a similar enrichment for ATP binding, transcription, and cell cycle factors.

The identification of the stress granule transcriptome could be extended to mammalian cells and tissues by using TET-on inducible systems or by specific conditional CRE promoters to ensure tissue and time specificity. Recently, hyperTRIBE was shown to be able to detect protein-RNA interactions in mammalian cells (Biswas et al., 2020). This could also be easily followed by single-cell analysis, to not only investigate the stress granule RNA content in specific cell type, but also to address their heterogeneity of their response.

### Single-molecule FISH

Of the potential stress granule RNAs that we have identified, nine have been validated by smFISH in S2 cells and neurons, plus two, which are predicted not to be. An extended validation could be performed using multiplex smFISH (Maynard et al., 2020), potentially revealing whether stress granules are populated with all RNAs identified, or a subset of them, and in which ratio. Our smFISH in S2 cells has begun to reveal such a stress granule heterogeneity (Figures S5A and S5B). If this was confirmed in a systematic manner, understanding what governs this heterogeneity could reveal important principles governing stress granule formation.

### Why are RNAs recruited to stress granules?

One of the large questions in the stress granule field is why mRNAs are recruited in stress granules. Besides their structural role that has been proposed recently (Van Treeck and Parker, 2018; Langdon et al., 2018), one general hypothesis is that stress granules form upon stress to protect RNAs from degradation after translation stalls and that RNAs are no longer covered in ribosomes. When stress is relieved, these protected and capped mRNAs recruited to stress granules could be immediately

**Figure 7. RNA editing through ADAR predicts the stress granule transcriptome of dissociated *Drosophila* neurons**

- (A) Heatmap displaying the editing level per gene and per condition.  
 (B) Venn diagram depicting the number of RNAs that were significantly ( $p < 0.01$ ) more edited upon arsenite after applying the Empirical Bayes statistical test on the data set.  
 (C) Visualization of *row*, *wdn*, *wal*, and *Rack1* mRNA (red) by smFISH in wild-type neurons. *Row*, *wdn*, and *wal* were all more significantly ( $p < 0.01$ ) more edited upon arsenite compared with Schneider's in neurons, while *Rack1* is not. Stress granules are marked with endogenous FMR1 (green). Quantification of the number of RNAs co-localizing with FMR1 (stress granules) in (C').  
 (D) Chart depicting the types of RNAs in stress granules.  
 (E–H) Boxplots displaying the length of transcripts (E), CDS (F), 5'UTRs (G), and 3'UTRs (H) of the mRNAs predicted to be in stress granules (recruited) and of the mRNAs that were predicted not recruited in neurons. \*\*\* $p$  value  $< 0.001$  (Mann-Whitney  $U$  test).  
 (I) Gene enrichment analysis of the RNAs predicted to be localized in stress granules upon arsenite in neurons (cluster analysis using DAVID).  
 (J) Venn diagram depicting the overlap of RNAs significantly ( $p < 0.01$ ) more edited upon arsenite in S2 cells and in *Drosophila* neurons. Scale bar: 3  $\mu$ m (C).

translated, enabling the cells to thrive again and gain a fitness advantage. In this regard, stress granule formation has been shown to allow cell survival upon stress and thriving upon stress relief (Jevtov et al., 2015; Riback et al., 2017; Kroschwald and Alberti, 2017). The enrichment in RNAs encoding ATP binding, cell cycle, and transcription factors may be consistent with this notion.

However, translation initiation of the RNAs stored in stress granules has been shown not to be required for growth, as translation can resume before stress granule clearance is complete (Loschi et al., 2009; Walters et al., 2015). Furthermore, a recent study suggests that the mRNAs that are upregulated upon oxidative stress are vastly excluded from stress granules (Singh et al., 2021), strengthening the notion that stress granules might not be needed to protect RNA from degradation, but simply store them. Last, contrary to the finding that stress granules do not contain fully assembled ribosomes (only 40S) (Kedersha et al., 1999; Anderson and Kedersha, 2002), single-molecule imaging has revealed that the translation machinery can be activated in stress granules (Mateju et al., 2020). This suggests that although general translation is inhibited, stress granules could be a hub for translating specific RNAs, perhaps related to coping with stress.

As a proof of principle, using HyperTRIBE opens avenues to refine the specific core of common stress granule RNAs upon different stress and understand their role and their features. It is the first method to identify stress granule RNAs in single cells and in tissues, and could be particularly important to reveal heterogeneity between cells, within primary cells or tissues in their response to different stress. Importantly, this method could also allow the identification the RNA content of other RNA-based phase-separated assemblies, whether formed upon stress or existing in basal conditions, such as neuronal granules (Formicola et al., 2019; Kiebler and Bassell, 2006), posterior granules in *Drosophila* oocytes (Trcek and Lehmann, 2019; Bose et al., 2021) and P granules in *Caenorhabditis elegans* (Aoki et al., 2021; Lee et al., 2020), whose RNA content has so far been difficult to isolate and study.

### Limitations of the study

However successful, this proof of principle presents several limitations. First, cells and tissues need to express ADARcd through transfection or generation of transgenic animals. Second, one of the requirements is to limit the basal editing (in the absence of stress even if RNA do not have a long half-life) by controlling the timing and temporal (*in vivo*) expression of ADARcd. In *Drosophila* cells and tissues, we used the metallothionein-inducible promoter and the geneswitch system, respectively. Photoactivatable (light oxygen voltage) FRM1-ADARcd would also be envisioned for specific activation in stress granules, thus, to restrict even more the background (Wu et al., 2009). Third, the calculation editing frequencies could be done differently. Here, we calculated the average editing frequencies for a gene by extracting the percentage of mutated bases at each identified variant position, for each sample, and averaged the numbers (see [method details](#) section, [Figure S4D](#)). However, the editing frequency could be calculated by extracting the number of all edits over all variant

positions for one gene and dividing this by the sum of the total positions (see [STAR Methods](#) for further discussion of this, with examples). This strategy could in particular be important for genes with considerably varying read depths at edited positions across a gene. In this study, using this alternative strategy gave slightly different results but did not affect the number and the types of RNAs predicted to be localized in stress granules (99.99% overlap). Fourth, certain RNAs may be covered with RBPs, therefore blocking the editing sites. Fifth, even though our validation by smFISH indicates that the RNAs predicted to be in stress granules are localized to these coalescences, it is possible that due to the translational arrest during arsenite treatment, these RNAs are edited in the cytosol by FMR1-ADARcd-V5 before they coalesce into stress granules. To assess how many and which RNAs are edited by ADARcd in the cytoplasm in arsenite irrespective of their coalescence into stress granules, NES-ADAR (instead of FMR1-ADARcd) could be expressed. Sixth, once edited, a given RNA molecule might leave the stress granule and return to the cytoplasm or to P-bodies (Zhang et al., 2011; Mollet et al., 2008), leading to the identification of RNAs that are only transiently residing in stress granules. However, the predicted stress granule RNAs we have tested by smFISH are enriched in stress granules, not only present, suggesting that they are true resident. Last, ADARcd was only tagged to one RBP (FMR1), thus potentially biasing our analysis toward FMR1 clients. Even if it is not the case, using another stress granule protein that is not an RBP would further validate our findings.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
- **METHOD DETAILS**
  - Arsenite treatment
  - Induction of geneswitch, dissociation *Drosophila* brain and arsenite treatment
  - RNA isolation from S2 cells and dissociated brain cells
  - FACS – Single-cell sorting
  - Library preparation for VASA-seq
  - Sequencing
  - Data analysis – Reference genomes and annotations
  - Data analysis – Read processing
  - Data analysis – Workflow variant identification and calculation mutation frequency
  - Immunofluorescence (IF)
  - Western blot of FMR1-ADARcd-V5
  - Single-molecule FISH (smFISH)
  - Microscopy and image analysis
  - S2 cell death in arsenite stress and upon relief
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.crmeth.2022.100235>.

## ACKNOWLEDGMENTS

We thank Geert Kops and Jacques Bothma for critically reading the manuscript. We thank Anko de Graaff of the Hubrecht Imaging Facility for help with the imaging and Buys de Barbanson for help with data analysis. This work was supported by a European Research Council Advanced grant (ERC-AdG 742225-IntScOmics) and Nederlandse Organisatie voor Wetenschappelijk Onderzoek (NWO) TOP award (NWO-CW 714.016.001). This work is part of the Oncode Institute, which is partly financed by the Dutch Cancer Society. In addition, we thank the Hubrecht Sorting Facility and the Utrecht Sequencing Facility, subsidized by the University Medical Center Utrecht, Hubrecht Institute, Utrecht University, and the Netherlands X-omics Initiative (NWO project 184.034.019).

## AUTHOR CONTRIBUTIONS

Conceptualization, W.v.L., M.V., C.R., and A.v.O.; methodology, W.v.L., M.V., N.B., and F.S.; validation, W.v.L., M.V., and C.R.; formal analysis, W.v.L., M.V., and N.B.; investigation, W.v.L. and M.V.; resources, C.R. and A.v.O.; data curation, W.v.L., M.V., N.B., and C.R.; writing – original draft, W.v.L. and C.R.; writing – review & editing, W.v.L., M.V., C.R., and A.v.O.; visualization, W.v.L. and M.V.; supervision: C.R. and A.v.O.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: October 7, 2021

Revised: January 24, 2022

Accepted: May 20, 2022

Published: June 20, 2022

## REFERENCES

- Aguilera-Gomez, A., Zacharogianni, M., Van Oorschot, M.M., Genau, H., Grond, R., Veenendaal, T., Sinsimer, K.S., Gavis, E.R., Behrends, C., and Rabouille, C. (2017). Phospho-rasputin stabilization by Sec16 is required for stress granule formation upon amino acid starvation. *Cell Rep.* 20, 935–948. <https://doi.org/10.1016/j.celrep.2017.06.042>.
- Anders, M., Chelysheva, I., Goebel, I., Trenkner, T., Zhou, J., Mao, Y., Verzini, S., Qian, S.B., and Ignatova, Z. (2018). Dynamic m(6A) methylation facilitates mRNA triaging to stress granules. *Life Sci. Alliance* 1, e201800113. <https://doi.org/10.26508/lsa.201800113>.
- Anderson, P., and Kedersha, N. (2002). Stressful initiations. *J. Cell Sci.* 115, 3227–3234. <https://doi.org/10.1242/jcs.115.16.3227>.
- Aoki, S.T., Lynch, T.R., Crittenden, S.L., Bingman, C.A., Wickens, M., and Kimble, J. (2021). C. elegans germ granules require both assembly and localized regulators for mRNA repression. *Nat. Commun.* 12, 996. <https://doi.org/10.1038/s41467-021-21278-1>.
- Aulas, A., Fay, M.M., Lyons, S.M., Achorn, C.A., Kedersha, N., Anderson, P., and Ivanov, P. (2017). Stress-specific differences in assembly and composition of stress granules and related foci. *J. Cell Sci.* 130, 927–937. <https://doi.org/10.1242/jcs.199240>.
- Banani, S.F., Lee, H.O., Hyman, A.A., and Rosen, M.K. (2017). Biomolecular condensates: organizers of cellular biochemistry. *Nat. Rev. Mol. Cell Biol.* 18, 285–298. <https://doi.org/10.1038/nrm.2017.7>.
- Biswas, J., Rahman, R., Gupta, V., Rosbash, M., and Singer, R.H. (2020). MS2-TRIBE evaluates both protein-RNA interactions and nuclear organization of transcription by RNA editing. *iScience* 23, 101318. <https://doi.org/10.1016/j.isci.2020.101318>.
- Bose, M., Mahamid, J., and Ephrussi, A. (2021). Liquid-to-solid phase transition of RNP granules is essential for their function in the Drosophila germline. Preprint at bioRxiv. <https://doi.org/10.1101/2021.03.31.437848>.
- DePristo, M.A., Banks, E., Poplin, R., Garimella, K.V., Maguire, J.R., Hartl, C., Philippakis, A.A., Del Angel, G., Rivas, M.A., Hanna, M., et al. (2011). A framework for variation discovery and genotyping using next-generation DNA sequencing data. *Nat. Genet.* 43, 491–498. <https://doi.org/10.1038/ng.806>.
- Derrien, T., Johnson, R., Bussotti, G., Tanzer, A., Djebali, S., Tilgner, H., Guernec, G., Martin, D., Merkel, A., Knowles, D.G., et al. (2012). The GENCODE v7 catalog of human long noncoding RNAs: analysis of their gene structure, evolution, and expression. *Genome Res.* 22, 1775–1789. <https://doi.org/10.1101/gr.132159.111>.
- Formicola, N., Vijayakumar, J., and Besse, F. (2019). Neuronal ribonucleoprotein granules: dynamic sensors of localized signals. *Traffic* 20, 639–649. <https://doi.org/10.1111/tra.12672>.
- Gaspar, I., Wippich, F., and Ephrussi, A. (2017). Enzymatic production of single-molecule FISH and RNA capture probes. *RNA* 23, 1582–1591. <https://doi.org/10.1261/rna.061184.117>.
- Gomes, E., and Shorter, J. (2018). The molecular language of membraneless organelles. *J. Biol. Chem.* 294, 7115–7127.
- Hollfelder, F., Salmen, F., De Jonghe, J., Kaminski, T., Alemany, A., Parada, G., Yanagida, A., Kohler, T., Battich, N., and Van Den Brekel, F. (2022). Droplet-based single-cell total RNA-seq reveals differential non-coding expression and splicing patterns during mouse development. *Nat. Biotechnol.* <https://doi.org/10.17863/CAM.82882>.
- Hyman, A.A., Weber, C.A., and Julicher, F. (2014). Liquid-liquid phase separation in biology. *Annu. Rev. Cell Dev. Biol.* 30, 39–58. <https://doi.org/10.1146/annurev-cellbio-100913-013325>.
- Jain, A., and Vale, R.D. (2017). RNA phase transitions in repeat expansion disorders. *Nature* 546, 243–247. <https://doi.org/10.1038/nature22386>.
- Jain, S., Wheeler, J.R., Walters, R.W., Agrawal, A., Barsic, A., and Parker, R. (2016). ATPase-modulated stress granules contain a diverse proteome and substructure. *Cell* 164, 487–498. <https://doi.org/10.1016/j.cell.2015.12.038>.
- Jevtov, I., Zacharogianni, M., Van Oorschot, M.M., Van Zadelhoff, G., Aguilera-Gomez, A., Vuillez, I., Braakman, I., Hafen, E., Stocker, H., and Rabouille, C. (2015). TORC2 mediates the heat stress response in Drosophila by promoting the formation of stress granules. *J. Cell Sci.* 128, 2497–2508. <https://doi.org/10.1242/jcs.168724>.
- Kaminow, B., Yunusov, D., and Dobin, A. (2021). STARsolo: accurate, fast and versatile mapping/quantification of single-cell and single-nucleus RNA-seq data. Preprint at bioRxiv. <https://doi.org/10.1101/2021.05.05.442755>.
- Kedersha, N.L., Gupta, M., Li, W., Miller, I., and Anderson, P. (1999). RNA-binding proteins TIA-1 and TIAR link the phosphorylation of eIF-2 alpha to the assembly of mammalian stress granules. *J. Cell Biol.* 147, 1431–1442. <https://doi.org/10.1083/jcb.147.7.1431>.
- Khong, A., Matheny, T., Jain, S., Mitchell, S.F., Wheeler, J.R., and Parker, R. (2017). The stress granule transcriptome reveals principles of mRNA accumulation in stress granules. *Mol. Cell* 68, 808–820.e5. <https://doi.org/10.1016/j.molcel.2017.10.015>.
- Kiebler, M.A., and Bassell, G.J. (2006). Neuronal RNA granules: movers and makers. *Neuron* 51, 685–690. <https://doi.org/10.1016/j.neuron.2006.08.021>.
- Kroschwald, S., and Alberti, S. (2017). Gel or die: phase separation as a survival strategy. *Cell* 168, 947–948. <https://doi.org/10.1016/j.cell.2017.02.029>.
- Langdon, E.M., Qiu, Y., Ghanbari Niaki, A., McLaughlin, G.A., Weidmann, C.A., Gerbich, T.M., Smith, J.A., Crutchley, J.M., Termini, C.M., Weeks, K.M., et al. (2018). mRNA structure determines specificity of a polyQ-driven phase separation. *Science* 360, 922–927. <https://doi.org/10.1126/science.aar7432>.
- Lee, C.-Y.S., Putnam, A., Lu, T., He, S., Ouyang, J.P.T., and Seydoux, G. (2020). Recruitment of mRNAs to P granules by condensation with intrinsically-disordered proteins. *Elife* 9, e52896. <https://doi.org/10.7554/elife.52896>.
- Li, H., and Durbin, R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25, 1754–1760. <https://doi.org/10.1093/bioinformatics/btp324>.

How the deposited data were processed for this re-analysis (not part of the article)

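RNA editing by a fusion of FMR1 to the catalytic domain of ADAR was measured by VASA-seq in bulk S2 cells, in single S2 cells and in dissociated larval brains. The bulk samples were 3 Schneider's replicates, 3 arsenite replicates and 1 uninduced sample of each of S2 cells and brains, 14 in all. The single cells came from 2 plates, each with 96 wells in Schneider's and 96 in arsenite. Conditions and replicate numbers were taken from the sample labels. The variant tables also name 20 libraries that could not be mapped to a condition and 384 wells of other populations, and these were not used here.

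The authors trimmed the reads, removed ribosomal RNA, mapped the rest with STARsolo to BDGP6 with the Ensembl 95 annotation, kept uniquely mapped reads, collapsed reads by molecular identifier and called variants with GATK. The authors deposited the average editing frequency of each gene as a fraction from 0 to 1, which is the mean over the gene's A-to-G positions of edited over total reads, with no other normalization. They deposited 1 table for the 14 bulk samples and 1 for the single cells. The authors also deposited the variant calls with the reads of each base per library, and tables of their own comparisons, which hold a p-value and scores such as the difference of the 2 means. In the authors' deposited tables for S2 cells and brains that difference equalled the one computed here within 1e-06 for all 4589 and 4192 tested genes. The t and p in these tables correspond to 15 degrees of freedom, while the paper names an empirical Bayes test of the ebbr package. The scale and the direction of the differences in their single-cell table are not stated, so only its p-values and the signs of its differences were used, with a positive sign taken as higher in arsenite.

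The bulk variant table held 162077 records, of which 160065 were single-base changes, and the single-cell table 323021, of which 309435 were single-base changes. A-to-G positions with a call quality above 250 and an allele frequency under 0.95 were kept. In the bulk table 98.9% of these positions lay in exons of the same gene, and in the single-cell table 98.6%. Of the 5003 genes in the bulk table, 4952 were found by identifier in the Ensembl 115 annotation of BDGP6, which gave coordinates and lengths. Biotypes were taken from the gene names that the authors deposited. The authors' files carry BDGP6 coordinates too.

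Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the untransformed frequencies of the 6 induced samples of S2 cells, or of brains, without a covariate. A gene was tested where its frequency was above 0 in at least 1 of these samples, and called where p was under the threshold of 0.01, as in the paper. For single cells, edited and total reads were summed per plate and condition. Adjusted p are by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Averages per sample were compared by exact permutation tests, for which 0.1 is the smallest p with 3 samples against 3, and lengths by 100000 permutations. Overlaps were tested with the hypergeometric distribution (one-sided Fisher's exact test) over the genes tested in both sets. Shares carry 95% Clopper-Pearson intervals, and a share with no edited read carries an upper limit of 3 reads of the total. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

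Depth was counted as reads at the variant positions after the collapse of molecular identifiers, between 247153 and 458176 per bulk sample at A-to-G positions. The mean was between 7.52 and 13.9 reads per position and sample. With so few reads, a frequency of 0 in a sample can be a position that was read too rarely.

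The tests were checked on simulated reads, drawn at the real depths with 200 genes raised 3-fold. In single cells limma recovered 44.5% of the raised genes among 5120, and passed 1.44% of the unchanged ones. The length test gave p = 1e-05, the smallest that the permutations allow, for a simulated ratio of 1.3, and p = 0.10 for a ratio of 1.

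The rule for naming genes was fixed before the data were examined. Named are those the paper names for these experiments, Fmr1 and Adar, and the 3 genes with the largest rise among called genes with every arsenite replicate above every Schneider's replicate and at least 3 positions. In S2 cells 863 and in brains 189 called genes met these conditions. Of the genes the paper names, 3 are not listed in the bulk table, Roc1a and Rab18 for S2 cells and Prosbeta1 for brains. Marker lists of neurons and glia were also fixed beforehand.

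The alternatives set before the data were examined were other scales of the frequency, pooling of reads over a gene, minimum reads per position, other sets of tested genes, all 14 samples in 1 fit, a replicate block, arsenite replicate 3 counted in place of replicate 2, each replicate left out, adjusted p, models on reads, other quality limits, matched lengths and the authors' deposited calls for the overlaps. Added afterwards were the division of each frequency by the mean of its sample, a required read in each sample, a minimum of 30 reads in Schneider's for the groups, the median transcript per gene, the deposited calls for groups and lengths, overlaps over all calls or with the mean of the cells, and the marker reads of the fusion. Microscopy, gene ontology and codon analyses were not analysed here.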

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

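The test in this part was chosen before its result was seen. T-to-C changes, which the paper shows after induction without stress, were more frequent in arsenite in the bulk S2 samples. At the 529 T-to-C positions the changed base made up 10.3% of reads in the uninduced sample, 15.1% ± 0.630 (SD, n = 3) in Schneider's and 20.4% ± 1.33 (SD, n = 3) in arsenite (exact permutation test of arsenite against Schneider's, p = 0.1, the smallest possible). A candidate explanation is A-to-G editing of an RNA from an overlapping gene on the opposite strand, which would be read as T-to-C where its reads were assigned to the other gene. Of the T-to-C positions, 58.6% lay in exons of a gene on the opposite strand, against 1.41% of positions of the other changes. At those 310 positions the share was 0.541%, 7.87% ± 0.344 and 17.5% ± 1.43 in the same order, while at the other 219 positions it was 31.1%, 30.4% ± 1.25 and 26.0% ± 1.58 and did not rise. In brains the share over all T-to-C positions was 21.0% ± 2.82 in Schneider's and 23.3% ± 0.809 in arsenite (exact permutation test, p = 0.4), and at the 310 positions it was 0.691%, 3.68% ± 0.0938 and 7.40% ± 1.50. The rise is therefore where this technical explanation places it. Strain variants stay open for the positions outside opposite-strand exons, where the share was already high without induction, and no test was made of them.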

How the results depend on the processing

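The division by the sample mean, the minimum of 30 reads in Schneider's, the overlap over all calls, here and deposited, the overlap with the mean of the cells and the marker reads of the fusion were chosen after the results were seen. The other alternatives with values here were set before the data were examined.

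In S2 cells 1083 RNAs were called more edited in arsenite. Among the 21 alternatives, 13 gave a count within 1.5 times of this. The count was 413 with at least 20 reads per position in each sample, where 959 RNAs were left to test, 2275 with the empirical Bayes beta-binomial on pooled reads, which does not use the spread between replicates, and 165, with 148 lower, after division by the sample mean, which by construction removes the shared rise. It was 1635 with arsenite replicate 3 counted in place of replicate 2, which enters 1 sample as 2. This alternative was set because the arsenite averages in the authors' supplementary tables equal replicate 1 plus 2 times replicate 3, divided by 3. Counted after the results were seen, this held in all 1450 S2 and 1166 brain genes read there in which replicates 2 and 3 differ, and the mean of the 3 replicates was printed for 0 of them. With 1 replicate left out it was between 520 and 985, and the lowest values were those without a Schneider's replicate.

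In brains 254 RNAs were called. The count was 160 with at least 10 reads and 64 with at least 20 reads per position in each sample, with 1423 and 551 RNAs tested, 1116 with the beta-binomial, 545 with arsenite replicate 3 in place of replicate 2, 83, with 57 lower, after division by the sample mean and 1 with adjusted p. With 1 replicate left out it was between 84 and 392. The highest value was without arsenite replicate 3, and the cause was not tested. Of the 21 alternatives, 10 were within 1.5 times of the 254.

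In single cells 697 RNAs were called. The count was 1746 with the mean of the cells, 87, with 43 lower, after division by the mean of each sum, 2, with 2 lower, with adjusted p, and between 21 and 1513 with 1 plate of a condition left out. Without plate 1 or plate 2 of Schneider's more RNAs were called lower (50 and 58) than higher (22 and 21), so the count in single cells rests on both. The fits that leave 1 sum in a condition assume that it varies like the others. The cause of the difference between pooled reads and the mean of the cells was not tested.

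With the replicate number as a block, 497 RNAs were called in S2 cells and 100 in brains, and with the plate as a block 102 in single cells. The numbers do not pair the bulk samples. The deviations of same-numbered samples from their group means correlated across genes at 0.055, 0.010 and 0.0015 in S2 cells and at -0.0099, 0.012 and -0.022 in brains.

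The difference in average editing between arsenite and Schneider's in S2 cells, 11.7 percentage points, was 8.68 with edited reads over all reads, 9.42 with at least 10 reads per position, and between 11.6 and 11.8 with a replicate left out. In brains, where it was 6.22, it was 4.30 and 4.58 with the first and the second of these and between 5.04 and 7.10 with a replicate left out. In single cells the difference of 3.82 became 5.17 over genes above 0 in at least 10 cells and 7.05 with edited reads over all reads. The direction was the same in all of these.

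The share of called S2 RNAs with no edited read in Schneider's, 8.49%, was 4.23% with at least 30 reads there. The A-to-G share in bulk, 43.5%, was 21.9% without a quality limit and 64.1% with a limit of 1000. In single cells, where it was 88.9%, it was 65.9% and 94.3% with these, and 87.0% without a limit on the allele frequency.

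The length ratio of called to other RNAs was reversed in S2 cells after matching on positions and reads (0.950) and no longer past 0.05 in brains (1.08). The overlap of S2 and brain calls was 32.3% over all calls here and 61.3% over all calls of the deposited tables, and could not be computed with adjusted p, which left no brain call among the shared genes (limma, 1 call among all 4192, against 254 without adjustment). The overlap of bulk and single-cell calls was 0 with adjusted p (limma, 2 RNAs higher in single cells, against 697 without adjustment). The level of the fusion mRNA, with the endogenous genes included, in arsenite over Schneider's in S2 cells was 3.26 from Fmr1 alone, 1.47 from Adar alone and 1.01 as the share of reads with the marker base, which is near its maximum in both conditions. In brains it was 3.41 from the marker reads.

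Of the named genes, mira in brains had no difference past the threshold with at least 20 reads per position in each sample, where its sign was reversed at -0.209 percentage points, which is near 0. With at least 10 reads the difference for mira was unchanged and passed the threshold. For row in brains the difference fell from 11.4 to 4.46 percentage points with at least 10 reads and did not pass it. In S2 cells fzr, Pex6 and cbt passed the threshold under each alternative that gave a value, though Pex6 is not under it in the authors' deposited table. Depth limits all of these results, since 9196 of the 32874 positions had at least 10 reads in each of the 6 S2 samples and 5583 in each of the 6 brain samples.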

Differences from the paper's values

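The overlap over all calls, here and deposited, the overlap with the mean of the cells, and the groups and lengths from the deposited calls were chosen after the values were seen. In S2 cells 1083 RNAs were called more edited in arsenite, and the paper's value is 1856. The paper names the empirical Bayes test of the ebbr package, while limma was used here. The alternatives set before the data were examined that came within 1.5 times of the paper's value were edited reads over all reads (1273), all 14 samples in one fit (1615), arsenite replicate 3 in place of replicate 2 (1635), adjusted p (1250) and the empirical Bayes beta-binomial (2275). The arsenite averages in the supplementary tables equal replicate 1 plus 2 times replicate 3, divided by 3, which is why the third of these was set. The other scales, minimum reads, sets of tested genes, the replicate block, the quasi-binomial model and the fits without 1 replicate did not. The authors' deposited table has 1852 RNAs higher at the same threshold, of which 956 were called here. Its count is near the paper's, and its differences equal those computed here for all 4589 tested RNAs. Replicate 3 in place of replicate 2 thus did not enter these differences, and the gap in count lies in the p-values. Those correspond to 15 degrees of freedom, and the fit that gave them was not identified here.

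In brains 254 RNAs were called, and the paper's value is 398. Within 1.5 times of it were the arcsine (281) and log2 (302) scales, edited reads over all reads (283), all genes of the table (358), a frequency above 0 in at least 3 samples (288), all 14 samples in one fit (277), arsenite replicate 3 in place of replicate 2 (545), the quasi-binomial model (359) and the fits without arsenite replicate 2 (290) or 3 (392). The minimum reads, the replicate block, adjusted p, the beta-binomial and the fits without another replicate were not. The authors' deposited table has 395 higher, of which 140 were called here, and its differences equal those here for all 4192 tested RNAs. Of the calls here 198 were also edited in Schneider's, where the paper's value is 326. With a mean under 1% counted as not edited, set before the data were examined, the number is lower still, since 76 calls are then not edited in Schneider's in place of 56. The authors' deposited table gives 323.

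In single cells 697 RNAs were called, and the paper's value is 2303. Only the mean of the cells (1746) came within 1.5 times of it. The arcsine scale, the plate as a block, the other set of tested genes, adjusted p and the fits without 1 sum did not. The authors' deposited table has 374 with a positive difference, taken as higher though the direction is not stated, of which 77 were called here.

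Of the S2 calls 92 (8.49%) had no edited read in Schneider's, where the paper's values are 496 and 27%. With a mean under 1% counted as not edited the share was 10.1%, which still differs. Among RNAs of the authors' deposited table that are higher, the share was 8.96%.

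Of the brain calls 36.1% were also called in S2 cells, and the paper's value is 61%. With the authors' deposited tables over the genes tested in both it was 77.1%, within 1.5 times of the paper's. That is 1.83-fold over chance, against 1.39-fold for the 36.1%. Over all calls, whether or not tested in both, a setting chosen after seeing the values, it was 32.3% (82 of 254) here and 61.3% with the deposited tables. Of the S2 bulk calls 20.8% were also called in single cells, and the paper's value is 64%. Adjusted p (0) and the authors' deposited tables (12.7%, with the same reading of the sign) differ as well, and with the mean of the cells, chosen for this overlap after seeing the values, it was 57.5%, which is 1.48-fold over chance against 1.60-fold for the 20.8%.

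The paper lists red and Prosbeta4 among the S2 RNAs more edited in arsenite. Here neither passed the threshold of 0.01 by limma, and both were called with adjusted p (0.046 for red and 0.048 for Prosbeta4), with all 14 samples in one fit, with arsenite replicate 3 in place of replicate 2 and by the beta-binomial. The gene red was also called with the replicate block and without arsenite replicate 1, and Prosbeta4 on the arcsine and log2 scales, with all genes of the table and by the quasi-binomial model. Both are under the threshold in the authors' deposited table. The paper places geminin among the RNAs edited only in arsenite, and here 3 of its 146 reads in Schneider's were edited.

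For neurons the paper calls wdn and eIF6 more edited, and here neither passed the threshold (limma, adjusted p = 0.19 and 0.27). The arcsine and log2 scales, the beta-binomial and the fit without arsenite replicate 1 called both, all 14 samples in one fit called wdn, and the quasi-binomial model called eIF6. Both are under the threshold in the authors' deposited table. The paper names Nrt among the stress granule RNAs of neurons alone. It did not pass the threshold here (limma, adjusted p = 0.16). It was called on the arcsine and log2 scales, with edited reads over all reads, with at least 10 or 20 reads per position, with a frequency above 0 in at least 3 samples, with all 14 samples in one fit, by the beta-binomial and without arsenite replicate 3, and it is under the threshold in the authors' deposited table.

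The paper reports longer transcripts in S2 stress granules, in all parts of the transcript. Here the transcripts differed by a ratio of 1.04 (permutation test, p = 0.93), and the 3′ UTR had a median of 390 nt in the called RNAs against 430 nt (permutation test, p = 0.027, and 0.11 adjusted over the 4 measures). Against RNAs matched on positions and reads, the 3′ UTR had a ratio of 0.823 (permutation test, unadjusted p = 3.0e-05). With the authors' deposited calls the ratio of the transcripts was 1.06 (permutation test, p = 0.14).

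The paper places the largest variation of single cells between the conditions. Here 14.2% and 16.5% of the variance of the cell means lay between the conditions on plates 1 and 2. The paper finds most of the RNAs it examined by smFISH in the pooled cells too. Of the 7 RNAs named for groups 2 and 3, row and Khc were called here with pooled reads, and with the mean of the cells also cbt, red, Cyt-c-p and geminin.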

Other observations

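The test on the spread between single cells was chosen after its result was seen. The comparison of the log2 rises of S2 cells and brains was added after the calls were seen, and the other tests were set before their results were seen. The marker reads and the division by the sample mean are alternatives that were added later.

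The mRNA of the loci of the fusion differed between the conditions. Reads at the variant positions of Fmr1 and Adar, which include the endogenous genes, made up 0.304% ± 0.0118 (SD, n = 3) of all reads at variant positions in S2 cells in Schneider's and 0.653% ± 0.00556 (SD, n = 3) in arsenite, 2.15-fold more (exact permutation test, p = 0.1, the smallest possible), and 0.129% in the uninduced sample. In brains the level rose 1.76-fold, from 0.112% ± 0.0193 to 0.198% ± 0.0191. In S2 cells Fmr1 alone rose 3.26-fold and Adar alone 1.47-fold, and in brains 1.54-fold and 2.16-fold. A single fusion mRNA would move both alike, so these reads do not measure the fusion alone. Adar holds a single G-to-C site, whose changed base is taken here as a marker of the fusion. Without induction it made up 5 of 6 reads in S2 cells and 0 of 2 in brains, and an induced brain sample had between 3 and 16 reads at the site. The marker reads, as a share of reads at variant positions, rose 1.63-fold in S2 cells and 3.41-fold in brains. More fusion mRNA in arsenite could therefore raise editing without a change in where RNAs are. In single cells matched on the level of Fmr1 and Adar reads, the edited share of reads was higher in arsenite by 3.33 percentage points over 56 pairs on plate 1 and by 2.46 over 51 pairs on plate 2, a mean of 2.90, against 6.32 and 6.52 over all cells. Only 53.6% and 64.7% of the pairs were higher in arsenite. The level used for the matching is mRNA of both the fusion and the endogenous genes, so a change in the level of the fusion and a change in where RNAs are cannot be told apart here.

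A shared rise of editing in all RNAs would give calls as well. In reads simulated with the same rise of the odds in every RNA, 606 of 4534 RNAs were called in S2 cells and 232 of 3970 in brains. As the whole cause, a shared rise is argued against, though not excluded. The rises of single RNAs from separate replicate pairs, compared within strata of editing frequency, correlated across 1685 RNAs at 0.463 or more in S2 cells, where the largest value of the shuffles was 0.0866, and across 1226 RNAs at 0.204 or more in brains, where it was 0.102. RNAs thus appear to differ in their rise. Differences in editing frequency left within a stratum could also give a correlation under a shared rise. The shuffles do not cover these, and no correlation from the simulated reads is given. Of the 10 ways to split the 6 samples into 3 and 3, only 1 gave as many calls in S2 cells, the real one, and the other 9 gave at most 23. In brains it was 1 of 10 as well, and the others gave at most 39. By design 10 splits cannot give a share under 0.1, so these counts alone cannot exclude chance at 0.05.

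RNAs that were not called rose too. In S2 cells 88.2% of them had a higher mean in arsenite, and in brains 85.5%. The share of RNAs called climbed with the reads behind them in S2 cells, at 9.49%, 16.0%, 28.9% and 40.1% from the fewest to the most reads, and in brains at 3.15%, 6.39%, 7.35% and 7.35%. Too few reads for the test is thus a candidate explanation for many S2 RNAs that were not called. In brains the share was the same in the last 2 of these groups, so too few reads may explain RNAs with few reads, and for those with many reads the cause stays open.

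Among S2 RNAs called on pooled reads, 96 of 1273 had no edited read in Schneider's. Reads were simulated with a ratio of editing between the conditions drawn for each RNA from those of well-read RNAs. They gave a mean of 51.5 such RNAs over 20 sets, and between 42 and 68. In brains 66 of 283 were observed against a mean of 63.25, and between 48 and 75, but the simulated sets had a mean of 473 calls, so the shares were 23.3% observed and 13.4% simulated. Low depth could account for a large part of the RNAs seen as edited only in arsenite. In S2 cells the 96 observed lay above all 20 simulated sets, which argues against depth as the whole cause there. Whether RNAs with few reads share the ratios of well-read RNAs was not tested, so how many remain stays open.

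The longer transcripts of the RNAs called in brains may follow from their positions and reads. Matched on both, the ratio of median lengths was 1.08 (permutation test, p = 0.60) in place of 1.28.

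The overlap of 82 RNAs between S2 and brain calls was set against shuffles of the brain calls within strata of reads and positions. The shuffles gave a mean of 63.1 and a largest value of 88 (permutation test within strata, p = 0.0022). The overlap was thus larger than similar reads and positions gave in nearly all shuffles, which argues against these as its whole cause. The criterion set beforehand was an overlap above all shuffles, which was not met, and differences in depth within a stratum were not tested, so a part of the overlap may come from shared depth.

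Editing rose by 11.7 percentage points in S2 cells and by 6.22 in brains. The rise was larger by 5.51 points in S2 cells, while on the log2 scale it was 1.01 in S2 cells and 1.13 in brains. No test of this difference is given, since relabeling the tissues would also carry their different levels in Schneider's into the comparison. Less of the fusion in the brain samples is a candidate explanation for the lower rise in points, since the marker reads, as a share of reads at variant positions, were 6.74-fold higher in S2 cells. They are mRNA reads, between 1 and 13 in an induced brain sample, and the brain samples also hold glia. Against this explanation, the paper reports similar expression of the fusion in neurons and S2 cells, as estimated by immunofluorescence. That estimate is of protein, so the 2 measures are not alike. The tissue itself stays open.

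In single cells the spread of editing may follow the level of the fusion in part. The edited share of reads correlated with the log level across cells at 0.227 and 0.305 in Schneider's on plates 1 and 2, and at 0.633 and 0.479 in arsenite, which is 5.17% to 40.1% of the variance. Of 10000 shuffles, the 97.5th percentile was at most 0.219, and single shuffles in Schneider's exceeded the observed values. Cells are not independent replicates.

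Neuron and glia markers were compared in brains, since the fusion was driven in neurons. In arsenite the mean average editing frequency was 17.0% over 15 of 18 neuron markers and 9.41% over 8 of 17 glia markers, a difference of 7.59 points (permutation test over genes, p = 0.217). With the reads of each list pooled, the shares in arsenite were closer, 13.1% ± 2.37 (SD, n = 3) on 3924 reads of neuron markers and 10.1% ± 4.11 (SD, n = 3) on 569 reads of glia markers. The mean over genes in Schneider's was 12.8% and 5.10%, and in the uninduced sample 7.63% and 0 (no edited read of 183). With so few glia markers in the table and their pooled share risen in arsenite, editing in neurons alone and editing in both cannot be told apart.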
